# Epigenetic inheritance is unfaithful at intermediately methylated CpG sites

**DOI:** 10.1038/s41467-023-40845-2

**Published:** 2023-09-02

**Authors:** Amir D. Hay, Noah J. Kessler, Daniel Gebert, Nozomi Takahashi, Hugo Tavares, Felipe K. Teixeira, Anne C. Ferguson-Smith

**Keywords:** DNA methylation, Epigenetic memory

## Abstract

DNA methylation at the CpG dinucleotide is considered a stable epigenetic mark due to its presumed long-term inheritance through clonal expansion. Here, we perform high-throughput bisulfite sequencing on clonally derived somatic cell lines to quantitatively measure methylation inheritance at the nucleotide level. We find that although DNA methylation is generally faithfully maintained at hypo- and hypermethylated sites, this is not the case at intermediately methylated CpGs. Low fidelity intermediate methylation is interspersed throughout the genome and within genes with no or low transcriptional activity, and is not coordinately maintained between neighbouring sites. We determine that the probabilistic changes that occur at intermediately methylated sites are likely due to DNMT1 rather than DNMT3A/3B activity. The observed lack of clonal inheritance at intermediately methylated sites challenges the current epigenetic inheritance model and has direct implications for both the functional relevance and general interpretability of DNA methylation as a stable epigenetic mark.

## Abstract (web summary)

Here the authors question the prevalent view of DNA methylation as a stably inherited epigenetic mark, revealing that the existing model does not apply when considering genomic loci that are intermediately methylated.

## Introduction

The establishment and maintenance of global DNA methylation patterns are essential for the development and function of vertebrate genomes^1,2^. Despite being known as a stable epigenetic mark^3–6^, accumulating evidence indicates that at a given CpG dinucleotide, DNA methylation status may vary between cell divisions, suggesting that DNA methylation patterns are more dynamic than previously anticipated. One mechanism that can explain this is the dynamic binding of factors and chromatin states that modulate methylation deposition during development^7^. In contrast, some early investigations found that intermediately methylated sites could spontaneously arise within subclonal cell populations derived from single cells^8,9^. Other groups observed that intermediate methylation is inconsistently inherited after cell divisions and therefore represents either error in maintenance or spontaneous de novo methylation in a range of developmental and tumour cell populations^10–12^.

Conceptually, in each cell, there are only three possible symmetric methylation states that can occur at a single CpG site: unmethylated (0%), methylated on one allele (50%), or methylated on both alleles (100%). Therefore, it is thought that intermediate levels of DNA methylation (10–90%) in somatic cells represent population averages of these symmetric and faithfully inherited methylation states^13–15^. While models of how intermediate methylation may be subsequently inherited through cellular divisions have been proposed^16,17^, the extent of such dynamics has not been systematically examined at a genome-wide scale, nor have the principles dictating DNA methylation stability through clonal propagation been determined.

## Results

### Evaluating the fidelity of DNA methylation inheritance through clonal expansion

We devised an experiment to assess the fidelity of DNA methylation through clonal expansion at the genome-scale, by subcloning populations of cells and performing target DNA capture followed by high-throughput bisulfite sequencing (tcBS-seq, see the “Methods” section) on both the subclone and parent populations of cells (Fig. 1A). To do so, we established mouse embryonic fibroblasts (MEFs) from two sibling E13.5 mouse embryos and immortalised the cell lines. From these parental lines, we randomly sampled 14 single cells to establish clonal populations of around 1–2 million cells on which we profiled DNA methylation using tcBS-seq. In total, the methylation levels of >1.2 million CpGs (or around 5% of CpGs in the mouse genome, with a median coverage of 32x per CpG per dataset; Supplementary Fig. 1) were determined across 16 samples and used for downstream analysis. Of note, CpGs covered by tcBS-seq are enriched for early-replicating genic regions of the genome and are underrepresented at transposable elements (Supplementary Tables 1 and 2).

**Fig. 1:**
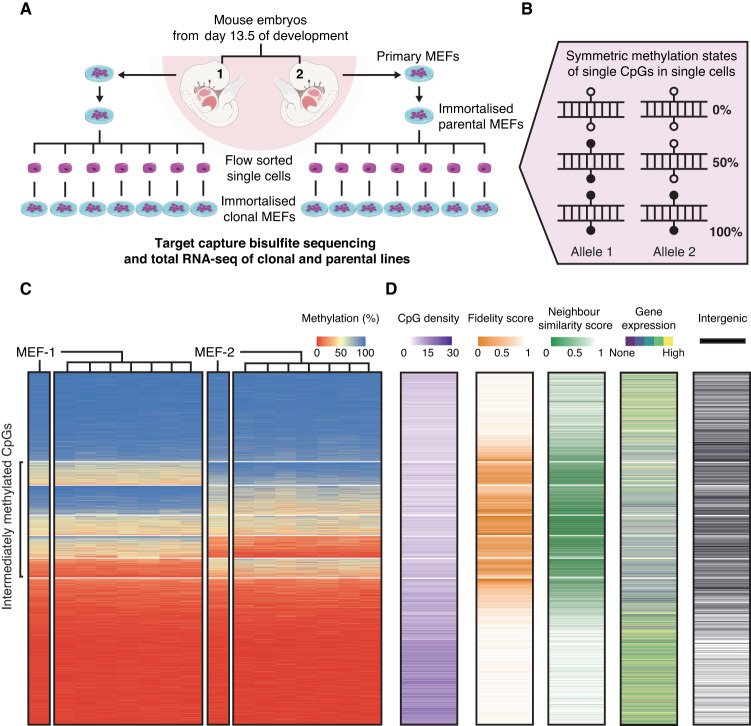
Intermediately methylated sites show lower epigenetic inheritance fidelity. **A** Mouse embryonic fibroblasts (MEFs) were isolated from E13.5 mouse embryos and immortalised. The resulting cell lines, MEF-1 and MEF-2, are referred to as the “parental” lines. Single cells were randomly selected by flow cytometry from these lines and grown into derivative “clonal” lines. Target capture bisulfite sequencing and total RNA sequencing were performed on both the parental and clonal lines. **B** Illustration showing that at the single-cell level, there are only three strand-symmetric methylation states that can exist at a single CpG dinucleotide: 0%, 50%, and 100%. **C** Heatmaps of 1,203,687 CpGs sorted by median methylation (%) within *k*-means clusters (*k* = 7, separated by white lines). The two parental lines are denoted as MEF-1 and MEF-2, with the seven clonal lines shown to the right of the corresponding parental line. **D** Heatmaps of CpG density (in purple) calculated as the number of CpGs within 100 bp of each focal CpG, methylation fidelity score (in orange) calculated as a proxy for the retention of symmetric methylation states from the single cell to a clonal line population, neighbour similarity score (in green) as an approximation of the consistency of methylation between neighbouring CpGs in a clonal line, and transcription quintiles derived from gene expression averages across all the cell lines (no expression in purple, high expression in yellow). Intergenic CpGs (blank lines) are characterised by a lack of overlap with an annotated protein-coding transcript or promoter.

In principle, in a single cell at a single CpG site, there are three possible stable (strand-symmetric) methylation states (Fig. 1B), which provides us with a tractable framework to determine the fidelity of DNA methylation inheritance through clonal expansion. In a purely faithful scenario, the DNA methylation status of each CpG in the clonal lines should be exclusively either 0%, 50%, or 100%.

Globally, methylation data generated from parental and clonal lines revealed that the methylation state of most CpGs (66%) is consistent across both parental lines and all 14 clonal samples (Fig. 1C, Supplementary Figs. 1 and 2). When CpGs are classified according to their methylation states using *k*-means clustering (Supplementary Fig. 3A and B), we find that 40% of all tested CpGs are consistently hypomethylated (U) across all analysed lines and are enriched for CpG dense regions (Fig. 1D and Supplementary Fig. 3C). Conversely, 26% of CpGs are consistently hypermethylated (M). As expected, the frequency of these two states indicates that the majority are explained by faithful inheritance of DNA methylation. In agreement, CpGs that are consistently hypo/hypermethylated in MEF-1-derived lines, exhibit the same state in MEF-2-derived lines. On the other hand, 33% of CpGs are shown to be intermediately methylated across all clonal lines derived from at least one of the parental cell lines (Fig. 1C). Among these intermediately methylated CpGs, most (26% of all analysed CpGs) are consistently hypo/hypermethylated across one set of lines but intermediately methylated in the other set (UI or MI, respectively). In addition, a subset of CpGs (7%) was intermediately methylated across all the cell lines (I).

To determine the degree of faithful methylation inheritance at the CpG level, we calculated the fraction of clonal lines that exhibit 0%, 50% or 100% methylation. We refer to this metric as the fidelity score, based on the concept that faithful transmission of the methylation state would result in only 0%, 50%, or 100% methylation in the clonal line populations derived from single cells. As expected from the consistency of methylation states across the samples, we find that CpGs classified as M and U generally have a high fidelity score. On the other hand, CpGs that have the potential to be intermediately methylated have a significantly lower fidelity score (Fig. 1D and Supplementary Fig. 3D). Therefore, intermediate methylation states generally represent the unfaithful inheritance of methylation, and are characterised by the inconsistency of methylation patterns between parental and clonal lines (Fig. 2 and Supplementary Figs. 4–19).

**Fig. 2:**
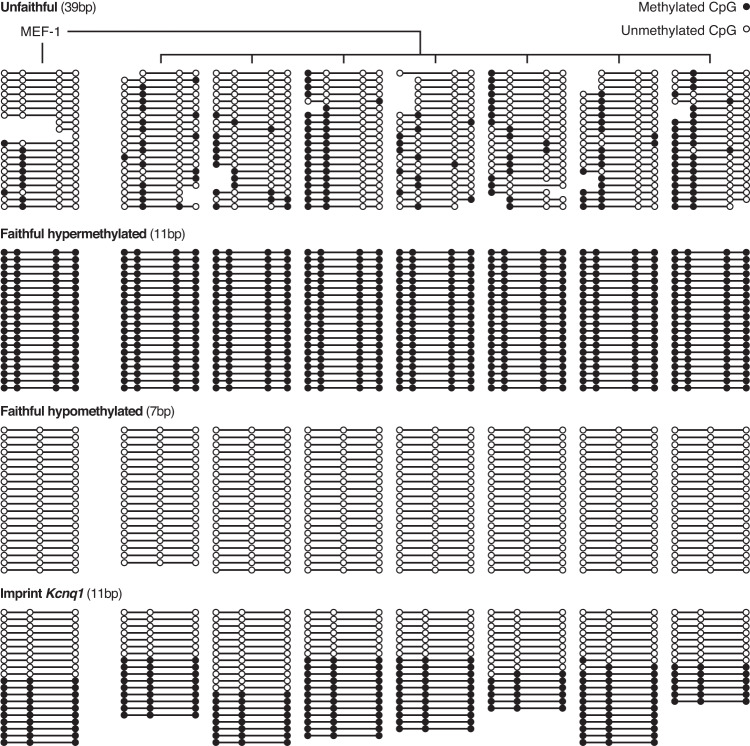
Examples of unfaithful, faithful and imprinted regions of the genome. Unfaithful regions show a sporadic methylation pattern that contrasts with the consistency of methylation states at faithful and imprinted regions of the genome. The parental line is denoted as MEF-1, with the seven clonal lines shown to the right. Reads from the tcBS-seq data are represented by lines and CpGs are shown as circles with accurate mapping of respective distance in base pairs between them. Methylated CpGs are shown as filled circles, while unmethylated CpGs are shown as open circles. Reads are ordered by average methylation of the covered CpG sites. The example regions shown above are each represented by between 15 and 20 reads at the following genomic coordinates: (mm10): unfaithful (chr15:79,251,875–79,251,914), faithful hypermethylated (chr1:34,302,911–34,302,922), faithfully hypomethylated (chr4:124,751,396–124,751,403) and imprint Kcnq1 (chr7:143,295,599–143,295,610).

### The relationship between methylation fidelity and transcription

To gain insight into the principles dictating DNA methylation stability, with the basis that intermediate levels reflect unfaithful inheritance through clonal expansion, we compared the methylation groups with respect to their genomic sequence context. Because CpG density is a major predictor of methylation status^18^, we first asked how CpG density correlates with the different methylation groups. As expected for consistently hypomethylated CpGs^19^, we found that U CpGs reside in CpG-dense regions in comparison to the other groups. On the other hand, M CpGs, as well as CpGs that have potential to be intermediately methylated (UI, I, MI), have significantly lower CpG density (Fig. 1D and Supplementary Fig. 3C). Given that methylation can be spatially regulated across multiple neighbouring CpGs^20^, we calculated a methylation co-variation score between each one of the 1.2M CpGs and its closest neighbour (neighbour similarity score, see the “Methods” section). We found that, compared to CpGs classified as U and M, CpGs with potential for intermediate methylation (UI, I, MI) are less likely to have a similar methylation level to the closest CpG (Fig. 1D and Supplementary Fig. 3E). Together, these results show that intermediately methylated CpGs, which are generally unfaithfully propagated, are enriched in regions of low CpG density, and attain methylation independently of neighbouring CpGs.

Since DNA methylation is associated with transcriptional repression^21^, we performed total RNA-sequencing on the parental and clonal MEF lines to investigate whether there is a relationship between the fidelity of methylation and gene expression. 

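Total RNA-sequencing covered 16 lines, namely the 2 parental lines, MEF-1 and MEF-2, and 7 clonal lines grown from single cells of each. Each line has 1 library, so that the 7 clonal lines stand as the replicates of their parental line and a parental line on its own has none. The authors quantified the transcripts with Salmon against mm10 and deposited one “regularised log” (rlog) value per gene and line. An rlog value is the log2 of a count divided by the size factor of its library, with the deviation of each line from the average of the gene shrunken towards 0, most strongly for genes with few reads. The table holds 54453 genes without a missing value, and it gives no counts, so that the number of reads behind a value is unknown and the values were used as they are, without a further transformation. An order of depth can be read from the lowest genes. All 2855 genes with an average below −2.2 stood, in exactly 1 line, above a level that each line gives to these genes in common, and this level, which is lower in a library with a larger size factor, ran from −2.285 in MEF-1 clonal line 1 and −2.285 in MEF-2 clonal line 5 to −2.279 in the MEF-1 parental line. It did not differ between the clonal lines of MEF-1 (−2.28 ± 0.0016, SD, n = 7) and MEF-2 (−2.28 ± 0.0018, SD, n = 7; exact permutation test, two-sided, p = 0.888). The number of these genes above the level ran from 153 to 251 in the MEF-1 and from 82 to 190 in the MEF-2 clonal lines. That difference was not tested. Across genes, which are not independent replicates, Pearson's r had a median of 0.991 over the 21 pairs of MEF-1 clonal lines, 0.994 over the 21 pairs of MEF-2 clonal lines and 0.973 over the 49 pairs of a MEF-1 with a MEF-2 clonal line.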

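The genes of the table were taken as protein-coding by GENCODE mouse release 21 (Ensembl release 96) on mm10, which gave 21872 genes, and each was placed by the average of its rlog values over all lines. An average of 0 or lower was found for 6587 genes (30.1%), the group “none”, also called genes without expression, of which 2898 have reads in at least 1 line. The other bounds were the 40th, 60th and 80th percentiles of the average, at 3.75, 9.95 and 11.96. They gave 2162 genes (9.88%) in the 2nd group, 4374 in the 3rd, 4374 in the 4th and 4375 (20.0%) in the group “high”. When each line was held against the same bounds, between 6561 and 6638 genes (SD 24.3, n = 16 lines) fell in the group “none” and between 4239 and 4523 (SD 69.4) in the group “high”. The group “none” held 6561 to 6608 genes in the MEF-1 clonal lines and 6608 to 6638 in the MEF-2 clonal lines. The share of genes without expression moved most, to 29.6%, when only autosomal genes outside chromosomes 12, 18 and 19 were counted, and to 30.3% with the median across lines in place of the mean. The highest average, 21.21, belonged to Thbs1 (ENSMUSG00000040152, plus strand of chromosome 2 from 118111876 to 118127133), at 21.36 ± 0.15 (SD, n = 7) in the MEF-1 clonal lines, with line 7 apart from the others at 21.05, and 21.06 ± 0.17 (SD, n = 7) in the MEF-2 clonal lines. For each group, the gene closest to the median of the group can stand as its example. In the group “high” this was Anapc4 (chromosome 5, 52834012 to 52867797), at 13.07 ± 0.12 in the 7 MEF-1 and 12.91 ± 0.10 in the 7 MEF-2 clonal lines. In the 4th group it was Ints9 (chromosome 14, 64950045 to 65039832), at 10.91 ± 0.09 and 11.13 ± 0.09. Cdnf (chromosome 2, 3513030 to 3526376), in the 3rd group, was at 8.05 ± 0.51 and 7.75 ± 0.26. Rtl1 (chromosome 12, 109589193 to 109600330), in the 2nd group, was at 2.00 ± 0.56 and 1.61 ± 0.20, and shares its locus with microRNA genes on the other strand. Pbsn (chromosome X, 77837901 to 77853623), one of many genes tied at the median of the group “none”, was listed at 0 in every line.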

First, we classified all protein-coding genes (21,835) into five expression level groups ranging from “none” (~30% of genes) to “high” (~20% of genes) using the average normalised expression values from MEF-1 and MEF-2 RNA-seq datasets (Supplementary Fig. 20). We observed that intermediately methylated CpGs (UI, I, and MI) are more likely to be located within promoters and bodies of genes that are not expressed, or expressed at low levels, whereas U and M CpGs are more likely to be located within highly expressed genes (Fig. 1D and Supplementary Fig. 21, A and B). Moreover, we found that CpGs classified as intermediately methylated (UI, I, and MI) are more likely to be intergenic compared to U and M CpGs (Fig. 1D and Supplementary Fig. 21C). These results reveal a relationship between transcriptional activity and the stability of DNA methylation across the samples.

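The expression groups behind this comparison were made from the average of both sets of lines, and they can also be made from each set alone. With the bounds and averages taken from the 8 MEF-1 lines and, separately, from the 8 MEF-2 lines, 19824 protein-coding genes (90.6%, 95% Wilson interval 90.2% to 91.0%) had the same group in both sets. They include 3689 genes at exactly 0 in all lines, which are in the group “none” in both sets by construction. The interval treats genes as independent, which they are not, and does not measure the spread between lines or embryos. A further 2028 genes were 1 group apart, 20 were 2 groups apart, and no gene was listed as “none” in one set and “high” in the other. The rlog values of both sets are shrunken towards the same average of each gene. The sets are therefore not separate, and a part of the shares with the same group is built in. For the same reason, the last result cannot show that no gene lacks reads in one set and is high in the other. Ddx3y averaged 11.83 in the MEF-1 clonal lines. In the MEF-2 lines it followed the level of genes without reads, but stood at 5.58 to 5.68. No Y-linked gene was 2 or more groups apart. The share with the same group was 99.6% of the genes without expression in MEF-1, 86.7% in the 2nd group, 85.9% in the 3rd, 83.1% in the 4th and 91.4% in the group “high”. It was 90.3% when the parental lines were left out, and it moved most, to 91.1%, without chromosomes 12, 18, 19 and the sex chromosomes. In single lines, held against the bounds of the average over all lines, 16387 genes (74.9%) stayed in 1 group, 5306 covered 2 groups, 176 covered 3 and 3 covered 4. The 16387 also include the 3689 genes at exactly 0. CpG methylation was not analysed here. The paper sets the share of CpGs of each methylation group in promoters and gene bodies against these expression groups (Fig. 1D and Supplementary Fig. 21), finds intermediately methylated CpGs more often in genes with no or low expression and U and M CpGs more often in highly expressed genes, and concludes from this that transcriptional activity and the stability of DNA methylation are related.

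**Figure D1:**
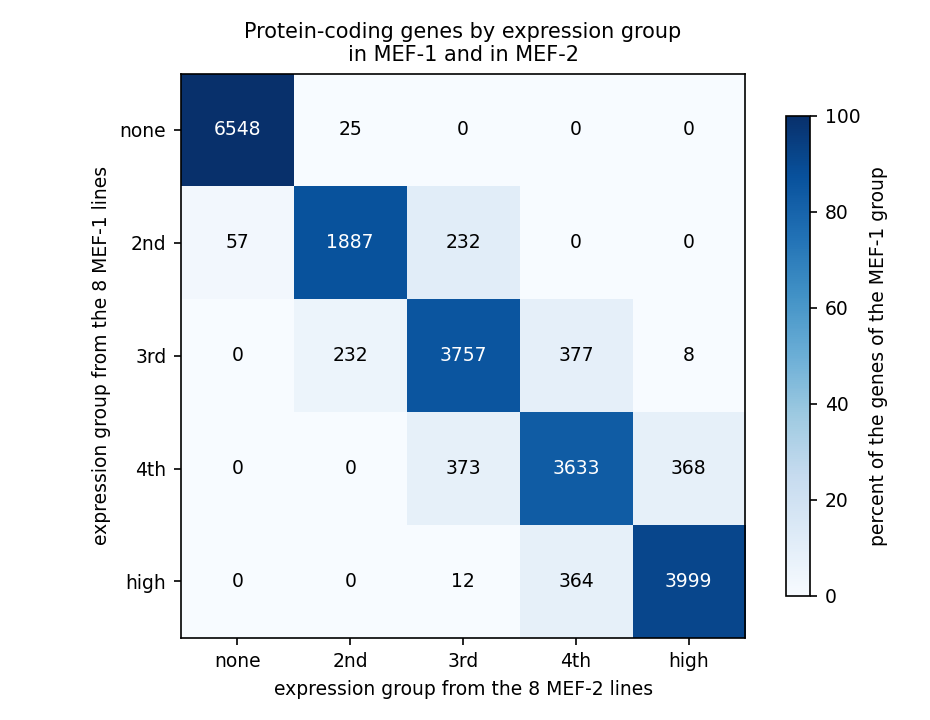
Number of protein-coding genes in each expression group when the classification is made from the 8 MEF-1 lines (vertical axis) and from the 8 MEF-2 lines (horizontal axis), with the shade giving the percent of the genes of the MEF-1 group. Genes with the same group in both sets lie on the diagonal, from 6548 genes in the group “none” to 3999 in the group “high”, and 8 genes of the 3rd MEF-1 group and 12 of the group “high” lie 2 groups away from it. The 6548 genes include 3689 at exactly 0 in all lines. Values of both sets are shrunken towards the same average of each gene, which raises the numbers on the diagonal.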

Methylation levels differ between promoters, which are typically hypomethylated, and gene bodies, which are frequently hypermethylated^22^. Consistent with this, at highly expressed genes, we found that DNA is hypomethylated at the promoter and first exon, and hypermethylated at the rest of the exons and introns (Fig. 3A, Supplementary Fig. 22A, and Supplementary Table 4). The methylation dynamics of highly expressed genes are matched with a high fidelity score throughout the entire gene (Fig. 3B and Supplementary Fig. 22B). This pattern is in sharp contrast to what is observed in genes with no or low expression. In this case, the entire genic region, including promoters and gene bodies alike, is enriched for intermediately methylated CpGs with low methylation fidelity. This suggests that either transcriptional activity defines the patterns of faithful hypo- and hypermethylation throughout a gene, or that a faithful methylation state contributes to expression. Furthermore, it indicates that the absence of transcription may be permissive for the presence of unfaithful intermediate methylation levels.

**Fig. 3:**
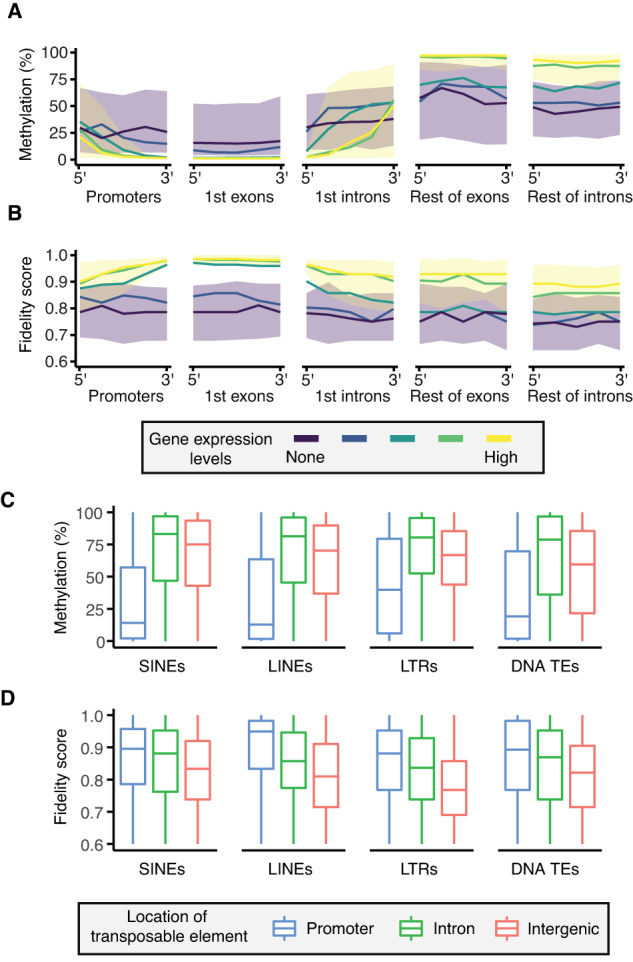
Unfaithful intermediate methylation associates with the lack of transcription. **A** Methylation levels and **B** fidelity score characterised along the following regions of protein-coding genes: promoters, 1st exons, 1st introns, the rest of exons, and the rest of introns. Each region is split into five tiles at which median (lines) or interquartile range (ribbons) of methylation or fidelity score is shown. Only regions covered by at least three CpGs are considered; single-exon genes are excluded. Gene expression levels are represented by colours ranging from purple (no expression) to yellow (high expression). Interquartile range ribbons for both methylation and fidelity score are only shown for the genes that are not expressed (light purple) or highly expressed (light yellow). **C** Boxplots showing methylation and **D** fidelity score of transposable elements (SINEs [*n* = 2145], LINEs [*n* = 597], LTRs [*n* = 2816], and DNA transposons [*n* = 338]) that exist in promoter (blue; # of SINEs =  316, # of LINEs = 58, # of LTRs = 105, # of DNA TEs = 35), intronic (green; # of SINEs = 926, # of LINEs = 246, # of LTRs = 611, # of DNA TEs = 128), or intergenic regions (orange; # of SINEs = 903, # of LINEs = 293, # of LTRs = 2100, # of DNA TEs = 175) of the genome. Methylation levels and fidelity score are calculated as the mean across CpGs in each TE. For **C** and **D**, the box of the boxplot shows the 25th, 50th, and 75th percentiles; the whiskers extend to 1.5*IQR beyond the edges of the box (where IQR = 75th−25th percentile), with outliers shown as dots.

Transposable elements (TEs) are potentially mobile genetic units that can be transcriptionally repressed by DNA methylation^23,24^. However, we found that many CpGs within TEs are intermediately methylated (Fig. 3C). Therefore, we asked whether intermediate methylation associates with either the age and/or has a particular distribution within TE sequences. For example, recently integrated TEs are more likely to retain transcriptional potential and therefore may be preferentially targeted by DNA methylation^24^. We assessed the relationship between methylation status of a CpG and the evolutionary age of the TE it overlaps (where age is measured as the percent divergence of the individual element from the TE consensus sequence) (Supplementary Fig. 23). Globally, TE sequence divergence does not correlate with DNA methylation level nor fidelity (Supplementary Fig. 23B and C). Intermediate methylation of CpGs within TEs is thus unlikely to be related to the age of the element. Moreover, we could not find an association between intermediate methylation levels and the position of a CpG within a TE. Using SINEs as a tractable model, we observed that methylation levels are similar irrespective of the CpG position along the element (Supplementary Fig. 23D), even though like genes, SINEs are structured and have their own promoter regions^25^. Taken together, these results indicate that intermediate CpG methylation within TEs is not dependent on TE sequence divergence and is equally distributed along TE sequences, at least in SINEs.

Besides being frequently found in intergenic regions, TEs can also exist in genic regions such as promoters and introns (Supplementary Fig. 24), but rarely in exons^26,27^. Given that promoters and gene bodies generally have distinct patterns of methylation, we tested whether intermediate methylation levels at TEs can be determined by the genomic features of the TE insertion site. We observed that TEs in promoters are generally hypomethylated and TEs in introns tend to be hypermethylated (Fig. 3C). TEs in intergenic regions tend to be less methylated than those in introns, but higher than those in promoters. Indeed, intermediate methylation of CpGs within TEs is more likely to occur within intergenic regions, which is consistent with our observation that CpGs in intergenic TEs have lower fidelity scores compared to those in promoters and introns (Fig. 3D). Therefore, the lack of transcriptional activity at the insertion locus is strongly associated with intermediate methylation within TEs, and in turn its fidelity.

### Intermediate methylation states are probabilistically heritable

The fidelity score allowed us to determine that intermediate methylation states are unfaithfully propagated through clonal expansion. However, this metric does not include the parental line methylation state, and therefore cannot be used to determine how states may be transmitted between the parental and clonal cell lines. Conceptually, we propose two ways by which DNA methylation at a given CpG is transmitted through cellular divisions: faithful and stochastic (Fig. 4A). A faithful process would result in the clonal lines being enriched for 0%, 50%, and 100% methylation states in proportions that recapitulate the parental methylation state. Whereas a stochastic process would result in the clonal lines being enriched for a distribution centred around the parental average methylation level. With low (0–10%) or high (90–100%) parental methylation states, the clonal lines tend to recapitulate the parental methylation level, better fitting a faithful process (Fig. 4B and Supplementary Fig. 25A). However, for the “low intermediate” (10–40%), “intermediate” (40–60%), and “high intermediate” (60–90%) parental methylation states, the clonal lines display modal and skewed distributions that are not reflective of strictly faithful methylation inheritance.

**Fig. 4:**
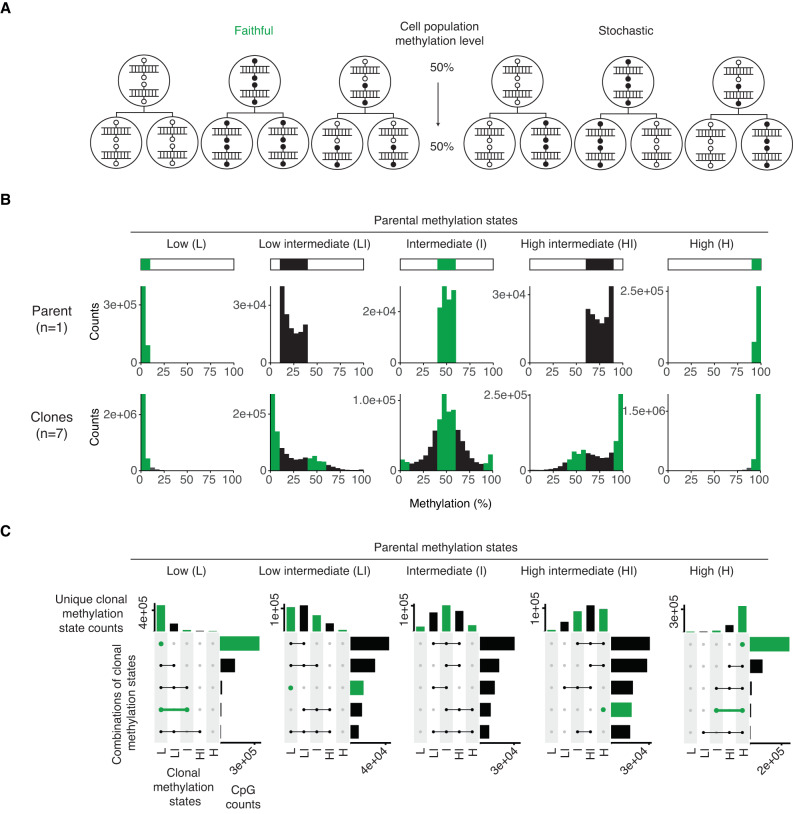
Intermediately methylated CpGs are prone to probabilistic inheritance through clonal expansion. **A** Two ways by which DNA methylation at a given CpG site can be transmitted through clonal expansion: faithful and stochastic. Each large circle represents a cell—the top row represents the parental cells, and the bottom row represents the daughter cells that arise from cell division. Symmetric methylation at a single CpG site is illustrated as a small filled-in circle on either one or both alleles, whereas the absence of methylation is illustrated as a small empty circle. **B** Clonal line methylation distributions from different parental line methylation states for the MEF-1 cell lines. **C** UpSet plots of clonal line methylation states per CpG from different parental line methylation states for the MEF-1 cell lines. In each panel, the top bar plots show the number of unique clonal methylation states represented per CpG. The horizontal bar plots show the CpG counts that exhibit a certain combination of clonal methylation states. Only the five most representative clonal methylation state combinations are shown. Green bars represent cases of potential faithful methylation inheritance because this kind of methylation inheritance will only result in 0%, 50%, or 100% methylation states in the clonal lines. Similarly, green dots and lines in the UpSet plots represent cases and combinations of potential faithful methylation inheritance. Methylation states are defined quantitatively as the following: Low = 0–10%, Low intermediate = 10–40%, Intermediate = 40–60%, High intermediate = 60–90%, High = 90–100% methylation.

To better visualise these clonal methylation dynamics, we used UpSet plots of the clonal methylation data split by the parental methylation state (Fig. 4C and Supplementary Fig. 25B). With respect to an initial parental methylation state, the top bar plots depict the frequency of distinct states observed amongst the clonal lines for a given CpG. For any given parental state, the most frequently observed state per clonal line CpG is the same as the parental one. The side plots reveal the most common combinations of states observed amongst the derived lines. Unsurprisingly, low (0–10%) and high (90–100%) parental methylation states result most commonly in the same low or high methylation states in the clonal lines, respectively. However, any intermediate parental methylation state (10–40%, 40–60%, 60–90%) most commonly results in a combination of two or three states in the clonal lines, which includes the original state. Hence the heritability of an intermediate state is neither purely faithful nor stochastic. Rather, this suggests a probabilistic inheritance of intermediate methylation states, which allows for some, but not perfect, heritability of the cell population methylation level between the parental and clonal lines.

To determine what epigenomic features could be associated with the differential inheritance of methylation states, we calculated fold enrichment for various histone tail modifications that overlap with clonal or probabilistically methylated CpGs (Supplementary Fig. 26A, B and Supplementary Table 5; see the “Methods” section). We find that histone tail modifications that are generally associated with transcriptional repression (H3K27me3 and H3K9me3^28,29^) are enriched at the probabilistic intermediately methylated CpGs (Supplementary Fig. 26C). Faithfully methylated CpGs are enriched for histone tail modifications that are associated with transcriptional activation at both hypomethylated promoters (H3K27ac, H3K9ac, H3K4me3^30–32^) and hypermethylated gene bodies (H3K36me3^33^). These findings are in line with our finding noted above that unfaithful methylation is associated with intergenic regions and unexpressed genes (Fig. 3).

### De novo methyltransferases Dnmt3a/3b are not required for perpetuating intermediate methylation states

The existence of probabilistic unfaithful methylation inheritance suggests that there is continuous loss and gain of methylation at intermediately methylated CpG sites. To test whether DNMT3A/3B is mechanistically responsible for the probabilistic acquisition of methylation, we generated four MEF lines from *Dnmt3a*^*flox/flox*^*3b*^*flox/flox*^ mice and used recombinant TAT-CRE protein to induce the double knockout (DKO) in vitro (Fig. 5A and Supplementary Fig. 27). We performed tcBS-seq with the DKO and control lines, which allowed us to determine the methylation level for ~2M CpGs (9% of CpGs in the mouse genome). As shown previously^34^, we found that methylation levels are globally unchanged between the control and *Dnmt3a/3b* deficient MEFs (Fig. 5B). To determine whether methylation levels vary at individual CpG sites, we calculated the difference in methylation between the DKO and controls (Fig. 5C and D). There was no consistent depletion amongst the different methylation states (U, I, and M). Indeed, between the DKO and control cell lines, fewer than 3000 CpGs (~0.14%) show significantly different levels of methylation (*q* < 0.01; Fisher’s exact test), with about half increasing and the other half decreasing in methylation level. Additionally, an ANOVA analysis revealed that the independent control cell lines (A–D) contribute substantially more to the variance in methylation (*F* = 60.7, *p* < 2e−16) than the knockout condition (*F* = 1.6, *p* = 0.20). These results show that the deposition of neither probabilistic nor faithful methylation is dependent on DNMT3A/3B in somatic cells, and instead suggest that DNMT1 is the sole methyltransferase involved in both processes.

**Fig. 5:**
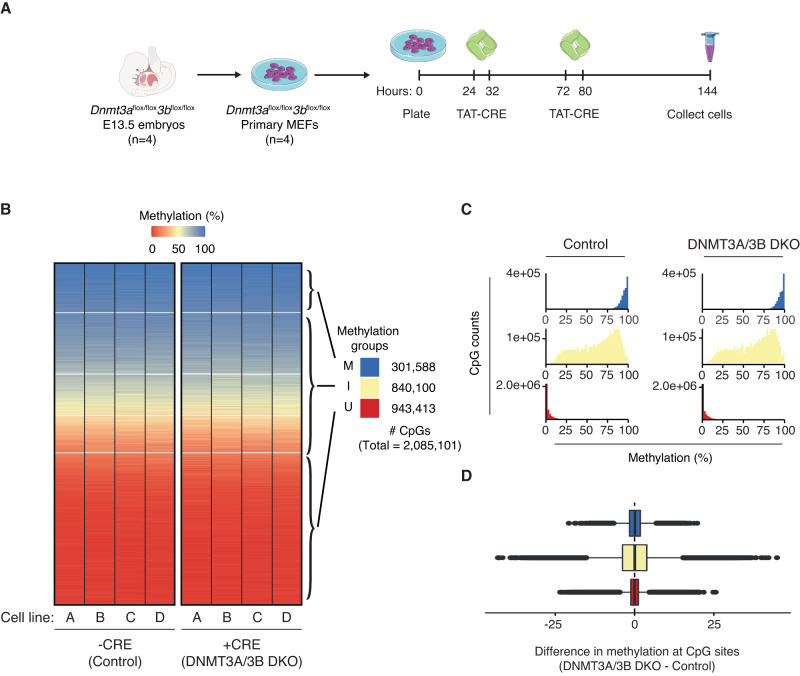
Intermediate methylation does not arise due to *DNMT3a/3b* de novo activity. **A** Primary MEFs were established from *Dnmt3a*^*flox/flox*^*3b*^*flox/flox*^ E13.5 embryos (*n* = 4). The cells were then plated and 24 h later, treated with recombinant TAT-CRE protein for 8 h. 48 h after the initial treatment, the cells were treated with TAT-CRE again for 8 h. 72 h after the second TAT-CRE treatment, the cells were collected for DNA/RNA extraction. We generated tcBS-seq libraries for four individual control MEF lines and four matched TAT-CRE treated MEF lines. **B** Heatmaps of 2,085,101 CpGs sorted by median methylation (%) within *k*-means clusters (*k* = 5) for untreated (control) and TAT-CRE treated (DNMT3A/3B) primary MEF cell lines A–D. Methylation groups are classified using the *k*-means clusters as shown. U (red) = consistently unmethylated across all the cell lines. I (off-white) = potential to be intermediately methylated. M (blue) = consistently methylated across all the cell lines. **C** Methylation percentage distributions of the methylation groups for both the control and DNMT3A/3B DKO cell lines. **D** Boxplot showing the difference in methylation at CpG sites between DNMT3A/3B DKO and control cell lines. Differences per CpG were calculated as the difference in average methylation across the four DNMT3A/3B DKO cell lines and the four control cell lines at a given CpG site. U (red; *n* = 943,413); I (off-white; *n* = 840,100); M (blue; *n* = 301,588). For **D**, the box of the boxplot shows the 25th, 50th, and 75th percentiles; the whiskers extend to 1.5*IQR beyond the edges of the box (where IQR = 75th−25th percentile), with outliers shown as dots.

## Discussion

Based on the premise of its faithful clonal inheritance between cell divisions and its potential to influence transcription, DNA methylation is frequently used as a biomarker for epigenetic ageing and in clinical and epidemiological studies^35–39^. Our results show that intermediately methylated CpGs are unfaithfully and probabilistically propagated during clonal expansion with implications for the use of methylation as a biomarker. We find that these intermediately methylated loci are generally associated with a lack of gene expression, meaning that any functional interpretations are also likely to be unreliable. Due to the observed relationship between gene expression and methylation fidelity, it is important to consider that intermediate methylation states may vary between cell types in accordance with transcriptome-wide fluctuations.

For the purposes of evaluating methylation fidelity, we established a framework that only considers symmetric methylation states because hemimethylation is simply unfaithful according to the semi-conservative model of methylation inheritance. However, we expect that some, if not many, of the intermediately methylated CpGs reflect a heterogenous mixture of both symmetrically methylated and hemimethylated sites. Both mass spectrometry and sequencing-based approaches revealed that post-replicative methylation deposition is not immediate, yielding a hemimethylated landscape, with early-replicating regions of the genome regaining methylation more quickly compared with late-replicating ones^40–42^. Because our experimental design primarily probes early-replicating regions of the genome, it is unlikely that the unfaithful methylation inheritance we observed is due to differences in post-replicative deposition dynamics.

The probabilistic, rather than stochastic, nature of methylation changes at intermediate sites implies that, despite the unfaithfulness, there is a weighted directionality of methylation inheritance during clonal expansion that is reliant on an element of chance. For example, if a CpG is 70% methylated in the parental population of cells, it is more likely to gain and retain methylation during clonal expansion, while a CpG that is 30% methylated has a higher likelihood of losing methylation. We suggest that the probabilistic gain in methylation is likely due to the de novo function of DNMT1^43–46^, while the mechanism for the loss is still unclear. Additionally, differential occupancy of transcription factors could influence the dynamics of methylation deposition at intermediately methylated regions, giving rise to probabilistic methylation states^7^. Although we could not assign functional features to the intermediately methylated sites we identify, such functionality cannot be ruled out. Our findings challenge the long-standing assumption in the epigenetics field that DNA methylation is a mitotically inherited modification in somatic lineages by revealing that at intermediately methylated sites, methylation levels are probabilistically, not clonally, maintained within a cell population.

## Methods

### Mouse lines

Mouse work was conducted under project licences from the UK government Home Office (project license numbers: PC9886123, PC213320E, and PP8193772). Mice were housed in a temperature and humidity-controlled room under 12 h light/12 h dark cycles and fed a standard chow diet ad libitum. Post-implantation embryos (E13.5 for mouse embryonic fibroblasts) and blastocysts (E3.5 for mouse embryonic stem cells) were collected by natural mating, and the plugged date of conception was considered E0.5. *Dnmt3a*^*flox/flox*^*3b*^*flox/flox*^ mice^47^ were obtained from RIKEN BioResource Research Center (BRC) and maintained on a C57BL/6 mouse background.

### Cell line generation and culture

Mouse embryonic fibroblasts (MEFs) were established from E13.5 C57BL/6J mouse embryos^48^. MEFs were grown at 37  °C and 5% CO_2_ in high glucose DMEM GlutaMAX™ (ThermoFisher, cat no. 31966021) supplemented with 10% FBS (Gibco, 11550356) and 1% penicillin/streptomycin solution and passaged with trypsin/EDTA. MEFs were immortalised by serial passaging the cells through the crisis phase^49^. Isolation of single immortalised MEF cells was performed by flow cytometry (MoFlo Astrios Cell Sorter) to 96-well plates. The isolated single cells were grown into clonal cell lines by successive passaging from 96-well, 48-well, 24-well, 12-well, and 6-well plates to 10 cm dishes where they were grown to 75% confluency to yield 1–2 million cells per clonal line for DNA/RNA extraction. The parental lines, from which the clonal lines were derived, were also grown to 75% confluency on 10 cm dishes to yield 1–2 million cells for DNA/RNA extraction.

### DNA/RNA extraction

DNA/RNA extraction was performed with the Qiagen AllPrep DNA/RNA Mini Kit (cat no. 80204).

### Target capture bisulfite sequencing (tcBS-seq)

Libraries were generated using the SureSelectXT Methyl-seq Library Preparation Kit with the following specifications. 1 µg of DNA was sonicated to an average size of 200 bp with the Covaris E220 (duty factor = 30%, PIP = 100, cycles per burst = 1000, treatment time = 95, bath temperature = 7 °C, with intensifier fitted) using 50 µl microTUBEs (cat no. 520166) and 24-place rack (cat no. 500308). Following end repair, dA tailing, and adaptor ligation, libraries were hybridised to single-stranded RNA probes homologous to 297,000 regions in the mouse genome (SureSelectXT Methyl-Seq Capture Probes, cat no. 931052). After purification, the libraries were bisulfite converted using Zymo Research’s Methylation-Gold Kit (cat no. D5005) and PCR amplified for 8 cycles. The PCR-amplified bisulfite-treated libraries were then purified, indexed by PCR amplification (6 cycles), and purified again. All purification steps took place using Ampure XP beads (Beckman Coulter, cat no. A63881). The final libraries were then quality-checked and quantified for multiplexing using the Bioanalyzer High-Sensitivity DNA kit (Agilent, 5067-4626) and Qubit dsDNA HS Assay kit (Thermo Scientific, Q32854). The multiplexed libraries were sequenced as 150 bp paired-end reads on the Illumina Novaseq 6000 SP. The resulting tcBS-sequencing data was trimmed by Trim Galore (v0.6.0) and aligned to mm10 using Bismark^50^. Reads with map quality score <10 were excluded and were further filtered by M-bias filtering^51^: for MEF-1 and MEF-2 data, we excluded the first two bp on both paired reads and the last bp on Read 2; for MEF DNMT3A/3B DKO and control data, we excluded the first two bp on Read 1and the first four and last two bp on Read 2. Methylation data was extracted using bismark_methylation_extractor^50^ and analysed in R (v3.6.1).

### Filtering and thresholding tcBS-seq methylation data

The SureSelectXT tcBS-seq system uses RNA probes homologous to 300,000 genomic regions, which represent 109 Mbases of the 2.7 Gbase mouse genome, and about three million CpGs of the total 20 million CpGs. We use read coverage across the individual sequencing libraries to look for enrichment of reads on individual chromosomes to determine coverage-based karyotypes for our immortalised MEF cell lines and find that chromosomes 12, 18, and 19 exhibits aneuploidy in at least one of the cell lines (Supplementary Fig. 1A and B). Mean or median coverage for both the MEF-1 and MEF-2 cell lines was determined for a single CpG, then normalised by the sum of mean or median coverages and plotted as the negative log2 to more easily visual the read coverage across chromosomes—i.e. lower values, therefore, represent higher coverage, and vice-versa.

For subsequent analyses, we remove the CpGs on the aneuploid chromosomes, as well as those on the X chromosome due to the sex difference between the two parental MEF lines (Supplementary Fig. 1C). We used the following primers to amplify the SRY gene on the Y chromosome:

SRY_F: GCAGGCTGTAAAATGCCACT

SRY_R: TTCCAGGAGGCACAGAGATT

After thresholding for CpGs with ≥10x coverage in all 16 sequencing libraries, for subsequent analyses, we retain 1.2 million CpGs (or ~5% of CpGs in the mouse genome) with a median coverage of 32 reads per CpG per dataset (Supplementary Fig. 1D).

To assess whether the tcBS-seq CpGs are representative of CpGs genome-wide, we examine the distribution of CpGs amongst genomic annotations and compare the methylation data to similar whole-genome bisulfite methylation datasets. First, we calculate the proportion of various genomic annotations covered by at least one tcBS-seq CpG. We find that these CpGs are found within 27.3% of promoters, 13.8% of exons, and 22.9% of introns in the genome, whereas they only overlap with ~1–2% of transposable elements (TEs) (Supplementary Table 2). This informs us that tcBS-seq enriches for genic regions and is depleted for TEs.

Next, we compare the methylation profiles of all MEF-1 (*n* = 8) and MEF-2 (*n* = 8) tcBS-seq datasets to other relevant methylation data (Supplementary Table 3). To do this, we utilised publicly available WGBS datasets from both in vitro (primary and immortalised MEFs)^52,53^ and in vivo contexts (E13.5 and E14.5 embryonic limb bud3)^54^. When filtered for the same CpGs covered in our dataset, we observe that all the datasets have similar methylation distributions with enrichment for hypo- and hypermethylation, and depletion of intermediate states (Supplementary Fig. 2A). We observe that the MEF-1, MEF-2, and publicly available primary MEF datasets, are globally reduced in methylation compared to immortalised MEFs and E13.5/E14.5 embryonic limb bud (Supplementary Fig. 2B). However, when considering the entire genome, the tcBS-seq MEF-1, and MEF-2 datasets are depleted in global methylation levels compared to the WGBS datasets. This suggests that MEF-1 and MEF-2 methylation profiles are more like those of primary MEFs as opposed to immortalised MEFs, and more importantly, that tcBS-seq enriches for hypomethylated regions of the genome.

Different kinds of regions in the genome exhibit distinctive methylation patterns. For example, genomic imprints are allelically methylated and exhibit 50% methylation levels, while TEs are hypermethylated compared to the background methylation level of the genome. Additionally, gene promoters are generally hypomethylated, whereas exons and introns tend to be hypermethylated. We compare methylation profiles of the relevant public datasets at imprints, gene bodies, and SINEs (a major family of TEs), to validate that, despite being depleted for methylated regions, the MEF-1 and MEF-2 datasets show the expected distinctive methylation distributions. We filter publicly available methylation datasets for the tcBS-seq-covered CpGs and find that all the datasets have similar distributions of methylation at imprints, across gene bodies, and at SINEs (Supplementary Fig. 2C–E). This suggests that despite the underrepresentation of TEs and methylated regions in the tcBS-seq, there is enough methylation data that is representative and typical of the somatic mouse methylome to address questions regarding methylation inheritance through clonal expansion.

### Characterising the clonal methylation data

Here we explain the calculations for the data visualised by the heatmaps of Fig. 1D–F. CpG density was calculated as the number of CpGs within 100 bp of the focal CpG, with an upper limit of 30 CpGs. Fidelity score was calculated as the number of clonal lines that exhibit [0–10]%, [40–60]%, or [90–100]% methylation, divided by 14 (the total number of clonal lines). Neighbour similarity score was calculated as the number of clonal lines in which the closest CpG to a focal CpG is within 10% methylation, divided by 14 (the total number of clonal lines).

### Classifying CpGs by methylation

Throughout this manuscript we classify CpGs in five different ways for subsequent analyses: (1) As *k*-mean clusters, (2) combined *k*-means methylation groups, (3) methylation state bins, (4) probabilistic and faithful, and (5) combined *k*-means methylation groups for the conditional DNMT3A/3B knockout experiment.

1. Figure 1C shows the 7 *k*-means clusters of methylation data arranged by median methylation.
2. Supplementary Fig. 3A and B show how we combine the *k*-means clusters to unmethylated (U), unmethylated and intermediately methylated (UI), intermediately methylated (I), methylated and intermediately (MI), and methylated (M).
3. For Fig. 4B, C and Supplementary Fig. 25A and B, we characterise CpG methylation states as low [0, 10), low intermediate [10, 40), intermediate [40, 60), high intermediate [60, 90), and high (90, 100].
4. For Supplementary Fig. 26, we define CpGs as probabilistic if a clonal line exhibits (10–40]% or (60–90]% methylation amongst both the MEF-1 and MEF-2 clonal lines. CpGs are defined as faithful if all clonal lines exhibit [0–10]%, (40–60]%, or (90–100]% methylation.
5. Fig. 5B and C show how we combine the *k*-means clusters to unmethylated (U), intermediately methylated (I), and methylated (M).

### Identifying unfaithful and faithful regions of the genome

Unfaithful regions (≥5 bp) were identified with an average fidelity score < 0.75 across at least 3 CpGs. Faithful regions (≥5 bp) were identified with an average fidelity score = 1 across at least 3 CpGs. methylation. Methylation calls from the original top and original bottom strands were combined from the Bismark methylation extractor v0.20.0 output files. Only reads with MAPQ of at least 10 were considered. CpG sites having fewer than 10 methylation calls across the samples in each cell line were excluded, and reads having fewer than 3 covered CpGs were excluded. Reads were then ordered by average methylation of covered CpG sites.

### Analysing methylation at transposable elements

To estimate the proportion of TEs for which methylation data is available (Supplementary Table 2), CpG coordinates were compared with the RepeatMasker v4.1.1 annotation for mm10 (obtained from the UCSC genome browser). Data on transposon sequence divergence from consensus was taken directly from RepeatMasker output and plotted for each transposon class (i.e., DNA transposons, LTR retrotransposons, LINEs, and SINEs). Consensus alignment positions (1–200 from 5’-ends) for genomic copies of SINEs were similarly extracted from the mm10 RepeatMasker output.

### Total RNA sequencing

Libraries were generated using the NEBNext® rRNA Depletion Kit (NEB, cat no. E6310) and Ultra™ II Directional RNA Library Prep Kit for Illumina® (NEB, cat no. E7760) with the following specifications. RNA Integrity Number (RIN) was determined using the Agilent RNA 6000 Pico Kit (cat no. 5067-1513) on the Agilent 2100 Bioanalyzer and its associated software. 1 μg of RNA was hybridised to probes for rRNA depletion, treated with RNase H and DNase I, and purified before being fragmented at 94 °C with incubation times ranging from 8 to 15 min depending on the RIN. The fragmented RNA was then reverse-transcribed to cDNA in two steps and purified. Following end repair and adaptor ligation, the cDNA libraries were purified, PCR enriched for 9 cycles and purified again. All purification steps took place using Ampure XP beads (Beckman Coulter, cat no. A63881). The final libraries were quality checked and quantified for multiplexing using the Bioanalyzer High-Sensitivity DNA kit (Agilent, 5067-4626), Qubit dsDNA HS Assay kit (Thermo Scientific, Q32854), and the KAPA Library Quantification Kit optimised for Roche® LightCycler 480 (Roche, 07960298001). The multiplexed libraries were sequenced as 150 bp paired-end reads on the Illumina Novaseq 6000 S1. The resulting RNA-sequencing data was trimmed by Trim Galore (v0.6.0), aligned (mm10) and quantified using Salmon (v1.5.2)^55^ using the mm10 reference annotation (Ensembl release 102, November 2020). The transcript quantification was processed using the R/Bioconductor package DESeq2 (v1.24.0)^56^, to obtain normalised counts using the “regularised log” (rlog) transformation.

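Since the transformation pulls each line towards the average of the gene, an rlog value of a single line is not an absolute level. The Y-linked genes show its extent. In the MEF-2 lines, Ddx3y ran from 5.58 to 5.68, Kdm5d from 4.71 to 4.85, Eif2s3y from 4.54 to 4.69 and Uty from 4.48 to 4.63. Over these 8 lines, each of the 4 genes followed the level that the line gives to genes without reads, with Pearson's r of at least 0.999 (exact permutation test, p = 2.48e-05, the smallest that 8 lines allow, adjusted p = 3.72e-05 over 6 relations) and Spearman's rho of 1 (exact permutation test, p = 4.96e-05). With the 2 lines farthest from the median level left out, r stayed at or above 0.9996. The same genes averaged 11.83 ± 0.66, 10.57 ± 0.71, 10.24 ± 0.76 and 10.16 ± 0.63 (SD, n = 7) in the MEF-1 clonal lines, and limma gave differences between MEF-2 and MEF-1 clonal lines of −6.21, −5.80, −5.63 and −5.61 on the log2 scale (standard errors 0.23, 0.25, 0.27 and 0.23, highest adjusted p = 5.76e-10), each from shrunken values. MEF-1 clonal line 5 was the lowest of the 7 for each of these genes, at 10.46 for Ddx3y. No value of exactly 0 occurred in some lines only, since the 23600 genes at 0 were at 0 in all of them.

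**Figure D2:**
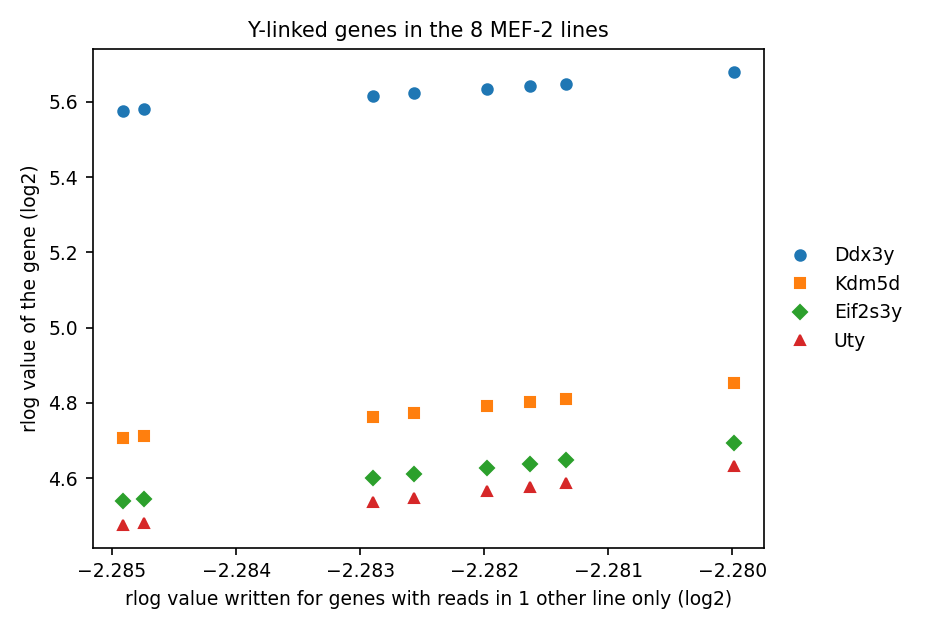
The rlog value (log2) of 4 Y-linked genes in each of the 8 MEF-2 lines (vertical axis) against the rlog value that the same line gives to genes with reads in 1 other line only (horizontal axis), 1 point per gene and line. The points of each gene rise with this level in every step, from 5.58 to 5.68 for Ddx3y.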

### Characterising transcriptomic data

For transcriptomic analyses, only genes annotated as protein-coding by Ensembl (release 102) were considered, and single-exon genes were excluded, for a total of 20,273 genes. 

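By the annotation used here, 20614 of the protein-coding genes in the table had at least 1 transcript with more than 1 exon, and 1258 had transcripts with 1 exon only. With the bounds of all protein-coding genes, 5817 of the multi-exon genes (28.2%) and 770 of the single-exon genes (61.2%) were without expression. In the group “high” there were 4312 multi-exon genes (20.9%) and 63 single-exon genes (5.01%).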

To get a single transcript per gene, canonical transcripts were first defined as the most highly expressed transcript from a gene on average across all the MEF parental and clonal total RNA-seq datasets; for genes lacking transcript expression in those datasets, the mm10 “known canonical” transcripts as defined by the UCSC genome browser were used. From these single transcripts, the “first exon” for each gene was determined; the promoter region was defined as 1000 bp prior to this first exon. The annotations were classified into the following genic regions: promoters, 1st exons, 1st introns, 2nd exons, 2nd introns, 3rd exons, 3rd introns, rest of exons, rest of introns, last introns, last exons (Supplementary Table 4). Only genic regions covered by at least three CpGs in the methylation data and >6 bp in length were considered. Next, each genic region was divided into five tiles. Transcription quintiles were derived from the normalised expression values for each annotated protein-coding gene averaged across all the MEF clonal and parental total RNA-seq datasets and assigned to the corresponding tiled regions of the genes (Fig. 3A, B and Supplementary Figs. 20–22). 

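The expression groups differed in how far single lines spread around the average. The median of the average rlog value was 1.78 in the 2nd group (25th to 75th percentile 0.87 to 2.81), 7.81 in the 3rd (5.71 to 9.14), 11.02 in the 4th (10.52 to 11.50) and 12.99 in the group “high” (12.42 to 13.83). The SD between the 7 MEF-1 clonal lines had a median over genes of 0.30 in the 2nd group, 0.32 in the 3rd, 0.16 in the 4th and 0.14 in the group “high”. Between the 7 MEF-2 clonal lines it was 0.23, 0.28, 0.13 and 0.11. In every single line, 96.1% of the genes without expression kept that group, compared with 67.4% in the 2nd group, 62.6% in the 3rd, 56.2% in the 4th and 77.8% in the group “high”. The genes without expression include 3689 at exactly 0 in all lines, which keep their group by construction. A value above 0 in at least 1 line was found for 256 genes of the group “none”, and a value of 0 or lower in at least 1 line for 115 genes of the other groups. The 256 are not all the genes of the group “none” with reads. Its 2898 genes with an average below 0 (44.0% of the group) have reads in at least 1 line. Only those at exactly 0 lack reads in all lines. The shrinkage of genes with few reads lowers the SD of the 2nd and 3rd groups, so that these SDs are not those of the counts.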

CpGs were overlapped with protein-coding transcripts and their promoters (1000 bp prior to the TSS of each of the transcripts) and assigned a corresponding transcription quintile (Fig. 1D and Supplementary Fig. 21B). CpGs that did not overlap with a protein-coding transcript or a promoter, were classified as intergenic (Fig. 1D and Supplementary Fig. 21C).

### In vitro knockout of *Dnmt3a/3b*

Primary MEFs were established from *Dnmt3a*^flox/flox^*3b*^flox/flox^ E13.5 embryos^48^ and grown at 37 °C and 5% CO_2_ in high glucose DMEM GlutaMAX™ (ThermoFisher, cat no. 31966021) supplemented with 10% FBS (Gibco, 11550356) and 1% penicillin/streptomycin solution and passaged with trypsin/EDTA. To induce the knockout of DNMT3A/3B, 1 × 10^6^ cells were plated and the next day washed with PBS and the media was replaced with 5 ml of DMEM:PBS (1:1) with 50 µl TAT-CRE recombinase (2–3 µg/µl) and incubated at 37 °C for 8 h. Following the TAT-CRE recombinase treatment, cells were washed three times with PBS and the original growth media was replaced. The TAT-CRE recombinase treatment was carried out again 48 h following the start of the initial treatment. Cells were collected for protein and DNA/RNA extraction 72 h after the second TAT-CRE recombinase treatment. Knockout of the genes was confirmed by running PCR reactions using Q5® High-Fidelity DNA Polymerase (NEB, cat no. M0491) and the following primers on a 2.5% agarose gel:

Dnmt3a_Ex17_F: AGATCATGTACGTCGGGGAC

Dnmt3a_intron19_R: AGACAAGACAGGGACGAAGC

Dnmt3b_Ex16_F: ATGCTTCTGTGTGGAGTGTCTGG

Dnmt3b_intron20_R: AGGGGTCACAAAACACAGGT

### Western blotting

Flash frozen control and knockout MEFs were thawed on ice and lysed with RIPA buffer (Sigma-Aldrich, cat no. R0278), supplemented with EDTA-free cOmplete™ Protease Inhibitor Cocktail (Roche), for 20 min on ice and centrifuged 14,000×*g* for 10 min at 4 °C. Supernatant was collected and protein concentrations were determined using Bradford Reagent (Sigma-Aldrich, cat no. B6916). Protein samples were boiled with 4x Laemmli sample buffer (Bio-Rad, cat no. 1610747), with 10% b-mercaptoethanol, at 95 °C for 5 min. Protein ladder (Thermo Fisher Scientific, cat no. 26619) and equal amounts of protein sample were then loaded onto a 4–20% gradient SDS–PAGE gel (Bio-Rad, cat no. 4561095) and run at 120 V before being transferred to a PVDF membrane (Bio-Rad, cat no. 1704156). The membrane was then blocked with 5% skim milk and incubated with the following primary antibodies for 1 h at room temperature: anti-DNMT3a (1:1000, ab188470) and anti-b-actin (1:1000, ab8227). After three 10 min washes with 1xTBST buffer at room temperature, the membrane was incubated with a secondary antibody, goat anti-rabbit IgG-HRP (1:3000, Agilent, cat no. P044801-2), for 1 h at room temperature. The membrane was again washed three times for 10 min at room temperature with 1xTBST buffer; the signal was detected using Amersham ECL (GE Healthcare, cat no. RPN2232) and imaged on an LI-COR Odyssey® Fc Imaging System.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE234695 (parental/clonal tcBS-seq and total RNA-seq; *Dnmt3a/3b* DKO tcBS-seq) and to the Sequence Read Archive (SRA, https://www.ncbi.nlm.nih.gov/sra) under accession number PRJNA980423 (*Dnmt3a/3b* DKO RNA-seq).

# Supplementary material for: Epigenetic inheritance is unfaithful at intermediately methylated CpG sites
**Source:** Nat Commun. 2023 Sep 2;14:5336. doi: 10.1038/s41467-023-40845-2
**Supplement:** Supplementary file 1 — Supplementary Information

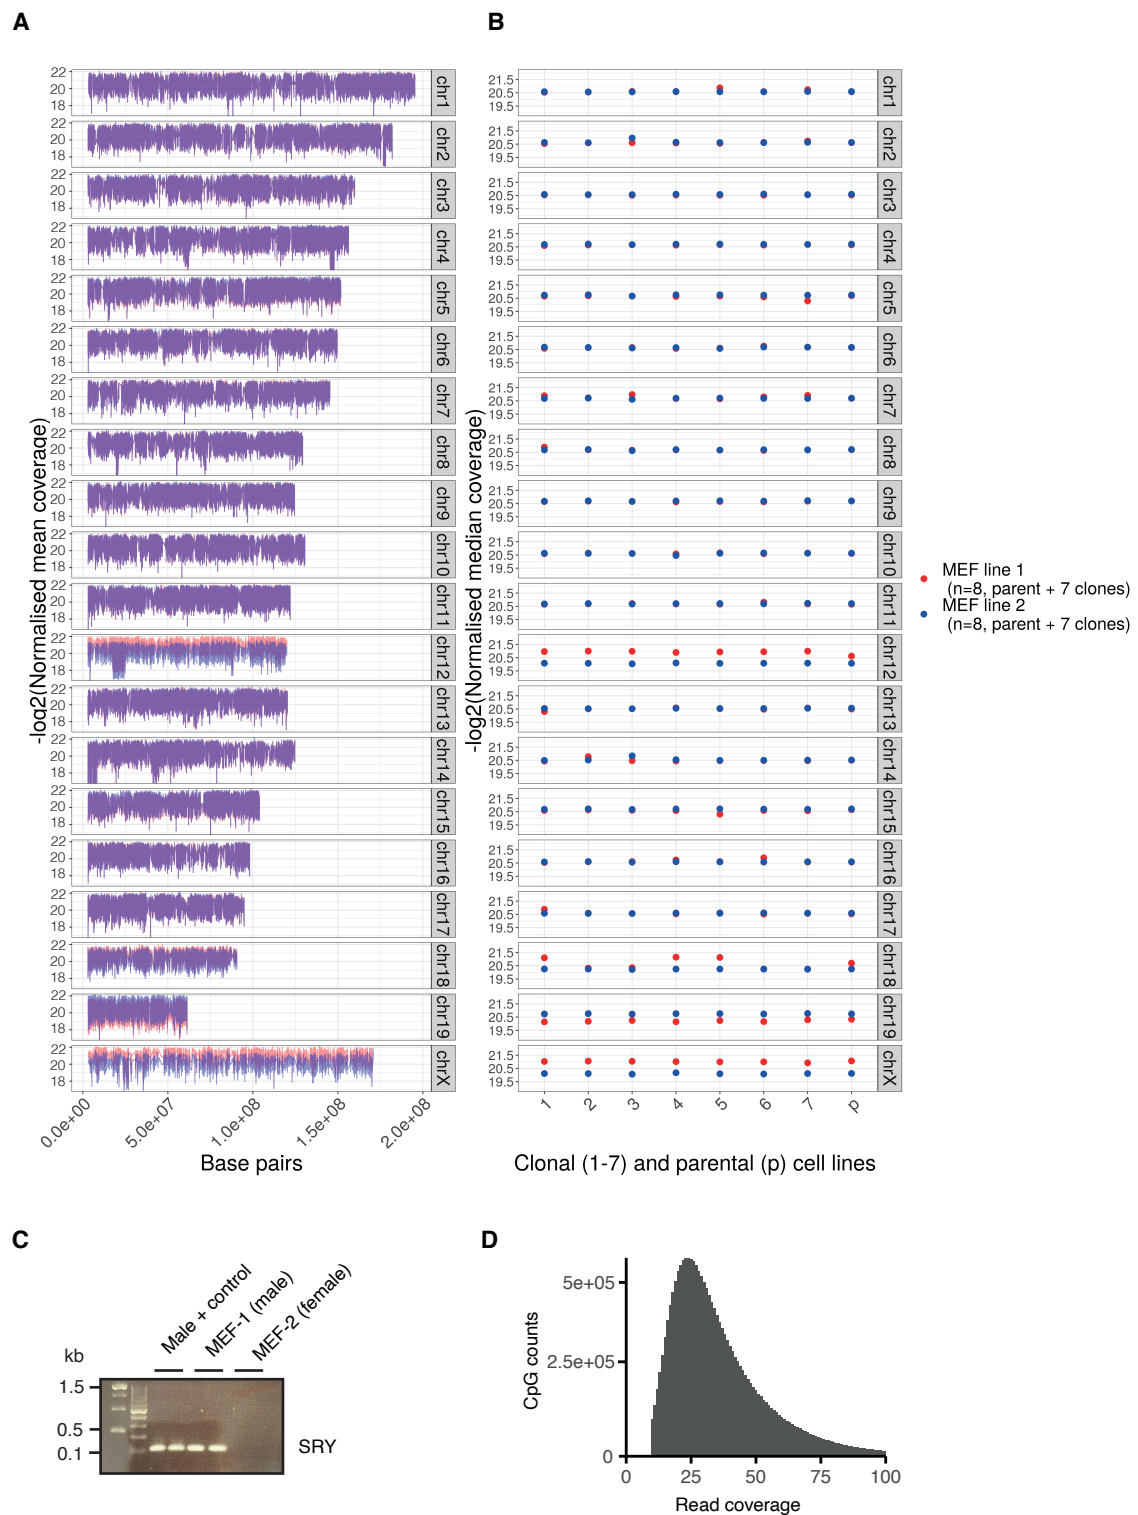

**Supplementary Fig. 1: Filtering and thresholding MEF methylation data.** A) Mean coverage (log2 normalised) across MEF-1 and MEF-2 as well as (B) the median coverage (log2 normalised) for each of the individual libraries. Decreased coverage across chromosome 12 and 18 for all or some of the MEF-1 lines compared to the MEF-2 lines suggests monosomies for those two chromosomes in some or all the MEF-1 lines. Increased coverage across chromosome 19 for all the MEF-1 lines suggests trisomy 19 for all the MEF-2 lines. For subsequent analyses, the CpGs on chromosomes 12, 18, and 19 were filtered out. Increased coverage on the X chromosome for all the MEF-2 lines suggests that these lines were derived from a female embryo. (C) Sex of the two lines was independently determined by PCR of the SRY gene (with two biological replicates), which confirmed that MEF-1 was derived from a male embryo and MEF-2 from a female embryo. For subsequent analyses, the CpGs on chromosomes X and Y were filtered out. (D) Thresholding data at greater than 10x coverage in all 16 methylation datasets results in a median coverage of 32 reads per CpG.

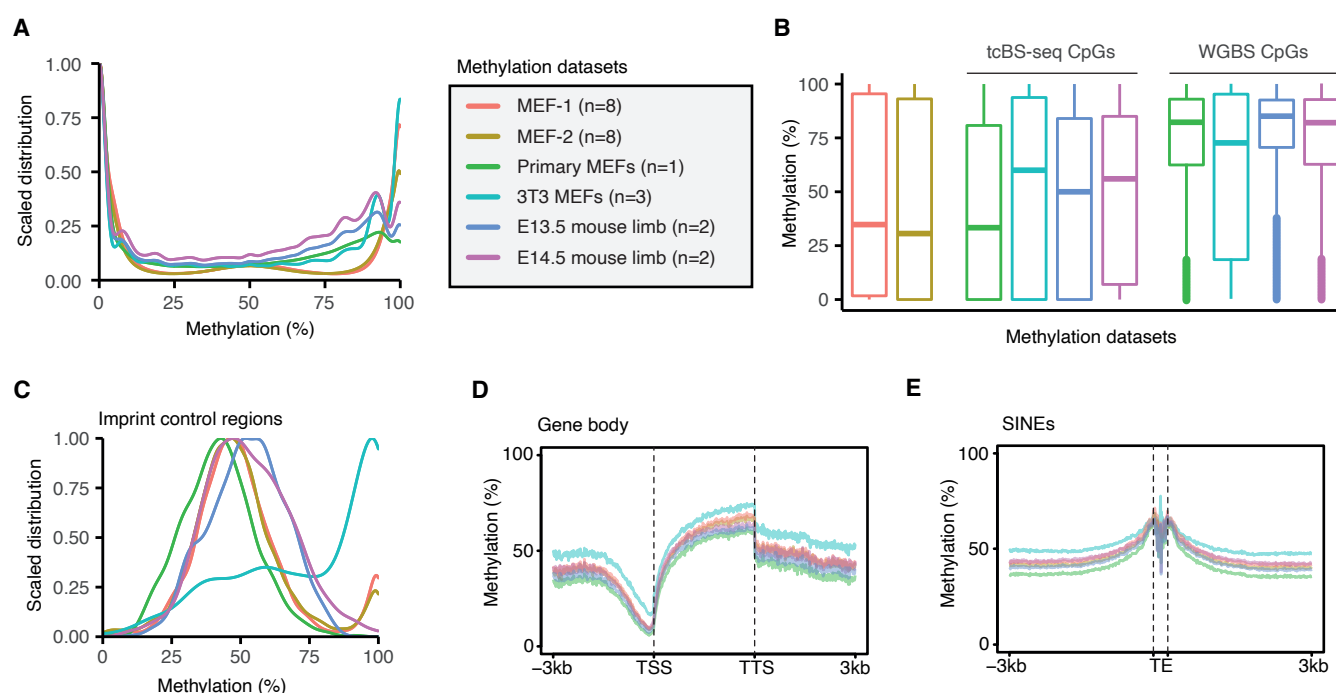

**Supplementary Fig. 2: Validation of MEF target capture bisulfite sequencing.** A) Density plots to show methylation distribution of the thresholded and filtered tcBSseq CpGs for MEF-1, MEF-2, and relevant publicly available whole genome bisulfite sequencing (WGBS) datasets (see Supplementary Table 3). All datasets have comparable profiles of methylation for the tcBS-seq CpGs. The accompanying legend applies to all panels of this figure. (B) Boxplots of methylation distribution for MEF-1 and MEF-2 datasets (n = 1,203,687) compared to publicly available whole genome bisulfite sequencing (WGBS; n = 21,353,092) datasets that are also filtered for the tcBS-seq CpGs (n = 1,203,687). MEF-1 and MEF-2 have a similar distribution to the primary MEFs when filtered for the tcBS-seq CpGs, but a lower distribution when considering CpGs genome-wide. (C) Methylation distributions of CpGs at imprint control regions are similar across all datasets, aside from the 3T3 immortalised MEFs. (D) Methylation shows a similar pattern of reduced values at TSSs and enrichment across gene bodies in all datasets when filtered for the tcBS-seq CpGs. (E) Methylation is enriched at the 5' and 3' edges of SINEs in all datasets when filtered for the tcBS-seq CpGs. For (B), the box of the boxplot shows the 25th, 50th, and 75th percentiles; the whiskers extend to 1.5 \* IQR beyond the edges of the box (where IQR = 75th–25th percentile), with outliers shown as dots. (D) and (E) were generated using SeqPlots (v3.0.12).

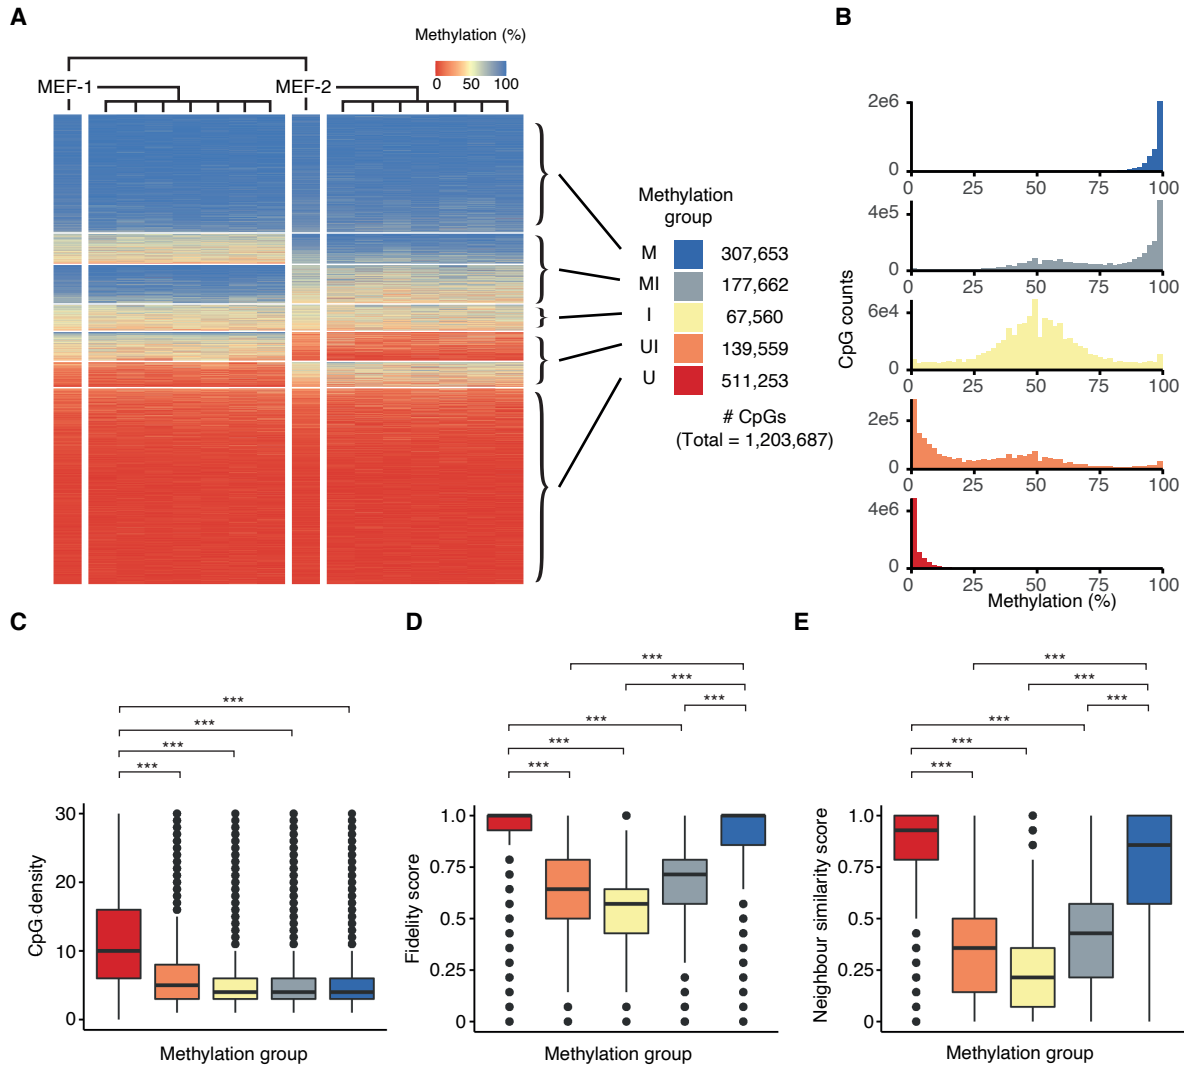

**Supplementary Fig. 3: Classifying and evaluating methylation groups in MEFs.** A) Classifying five methylation groups for 1,203,687 CpGs from the seven k-means clusters of MEF-1 and MEF-2 parental and clonal line methylation data (as shown in Fig. 1C). U = consistently hypomethylated across all the cell lines ( $n = 511,253$ ). UI = potential to be either hypo- or intermediately methylated ( $n = 139,559$ ). I = intermediately methylated ( $n = 67,560$ ). MI = potential to be either hyper- or intermediately methylated ( $n = 177,662$ ). M = consistently hypermethylated across all the cell lines ( $n = 307,653$ ). (B) Methylation distributions of the methylation groups across all MEF datasets. (C) Comparing CpG density per 100bp, (D) fidelity score, and (E) neighbour similarity score of the different methylation groups. \*\*\* $p < 2e-16$ . P-values for (C) are from quasi-Poisson regressions (one-sided); p-values for (D) and (E) are from Wilcoxon rank-sum tests (two-sided). For (C), (D), and (E), the box of the boxplot shows the 25th, 50th, and 75th percentiles; the whiskers extend to  $1.5 \times \text{IQR}$  beyond the edges of the box (where  $\text{IQR} = 75\text{th} - 25\text{th}$  percentile), with outliers shown as dots.

### **Supplementary Figures 4-19**

Examples of unfaithful, faithful, and imprinted regions of the genome. The parental lines (either MEF-1 or MEF-2) are shown to the left, with the seven clonal lines shown to the right. Reads from the tcBS-seq data are represented by lines and CpGs are shown as circles with accurate mapping of respective distance in base pairs between them. Methylated CpGs are shown as filled circles, while unmethylated CpGs are shown as open circles. Methylation percentages for each CpG are shown above the reads. CpG sites having fewer than 10 methylation calls across the samples in each cell line were excluded, and reads having fewer than 3 covered CpGs were excluded. Reads were then ordered by average methylation of covered CpG sites. Unfaithful regions ( $\geq 5$  bp) were identified with an average fidelity score  $< 0.75$  across at least 3 CpGs. Faithful regions ( $\geq 5$  bp) were identified with an average fidelity score = 1 across at least 3 CpGs.

Unfaithful (138 bp)  
chr15: 79,251,875 - 79,252,013  
MEF-1

Methylated CpG ●  
Unmethylated CpG ○

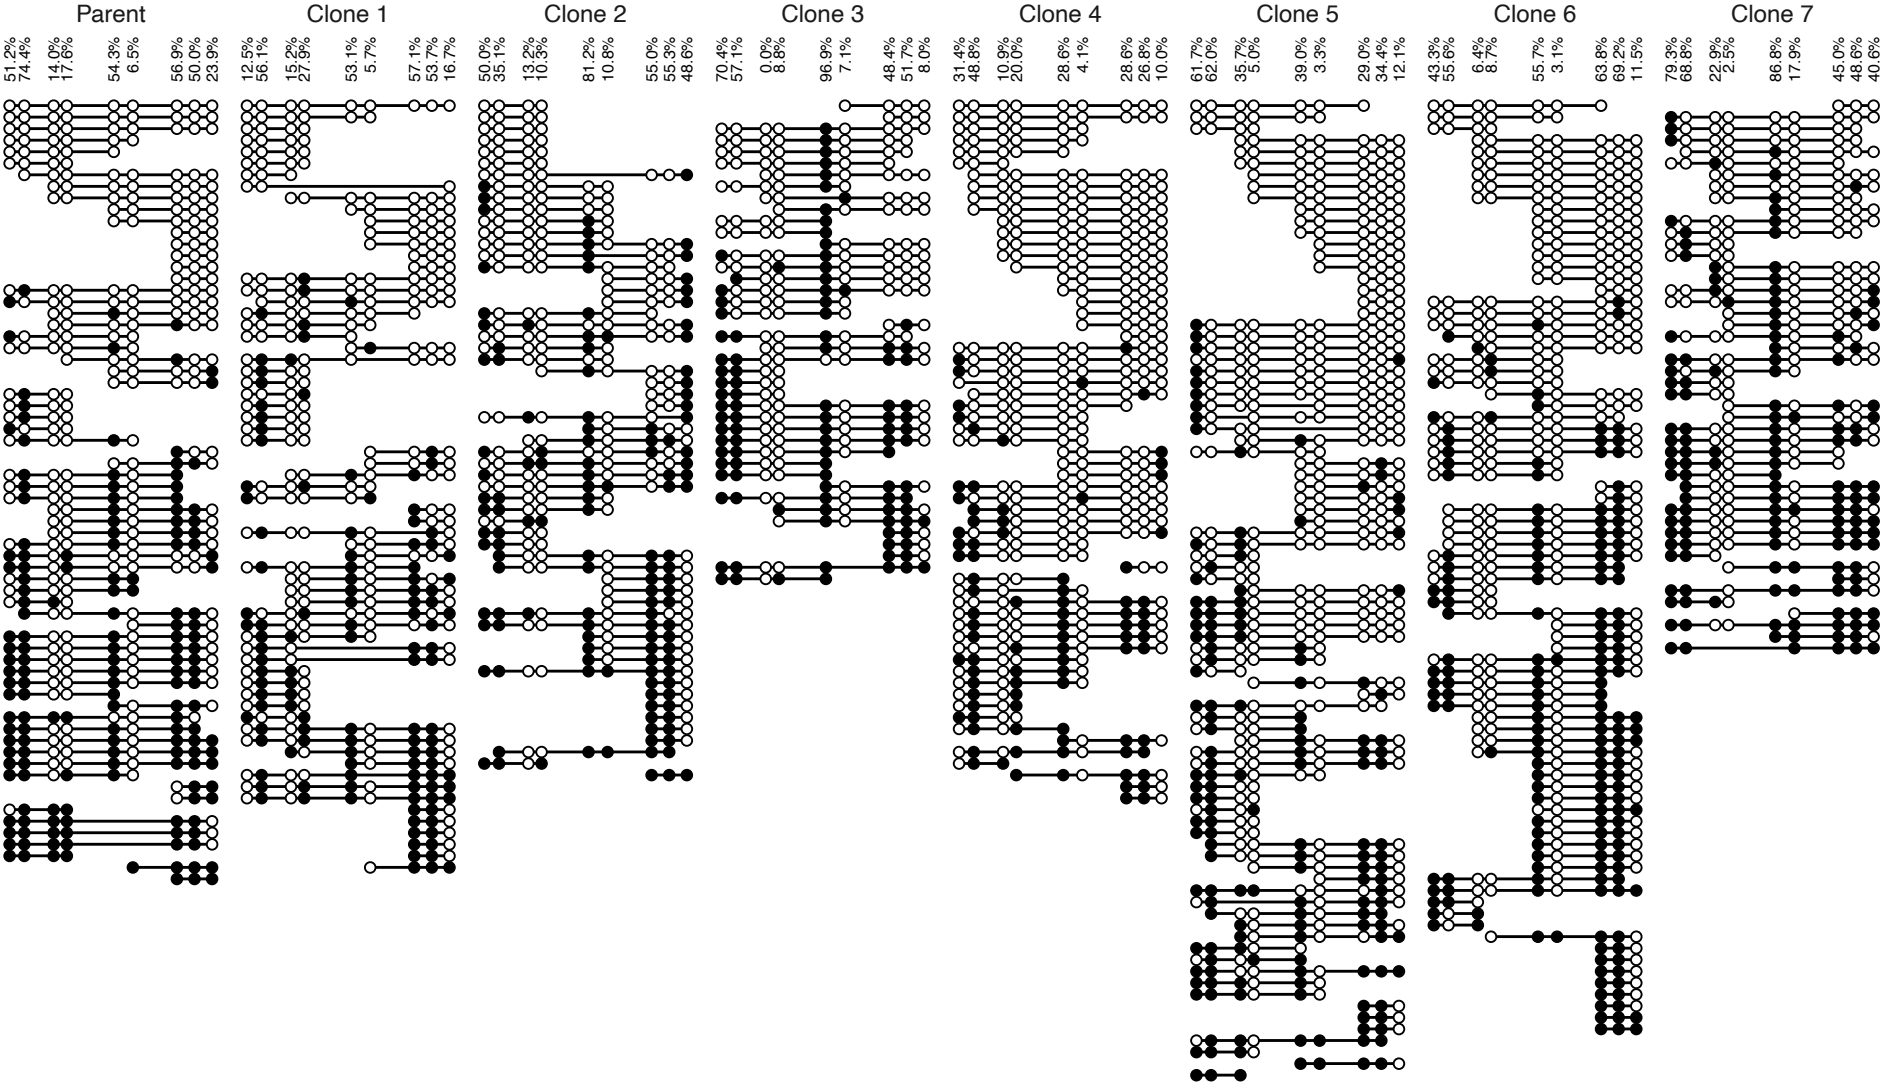

Unfaithful (63 bp)  
chr7: 40,902,432 - 40,902,495  
MEF-1

Methylated CpG ●  
Unmethylated CpG ○

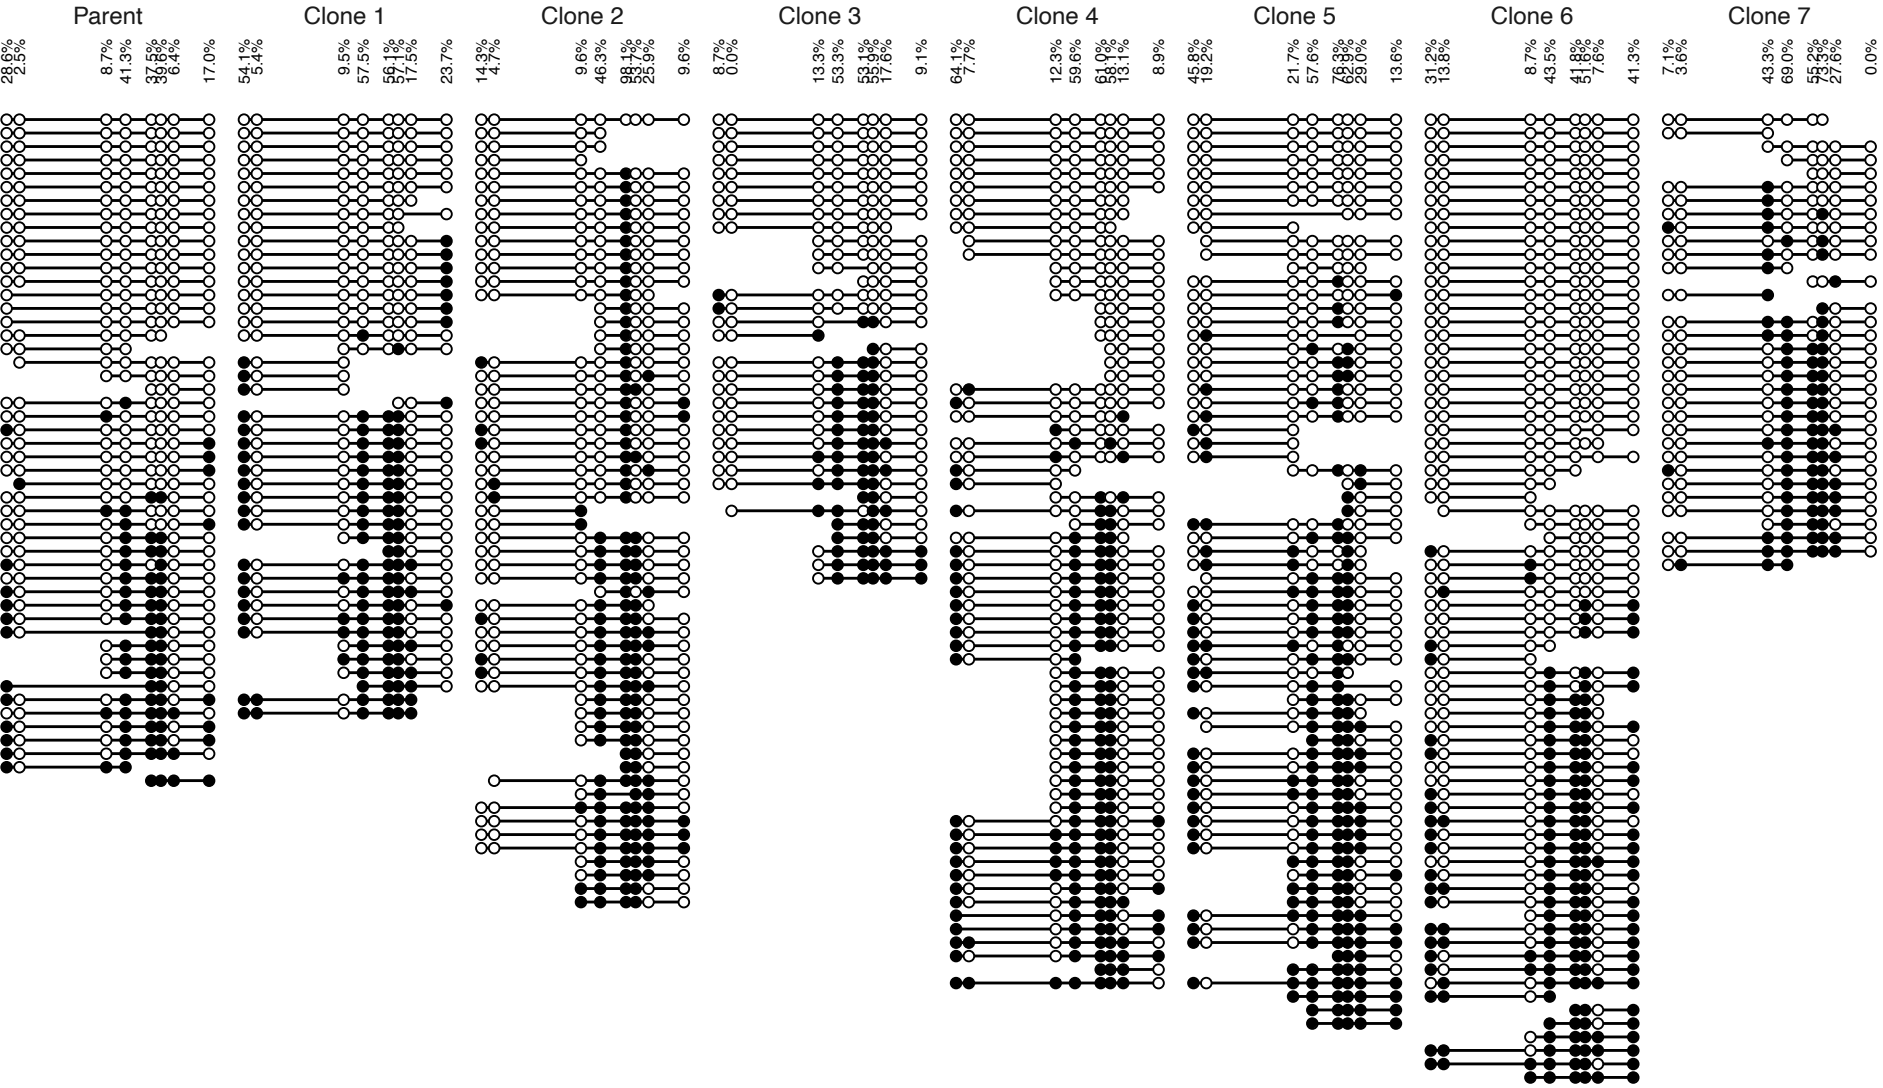

Unfaithful (138 bp)  
chr15: 79,251,875 - 79,252,013  
MEF-2

Methylated CpG ●  
Unmethylated CpG ○

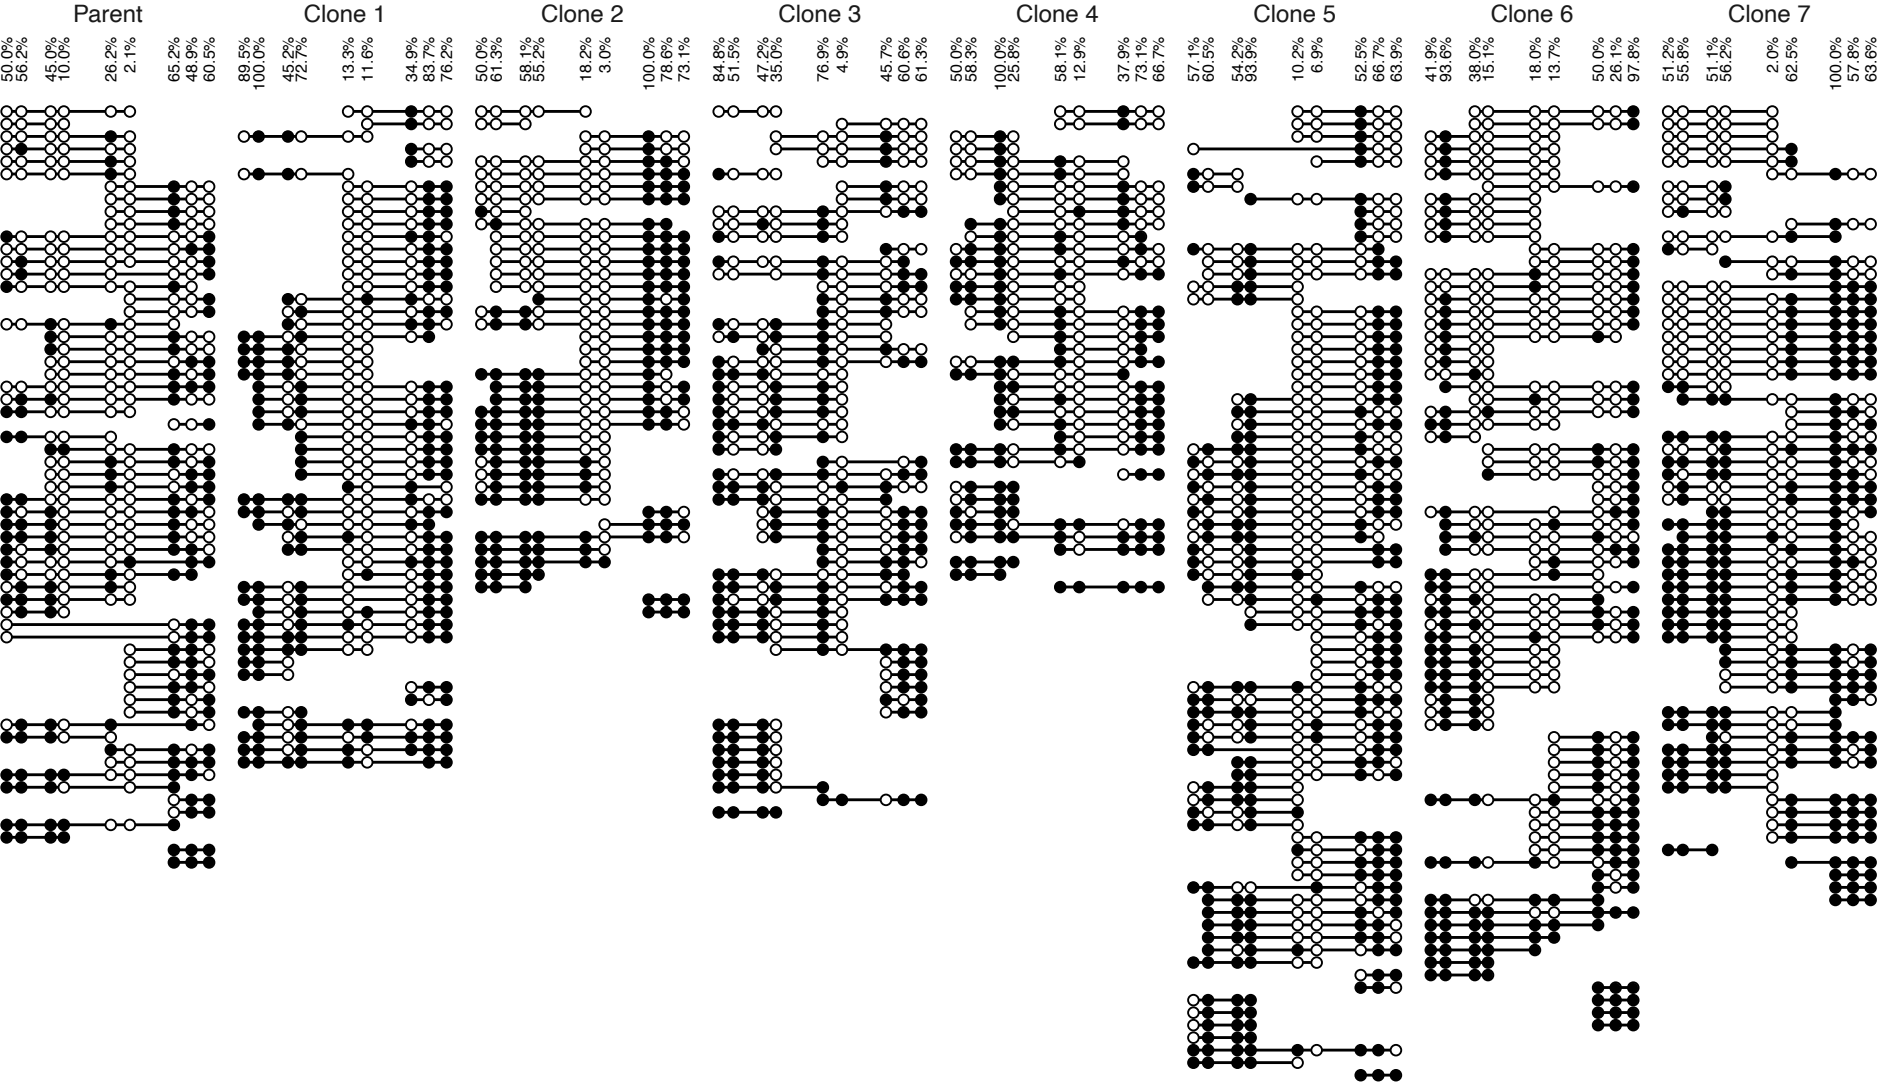

Unfaithful (63 bp)  
chr7: 40,902,432 - 40,902,495  
MEF-2

Methylated CpG ●  
Unmethylated CpG ○

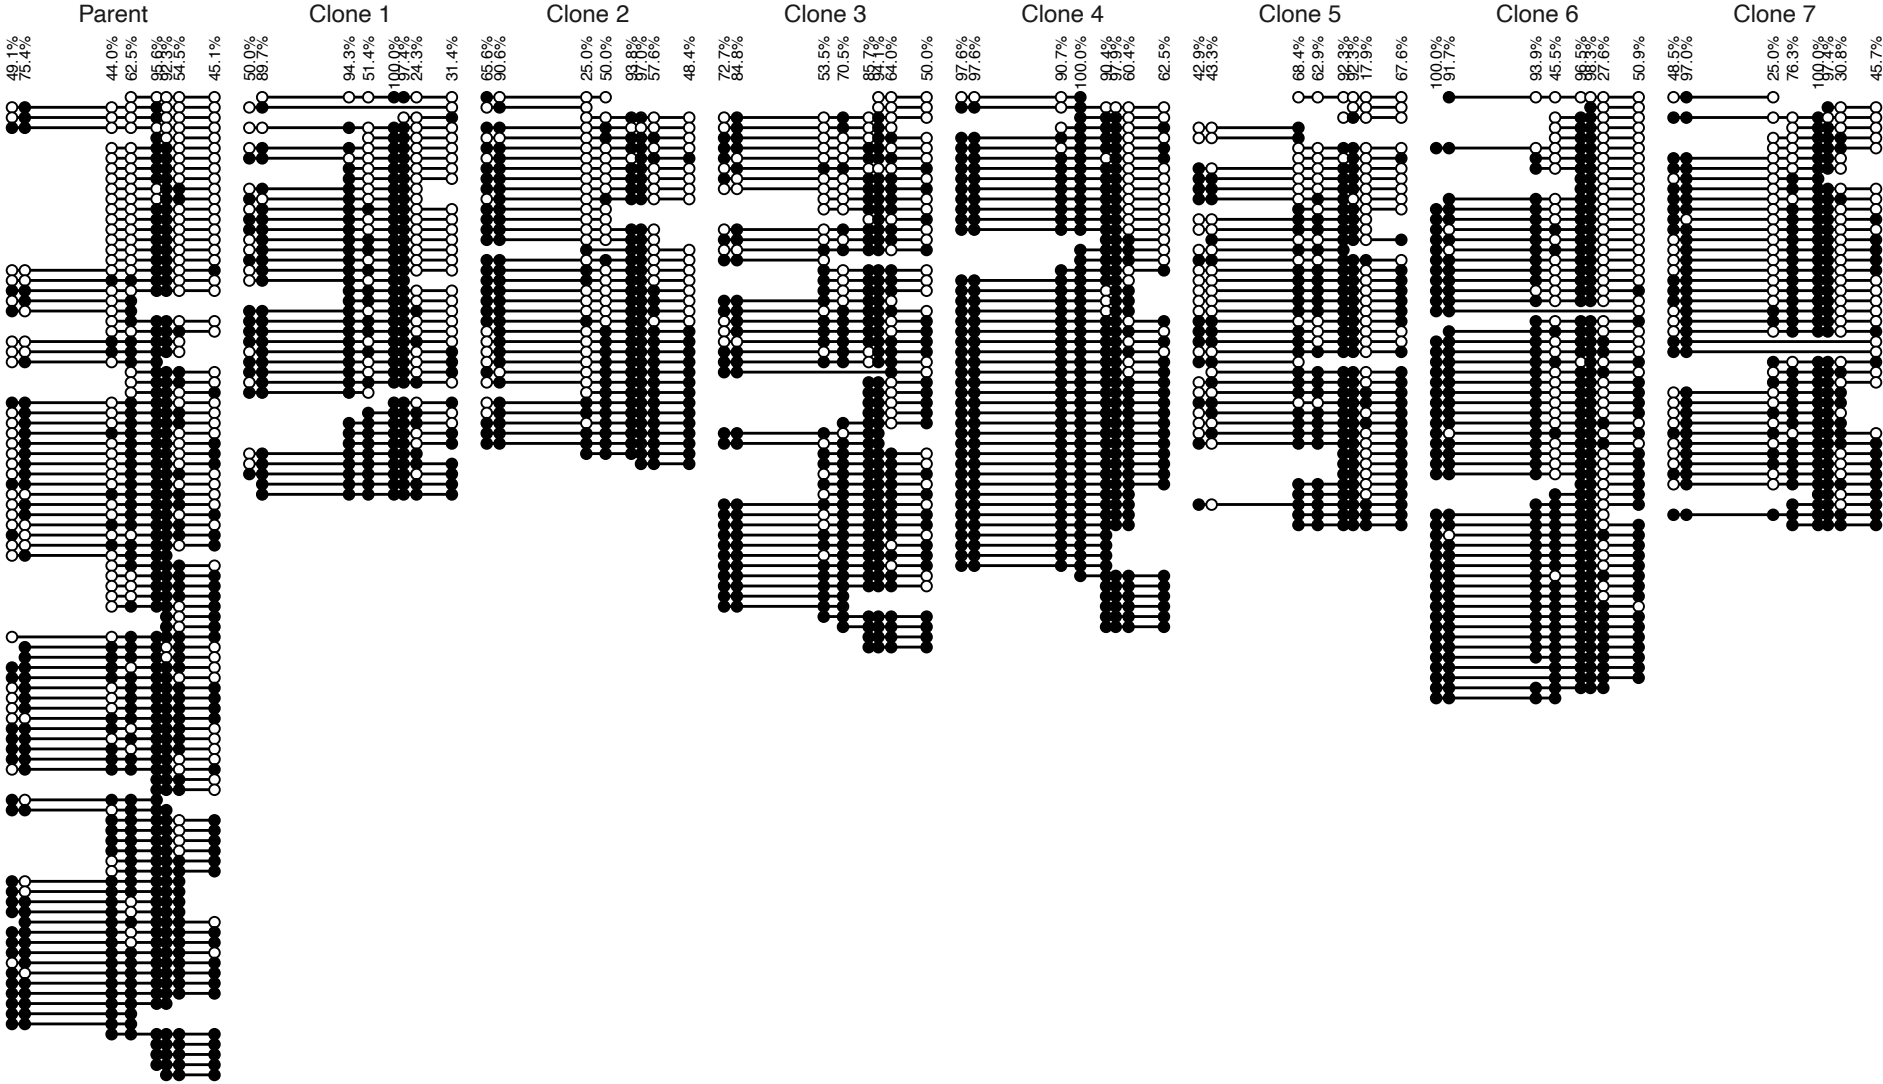

Faithful hypermethylated (102 bp)  
chr15: 96,370,347 - 96,370,449  
MEF-1

Methylated CpG ●  
Unmethylated CpG ○

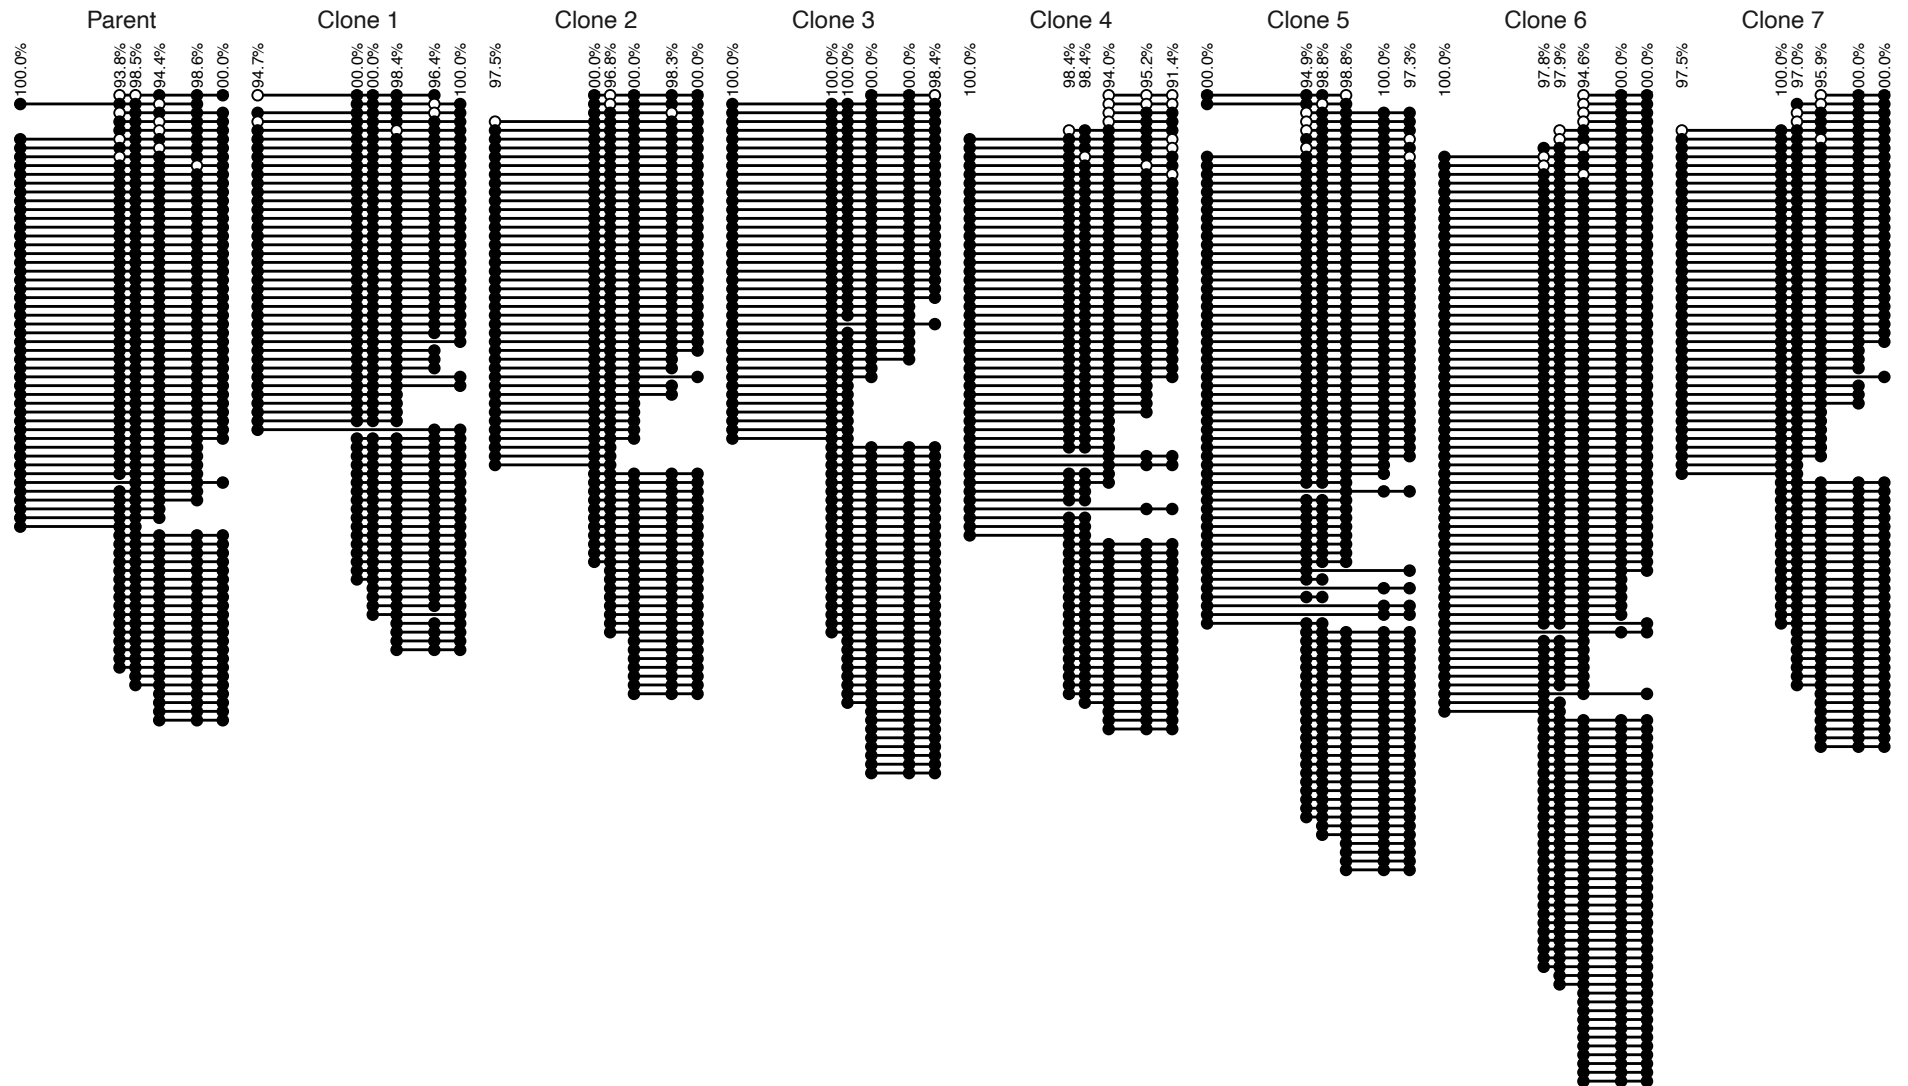

**Faithful hypermethylated (17 bp)**  
chr1: 34,302,911 - 34,302,928  
MEF-1

Methylated CpG ●  
Unmethylated CpG ○

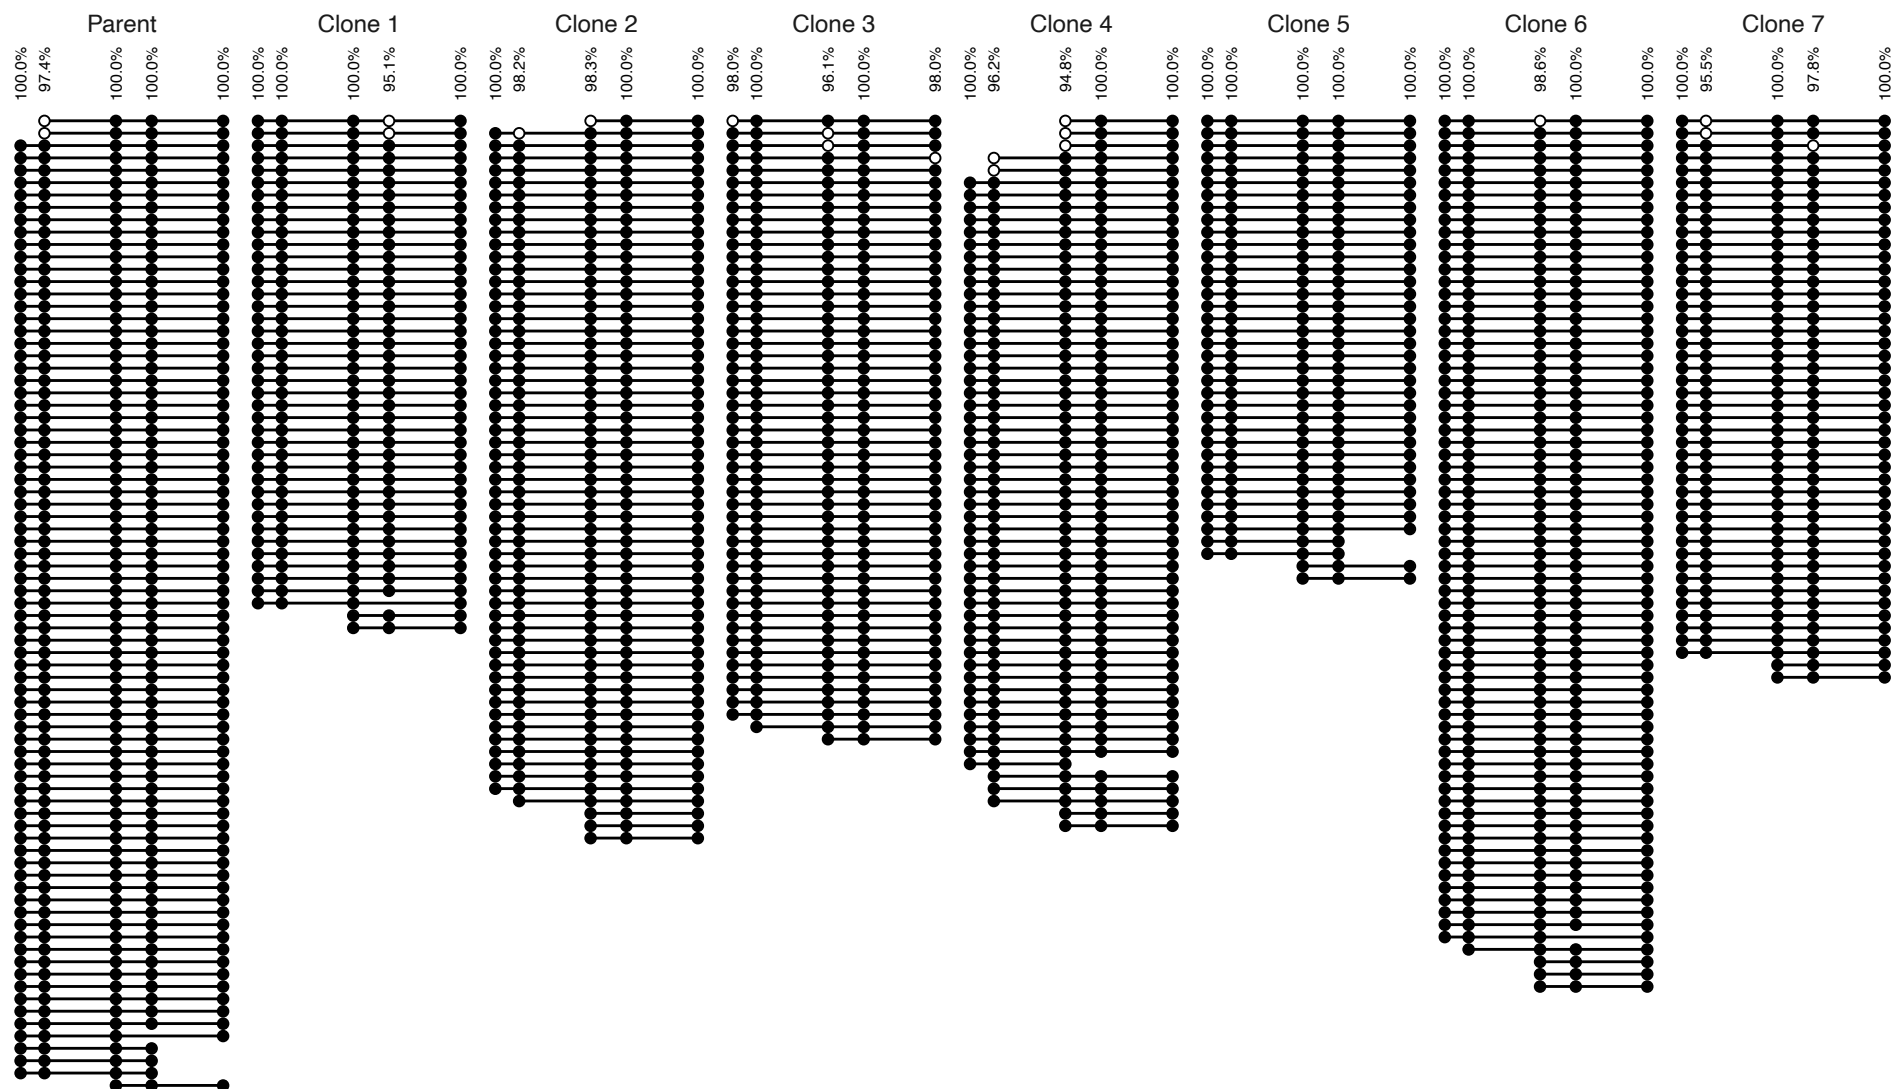

Faithful hypermethylated (102 bp)  
chr15: 96,370,347 - 96,370,449  
MEF-2

Methylated CpG ●  
Unmethylated CpG ○

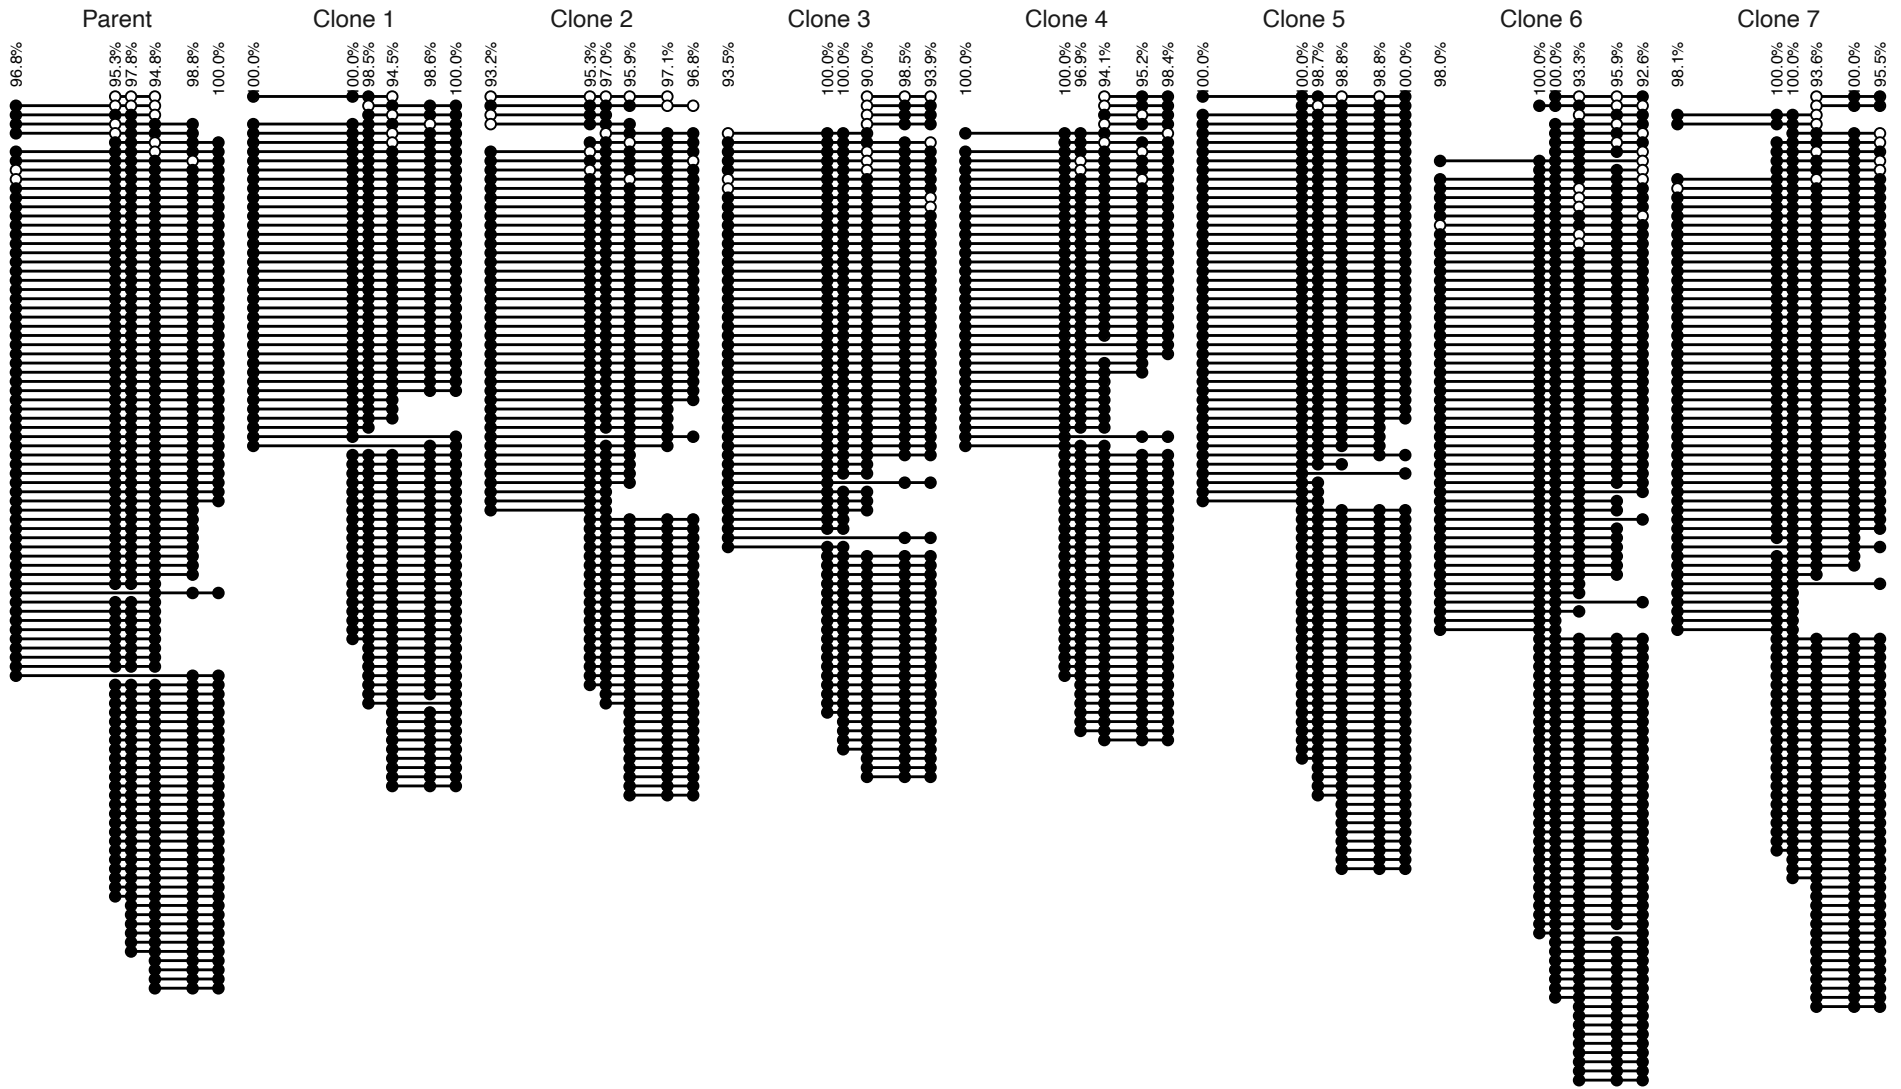

Faithful hypermethylated (17 bp)  
chr1: 34,302,911 - 34,302,928  
MEF-2

Methylated CpG ●  
Unmethylated CpG ○

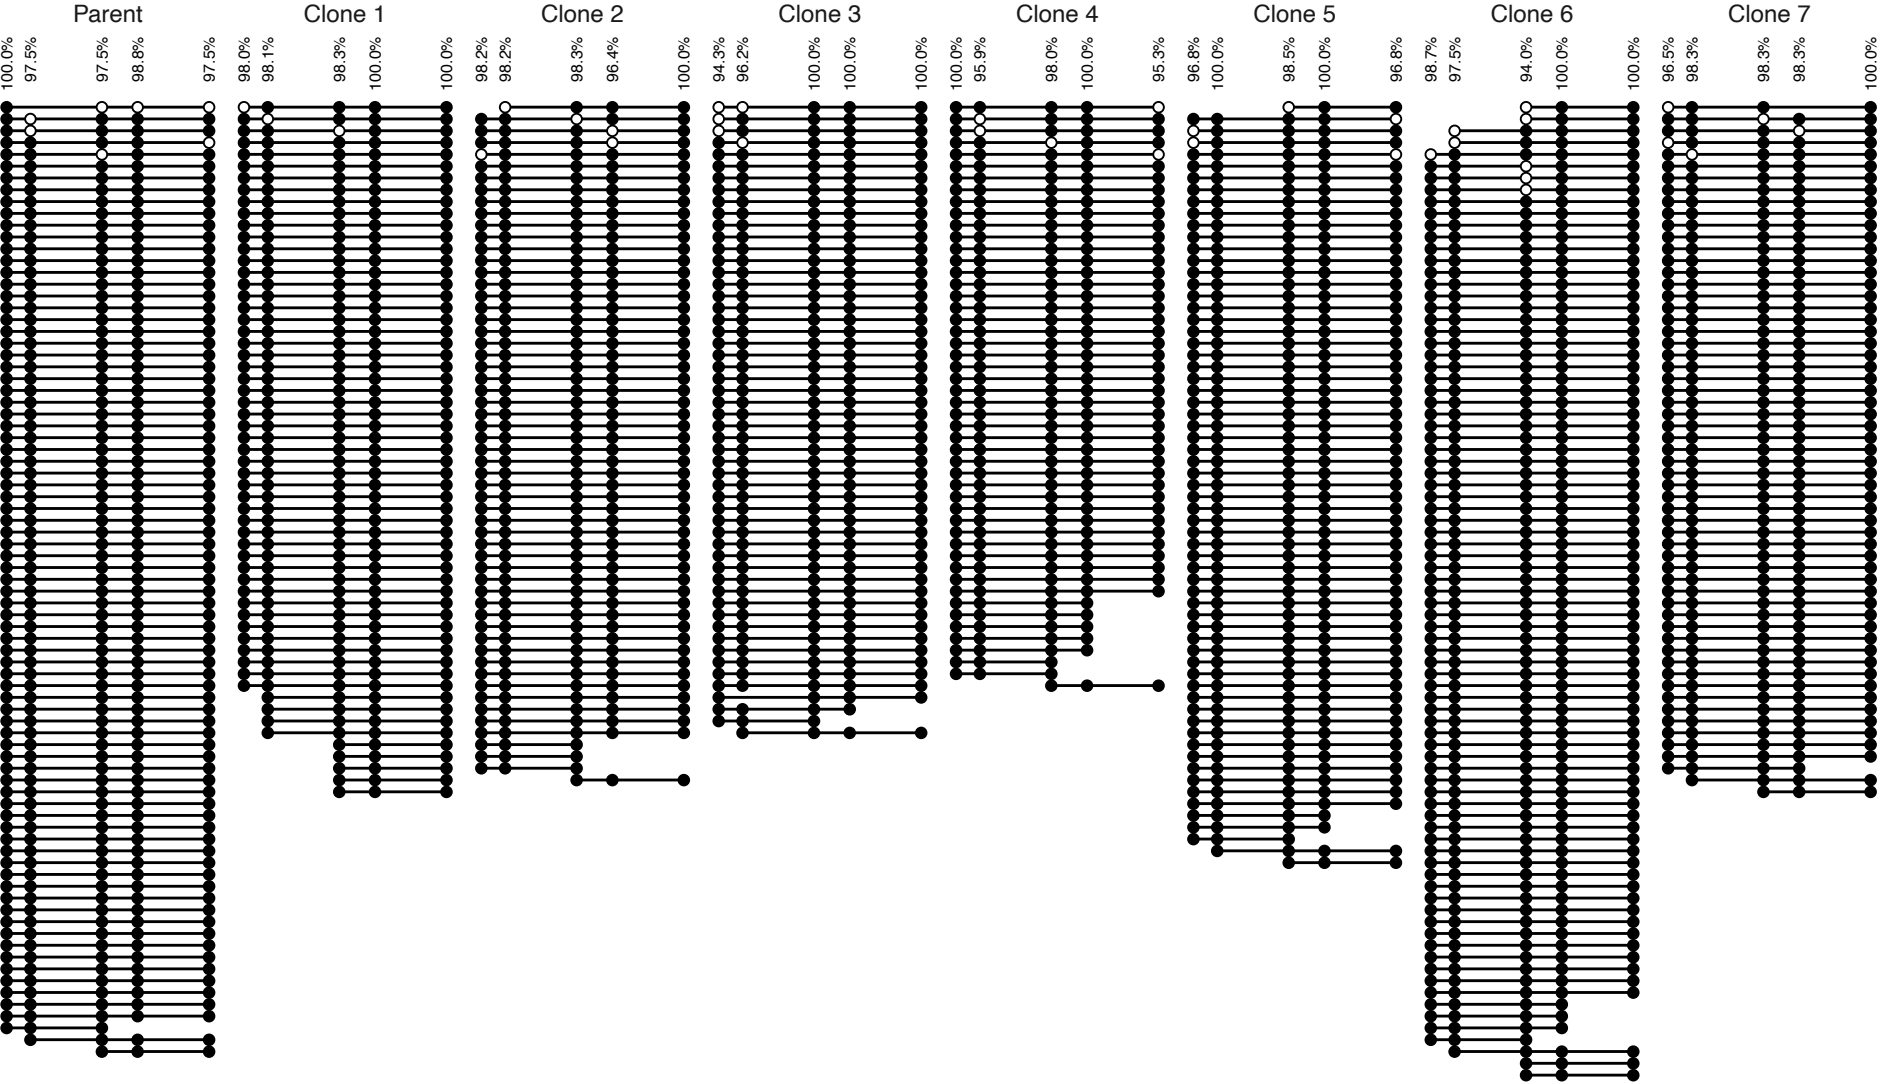

Faithful hypermethylated (29 bp)  
chr4: 124,751,396 - 124,751,425  
MEF-1

Methylated CpG ●  
Unmethylated CpG ○

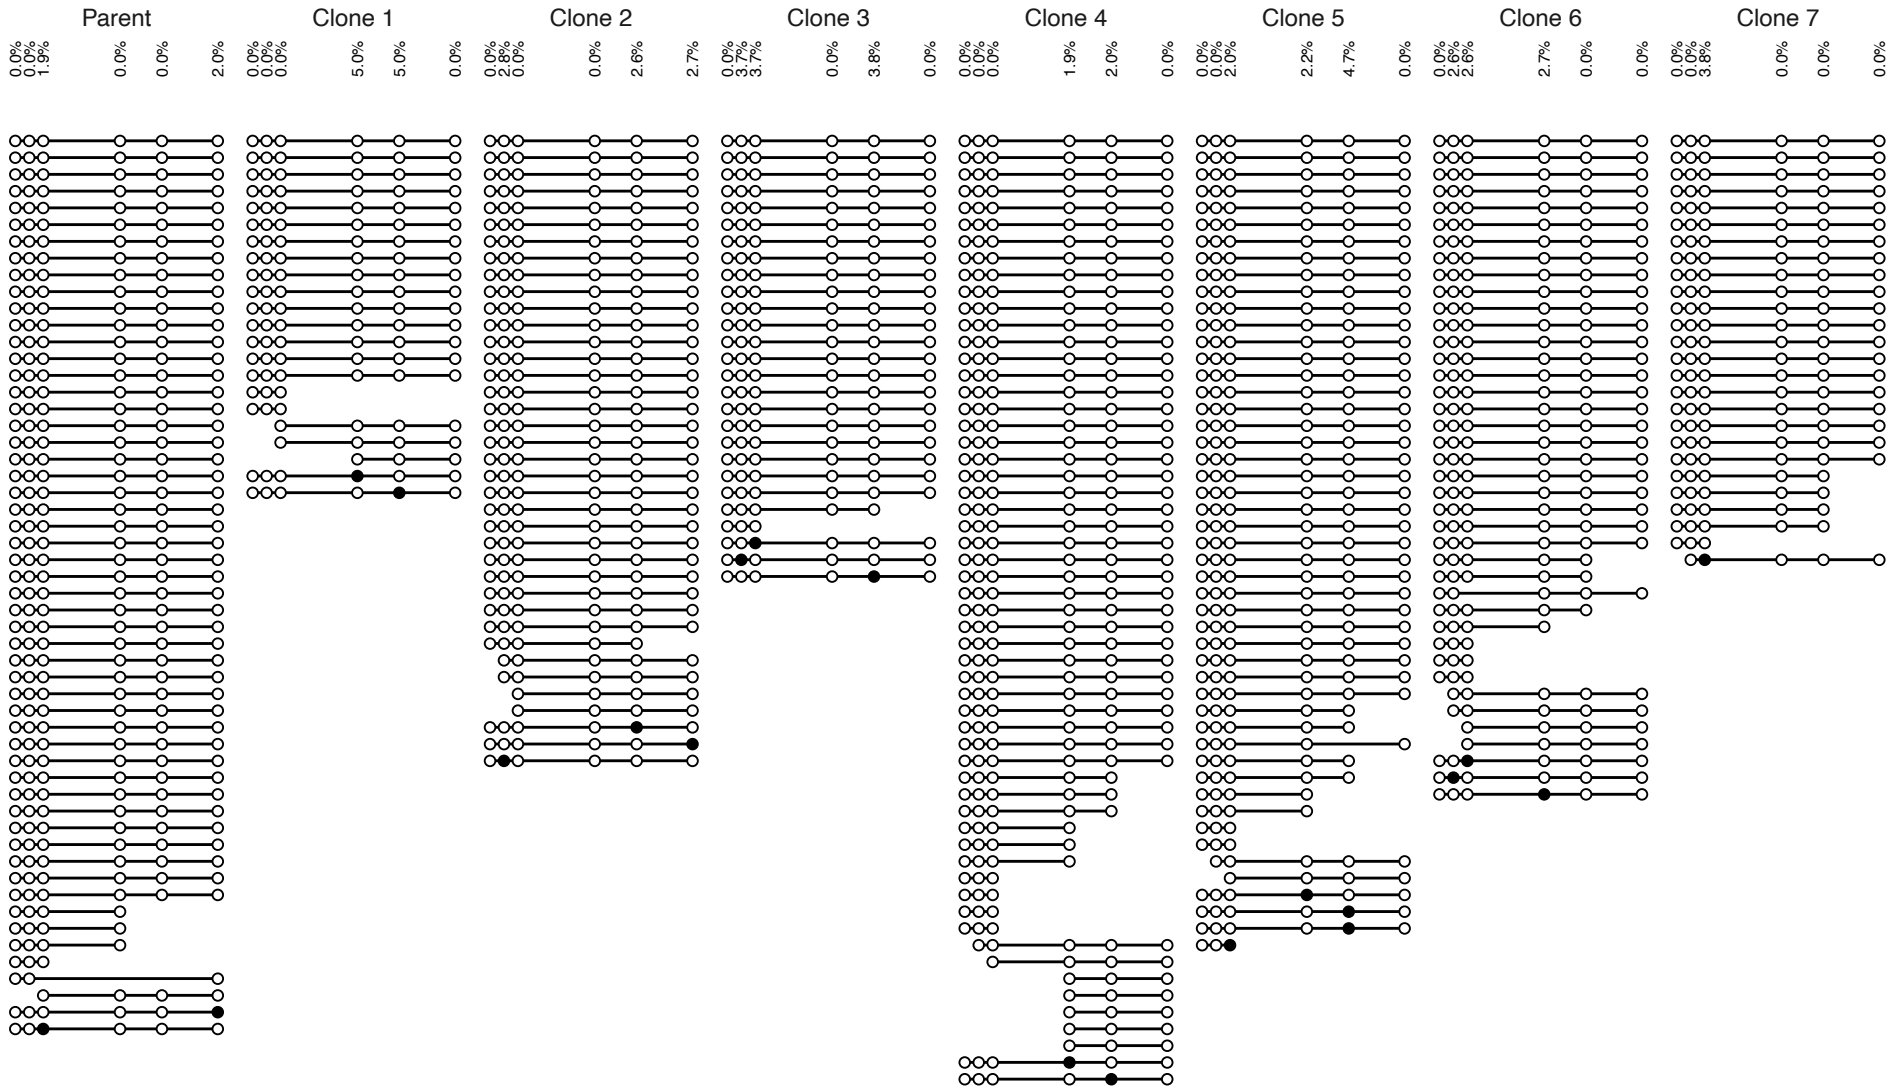

Faithful hypermethylated (57 bp)  
chr8: 79,712,065 - 79,712,122  
MEF-1

Methylated CpG ●  
Unmethylated CpG ○

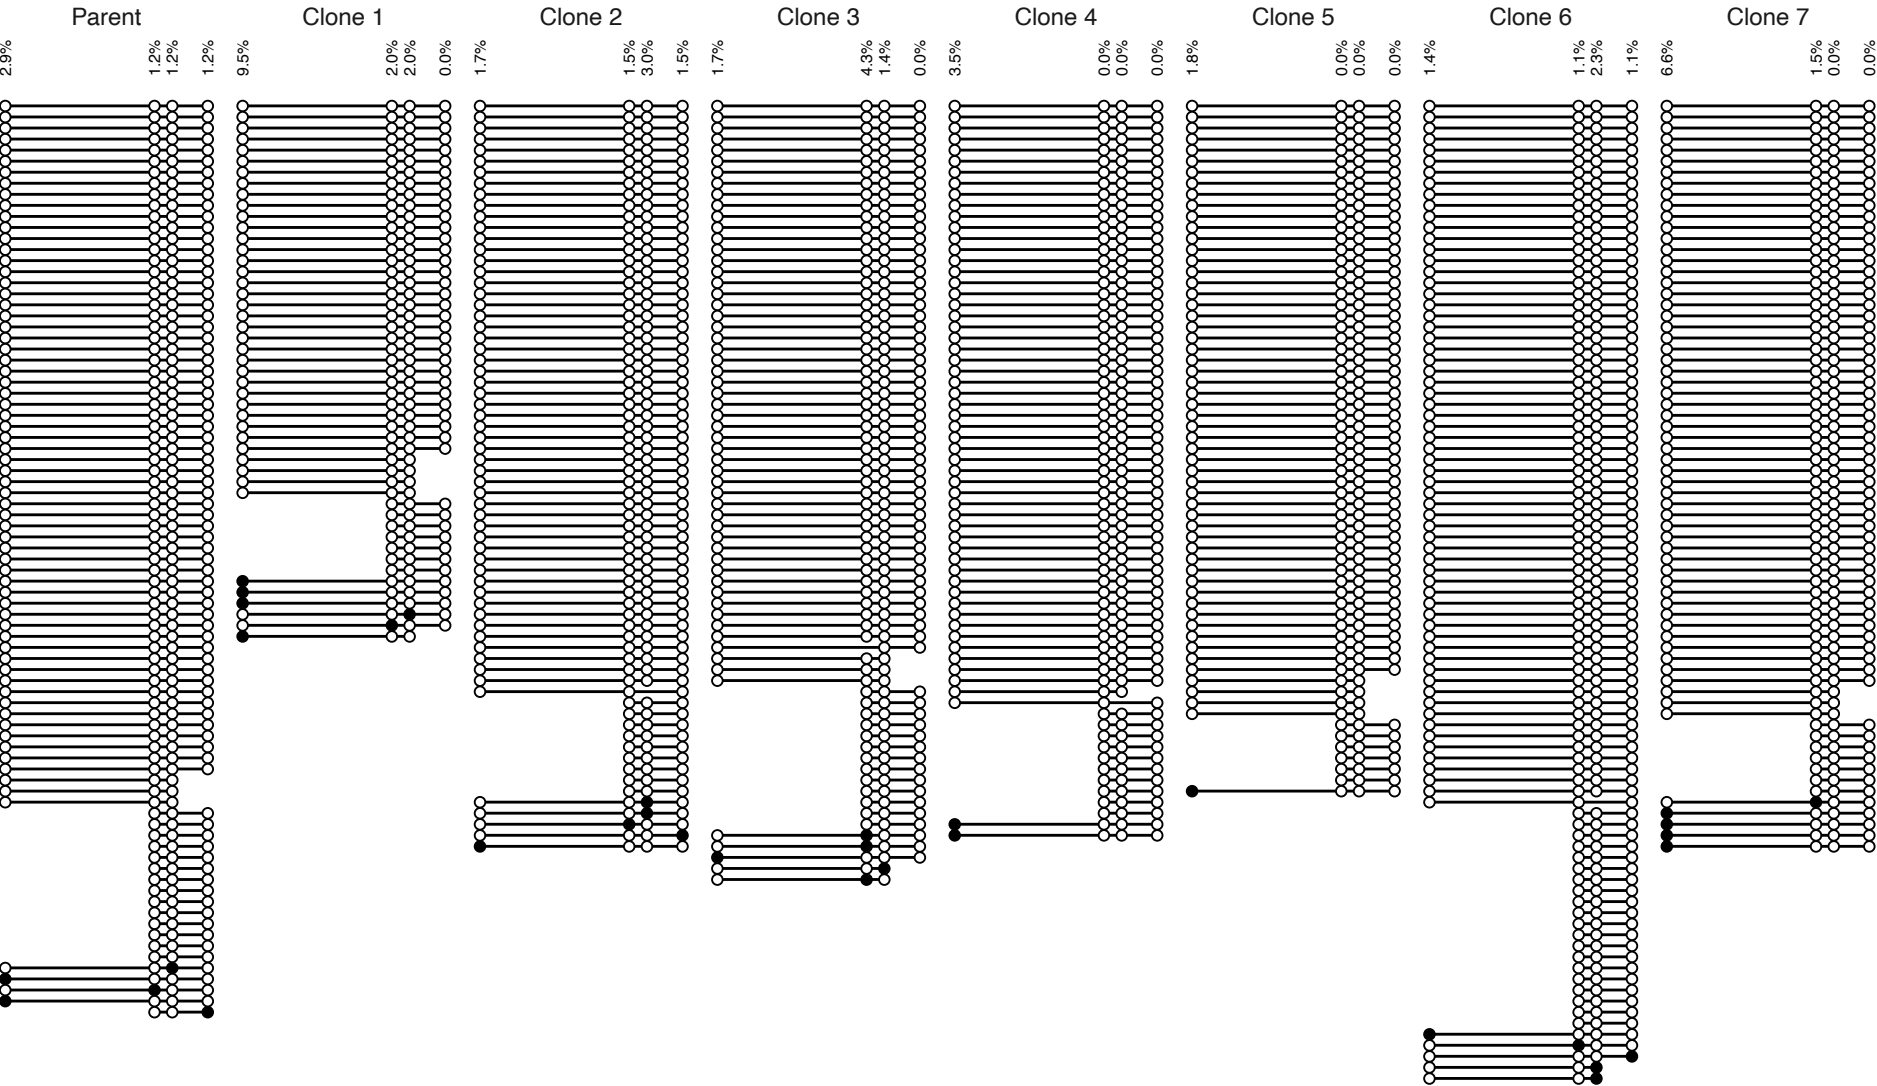

Faithful hypermethylated (29 bp)  
chr4: 124,751,396 - 124,751,425  
MEF-2

Methylated CpG ●  
Unmethylated CpG ○

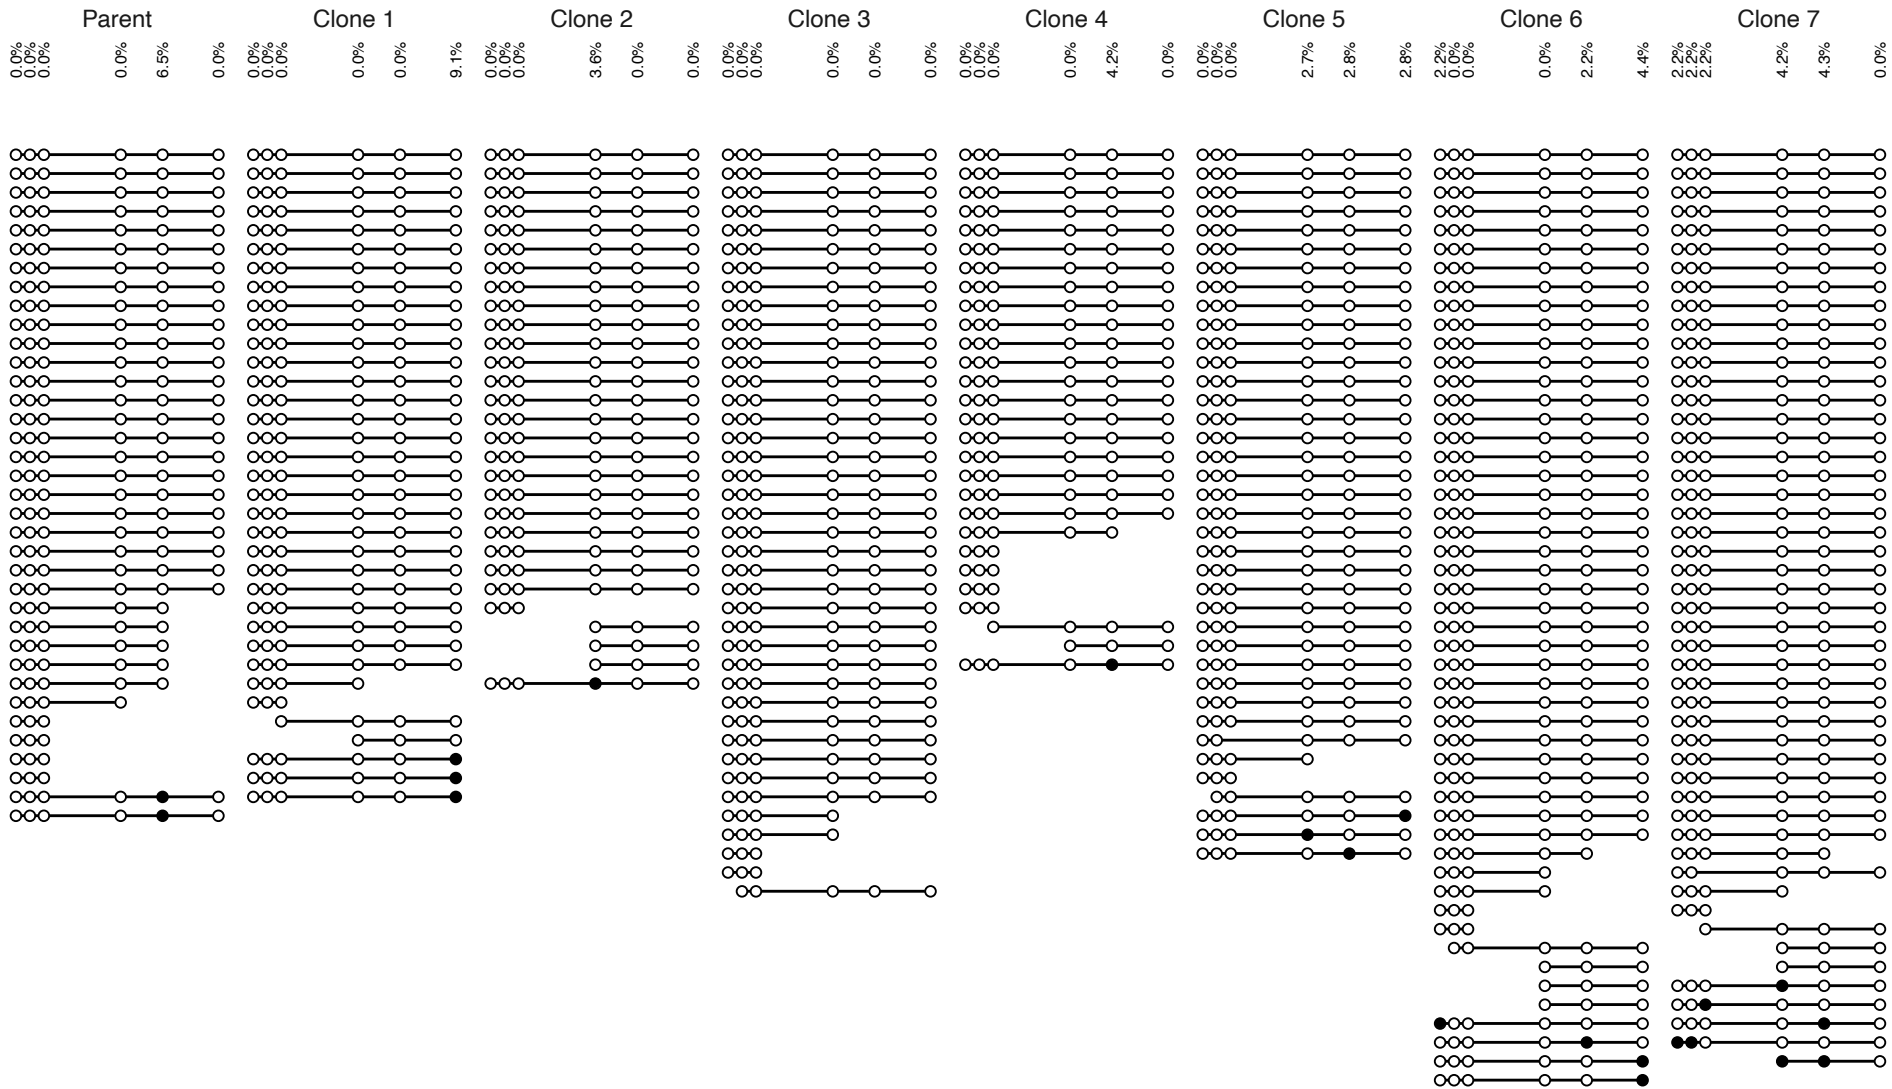

**Faithful hypermethylated (57 bp)**  
chr8: 79,712,065 - 79,712,122  
MEF-2

Methylated CpG ●  
Unmethylated CpG ○

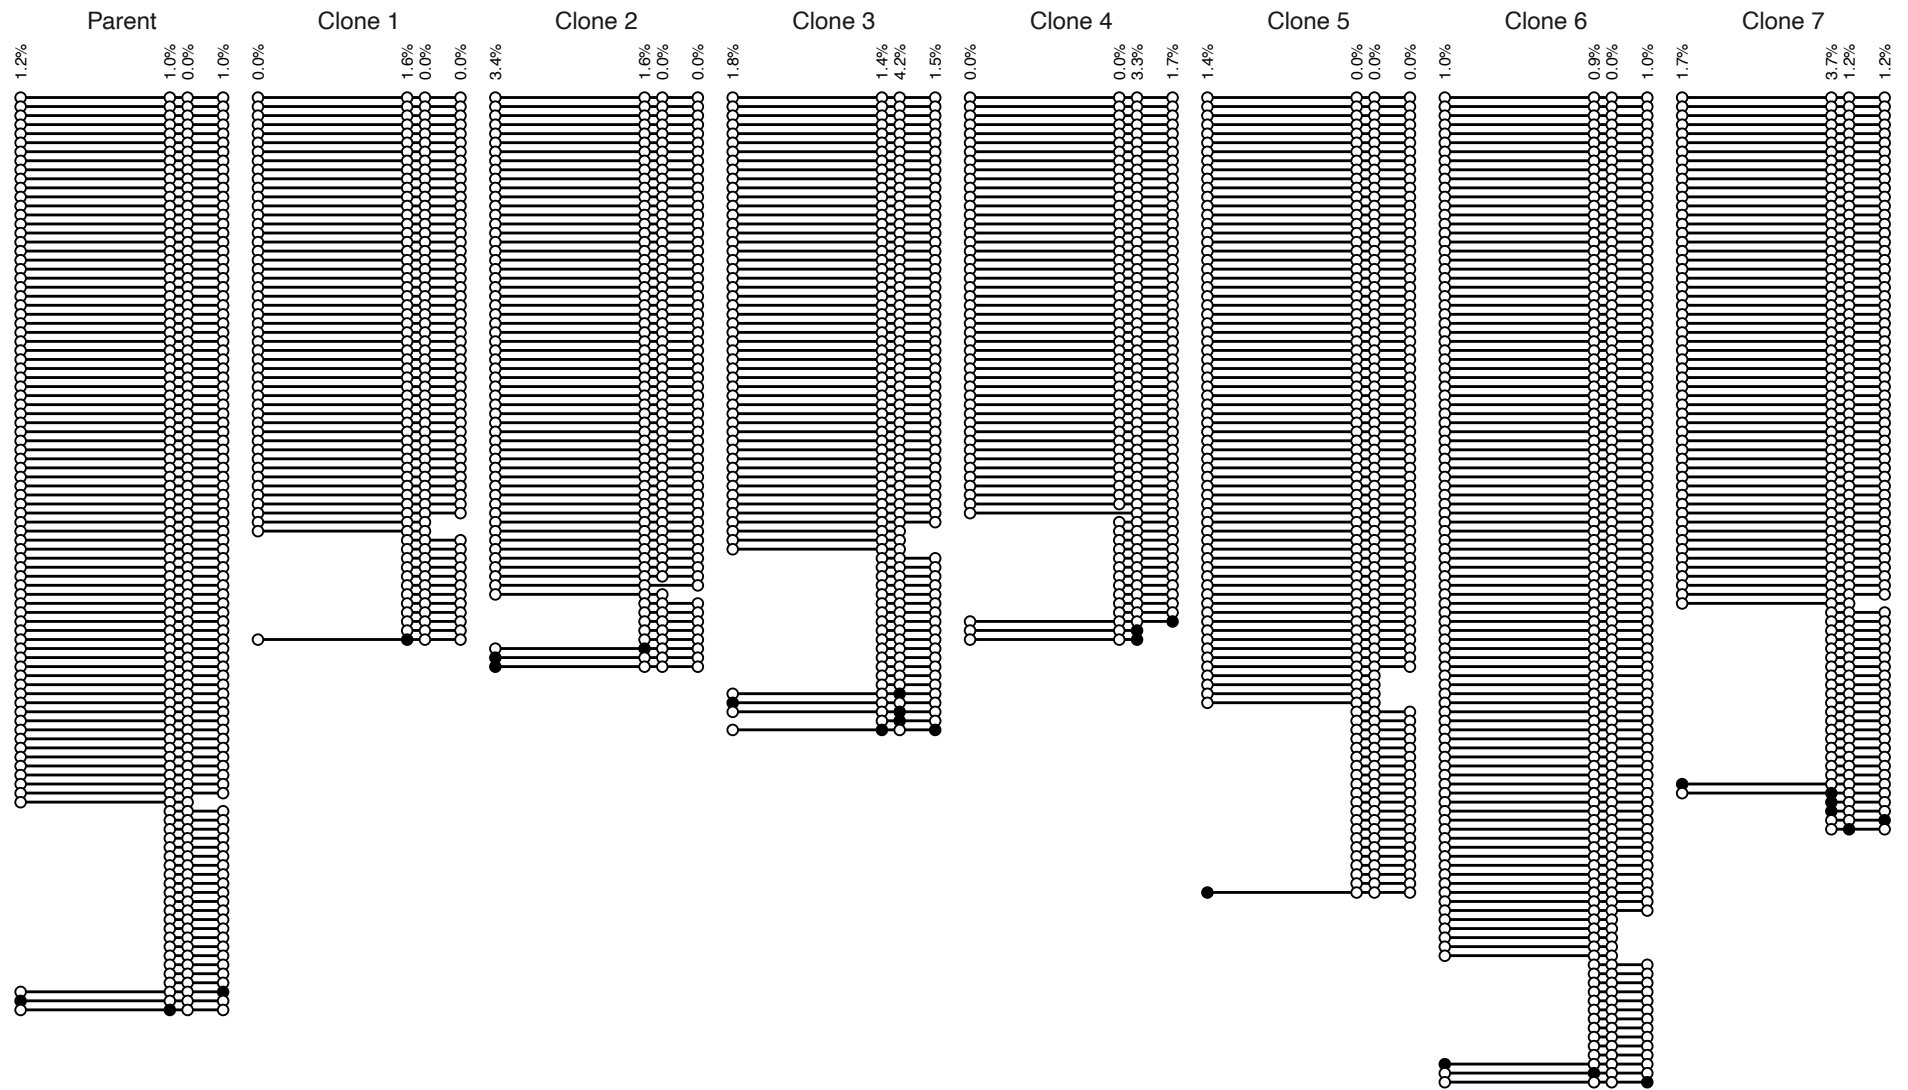

**Imprint *Gnas*** (49 bp)  
chr2: 174,295,354, 174,295,403  
MEF-1

Methylated CpG ●  
Unmethylated CpG ○

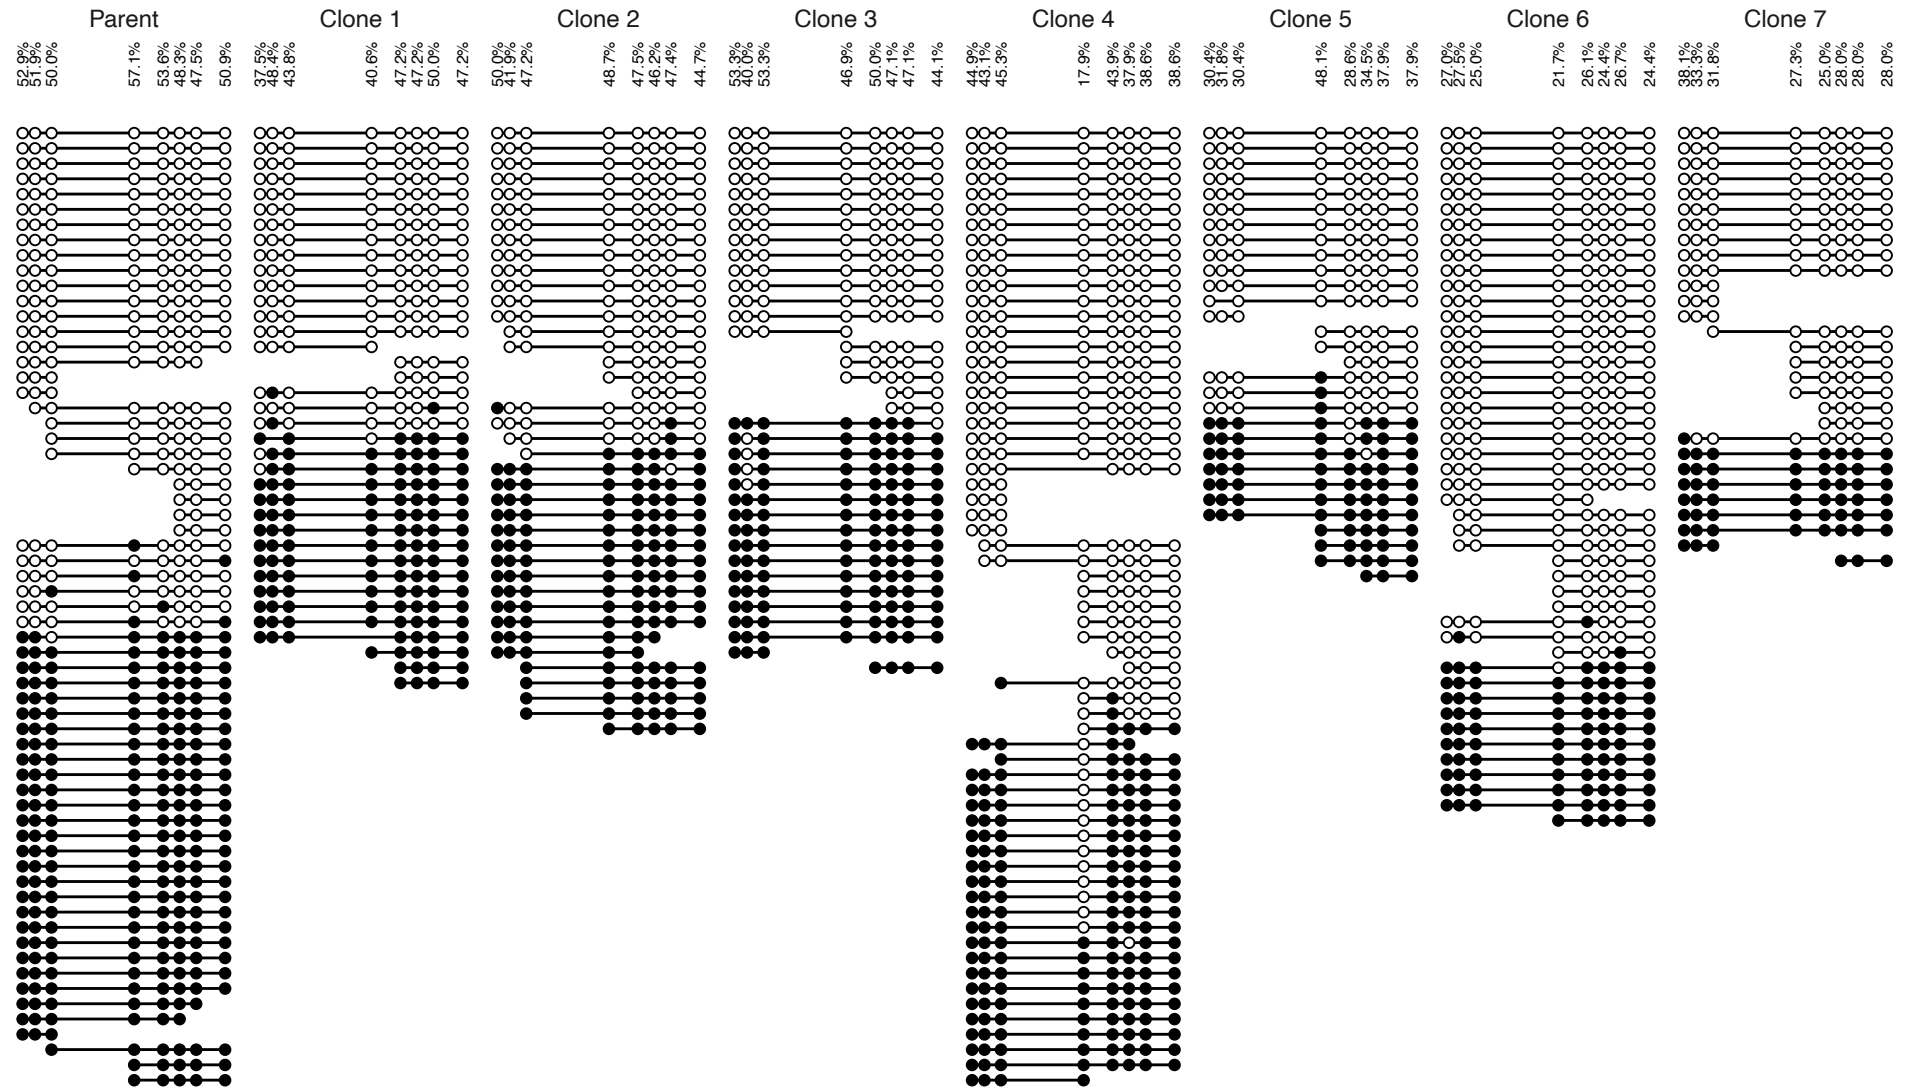

MEF-1

Unmethylated CpG ○

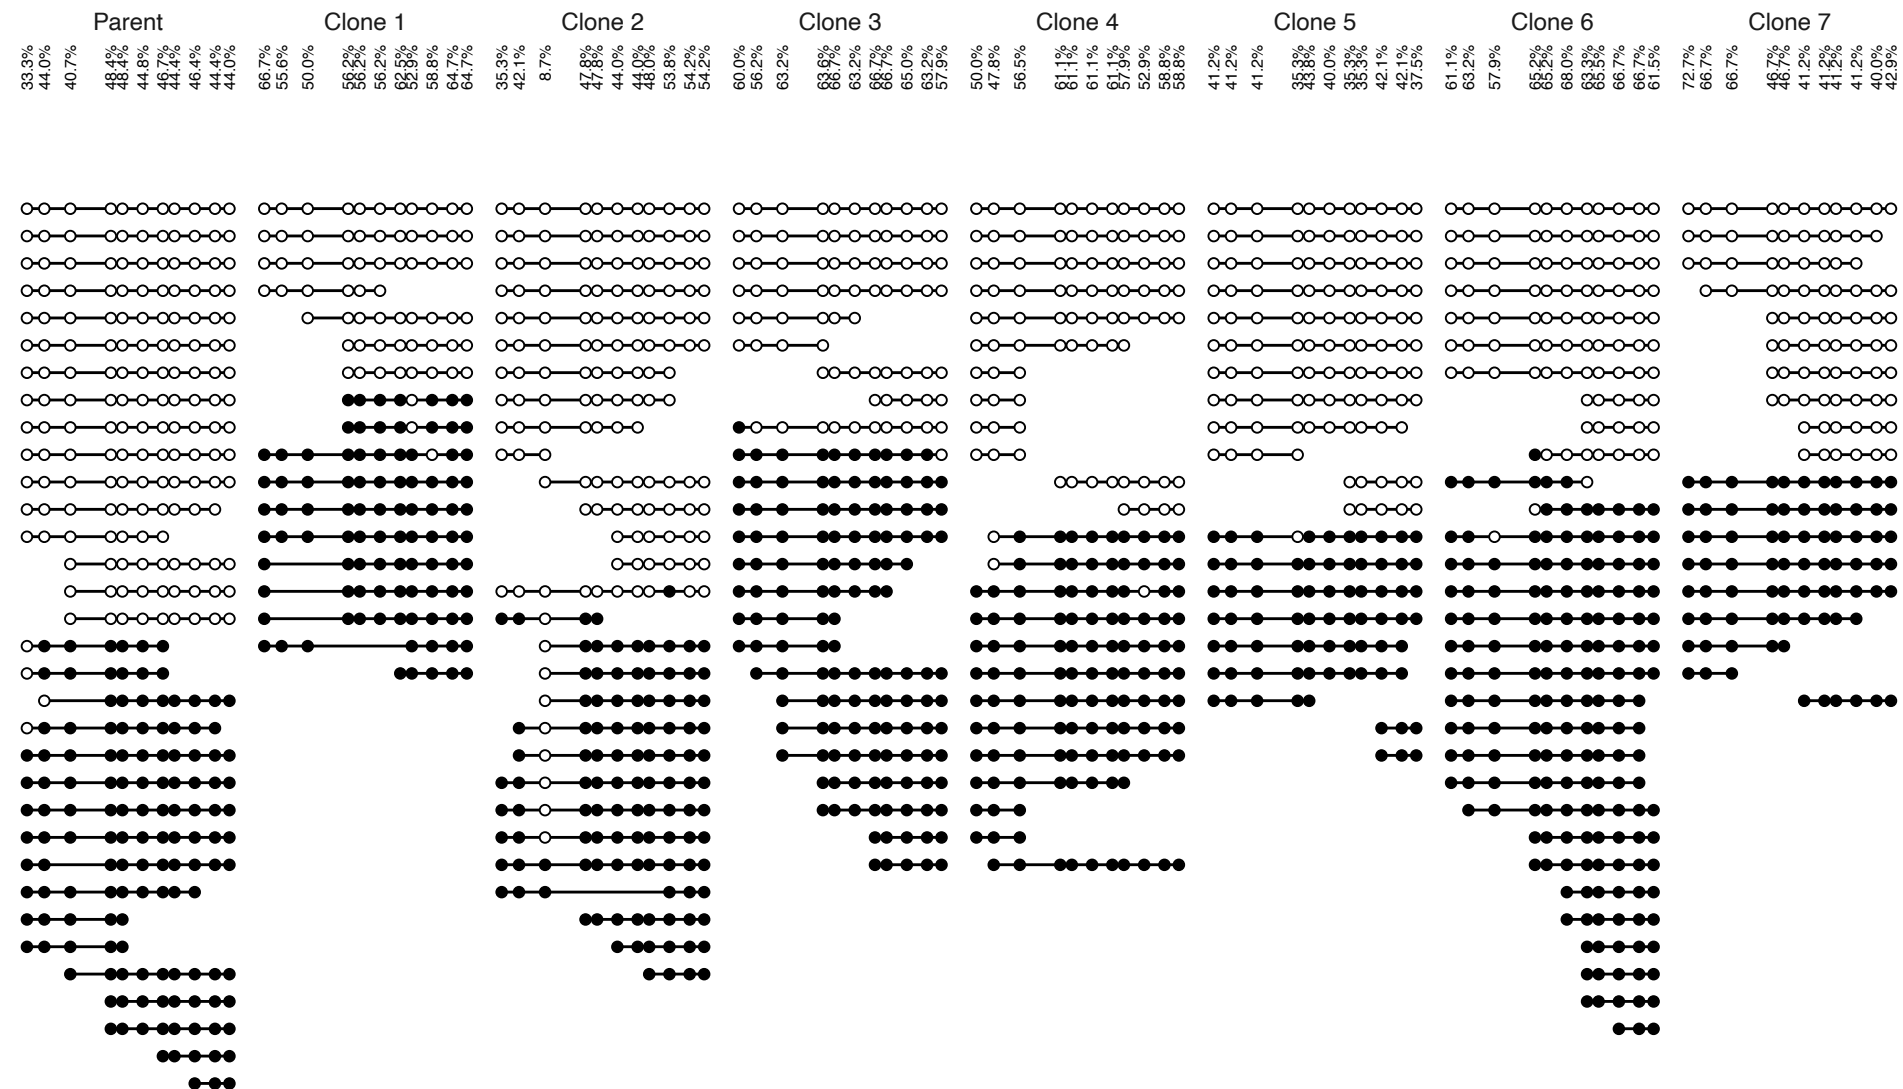

**Imprint *Gnas* (49 bp)**

chr2: 174,295,354, 174,295,403

MEF-2

Methylated CpG ●

Unmethylated CpG ○

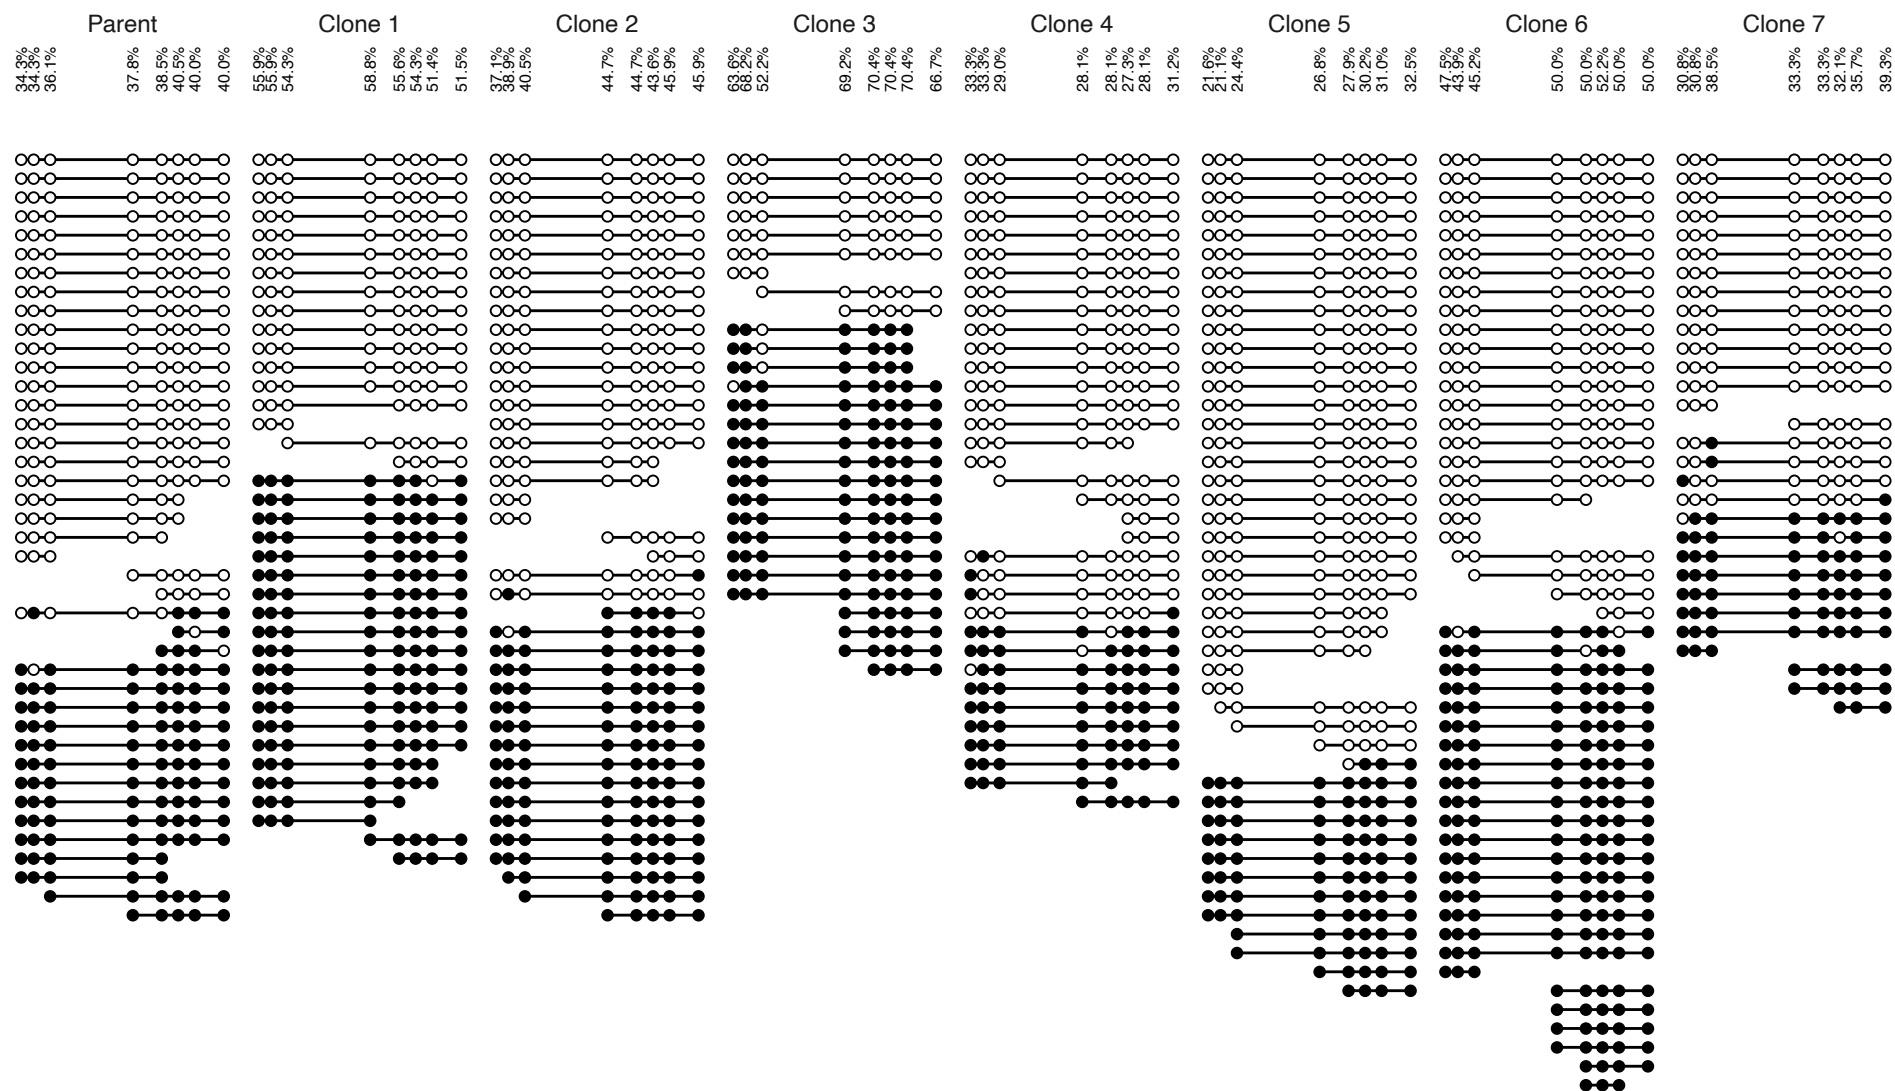

chr7: 143,295,570 - 143,295,640  
MEF-2

Methylated CpG ●  
Unmethylated CpG ○

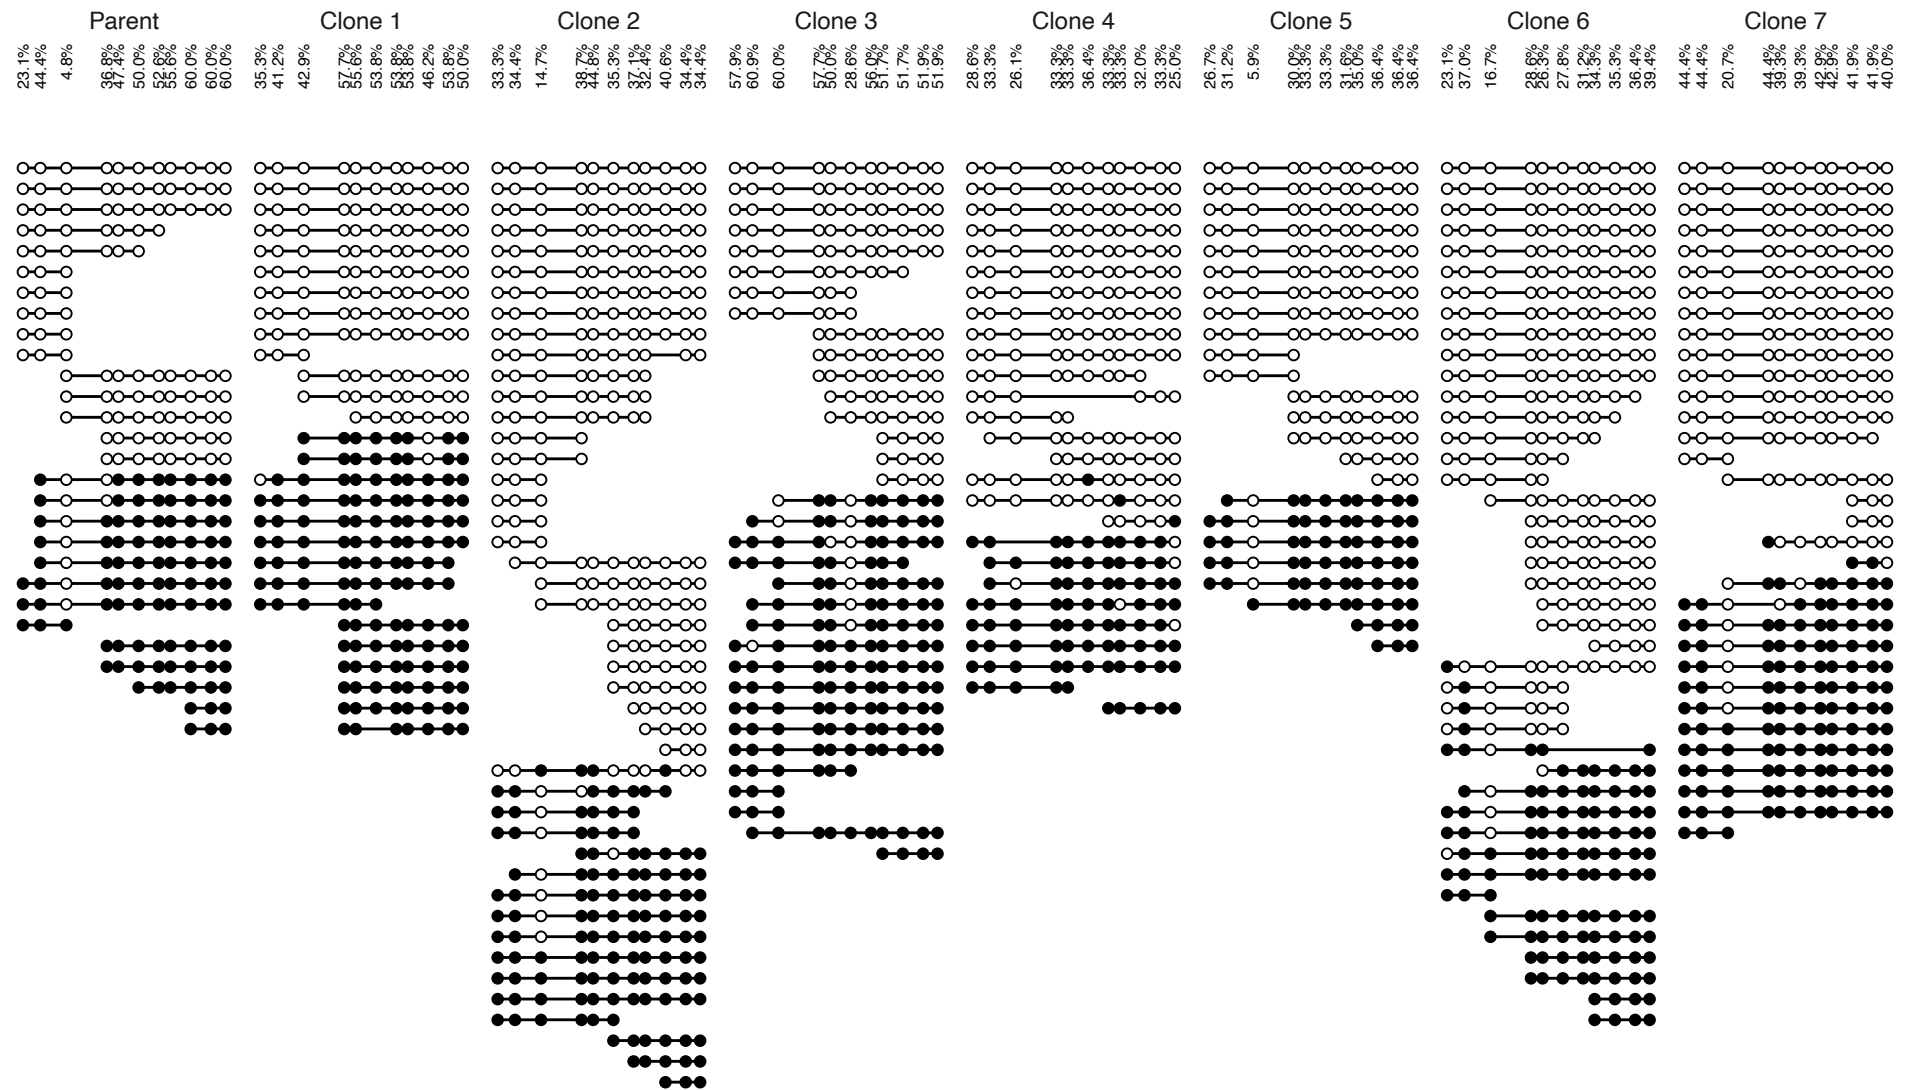

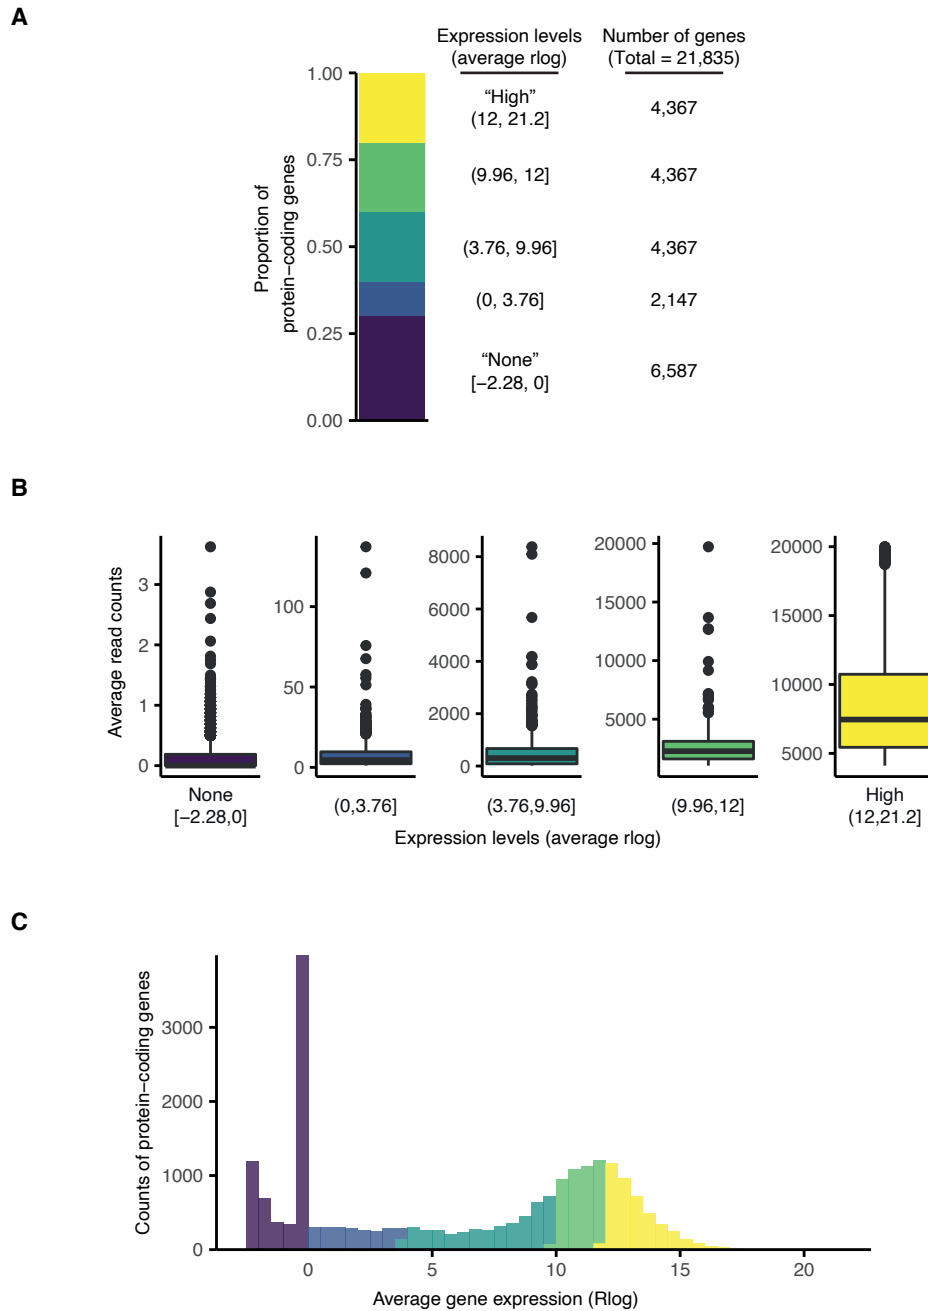

**Supplementary Fig. 20: Classifying expression levels in MEFs.** (A) Bar plot showing proportions of protein-coding gene expression levels as determined by average rlog expression ranges quantified using all MEF-1 and MEF-2 RNA-seq datasets. The annotation of all 21,835 protein-coding genes in the mouse genome is derived from Ensembl release 102. (B) Boxplots showing average read counts of the different expression levels. (C) Distribution of average gene expression rlog values coloured by gene expression levels. For (A) and (B), square brackets indicate that the boundary data point is included within the indicated dataset (inclusive), while the parentheses indicate that the boundary data point is not included (exclusive). The number of genes per expression level category is reported in (A) and is the same for both (B) and (C). For (B), the box of the boxplot shows the 25th, 50th, and 75th percentiles; the whiskers extend to  $1.5 \times \text{IQR}$  beyond the edges of the box (where  $\text{IQR} = 75\text{th} - 25\text{th}$  percentile), with outliers shown as dots.

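Of the Ensembl gene identifiers in the table, 54200 were found in the annotation used here and 253 were not, and the latter entered no group. This annotation lists 22028 protein-coding genes for the mouse, of which 156 were not in the table.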

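Averages of the protein-coding genes lay between −2.28 and 21.21. With genes counted in steps of 1 on the log2 scale, the distribution had 4295 genes from 0 up to 1, of which 3689 were at exactly 0 in all lines, and 2898 genes below 0. Above this, the fewest genes up to the main peak lay from 5 to 6 (485 genes), and the most from 11 to 12 (2336 genes). Among the 15285 genes with an average above 0 the median was 10.53. In single lines, the 40th percentile ran from 3.38 to 3.87 (SD 0.19, n = 16), the 60th from 9.89 to 9.99 (SD 0.031) and the 80th from 11.90 to 12.02 (SD 0.030), so that the bound below which the 2nd group ends was the one that varied most between lines.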

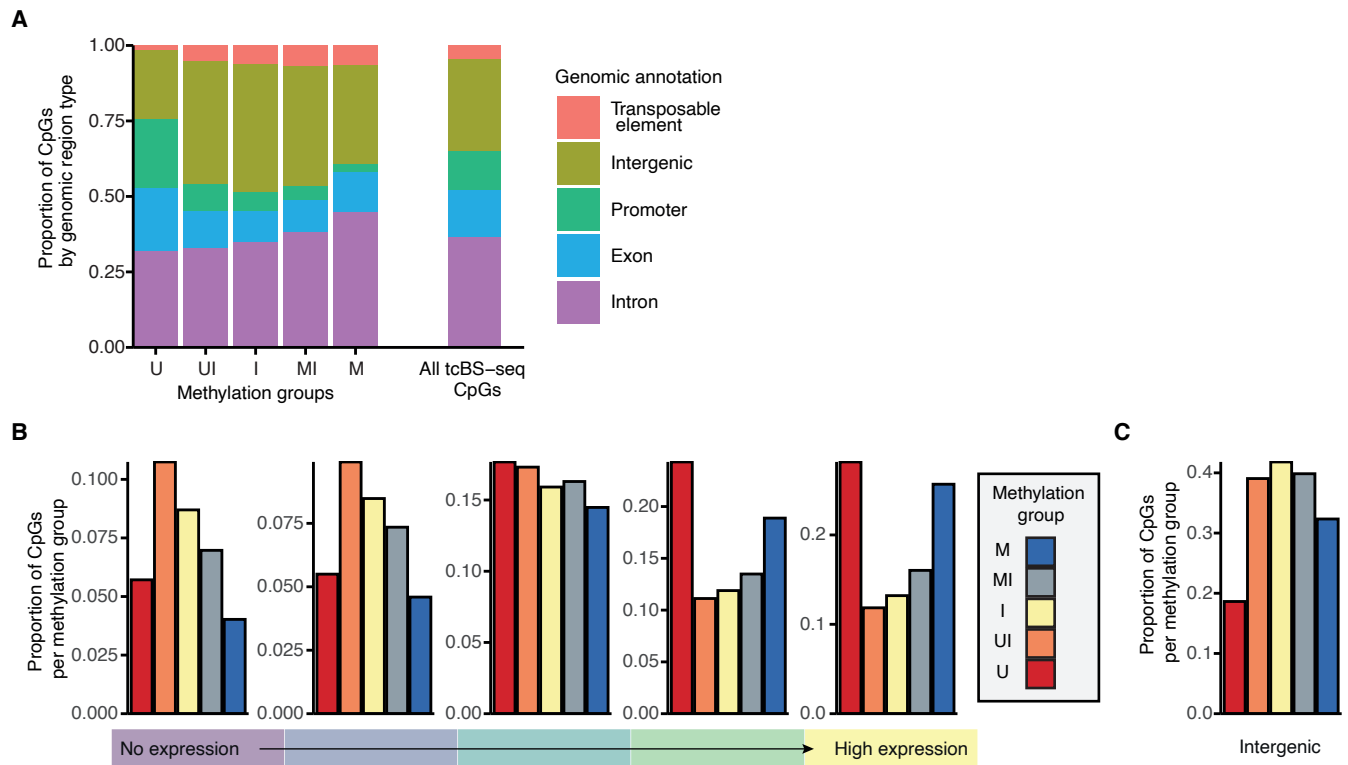

**Supplementary Fig. 21: CpGs that exhibit intermediate methylation associate with transcriptional inactivity in MEFs.**

(A) Relative distribution of different genomic annotations amongst the methylation groups and all CpGs assessed. (B) Proportion of CpGs in methylation groups that overlap with protein-coding genes of varying expression levels. For this overlap, 1000bp before the transcription start site is included at all protein-coding genes to account for CpGs that overlap with promoters. (C) Proportion of CpGs in methylation groups that are intergenic. CpGs that do not overlap with a protein-coding gene or promoter are classified as intergenic. Gene expression levels are represented by colours ranging from purple (no expression) to yellow (high expression).

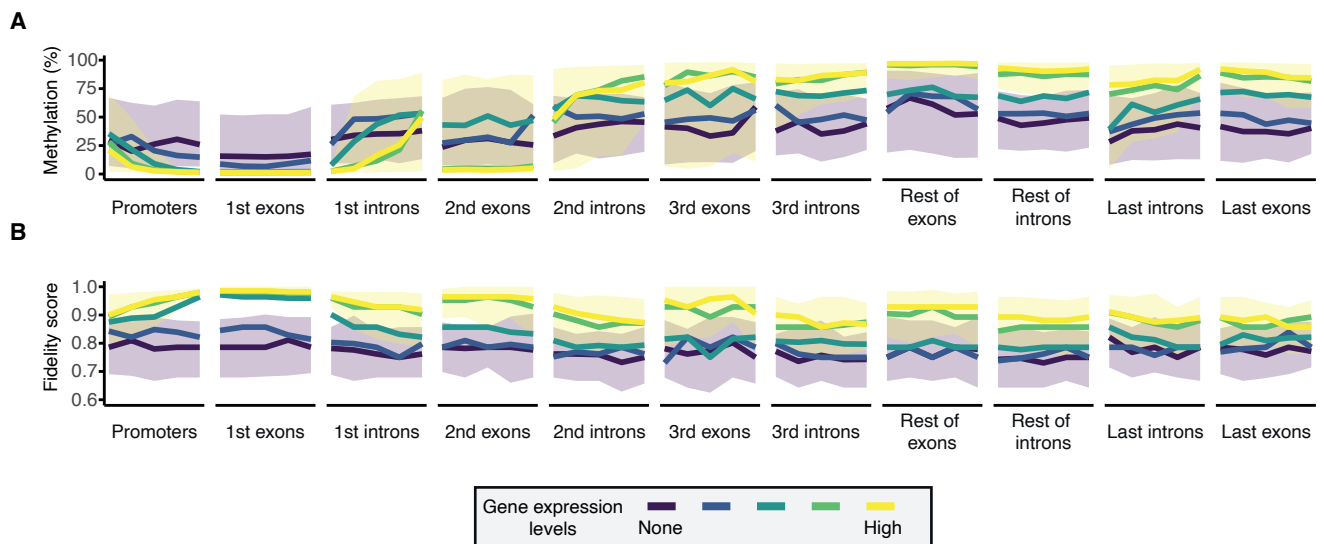

**Supplementary Fig. 22: Methylation levels and methylation fidelity at protein-coding genes of varying expression in MEFs.** (A) Methylation levels and (B) fidelity score characterised along regions of protein-coding genes. Each genic region is split into five tiles at which median (lines) or interquartile range (ribbons) of methylation or fidelity score is shown. Only genic regions covered by at least 3 CpGs are considered; single-exon genes are excluded. Gene expression levels are represented by colours ranging from purple (no expression) to yellow (high expression). Interquartile range ribbons for both methylation and fidelity score are only shown for the genes that are not expressed (light purple) or highly expressed (light yellow).

**A**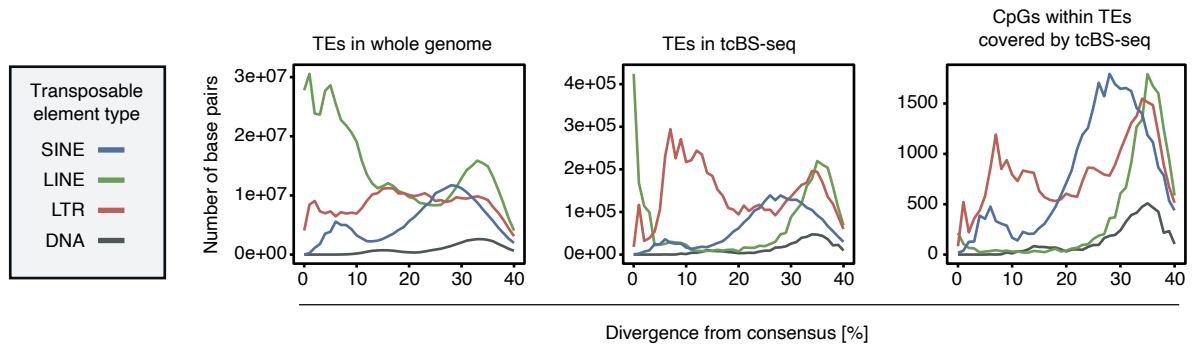**B**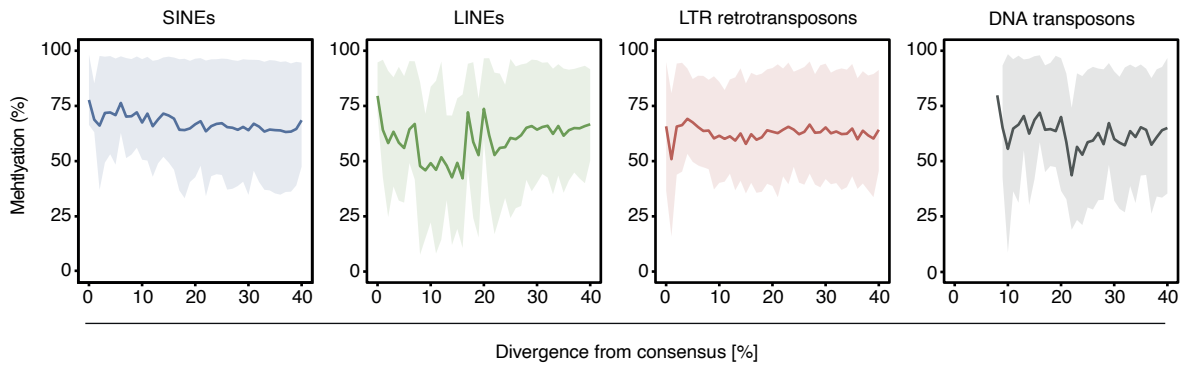**C**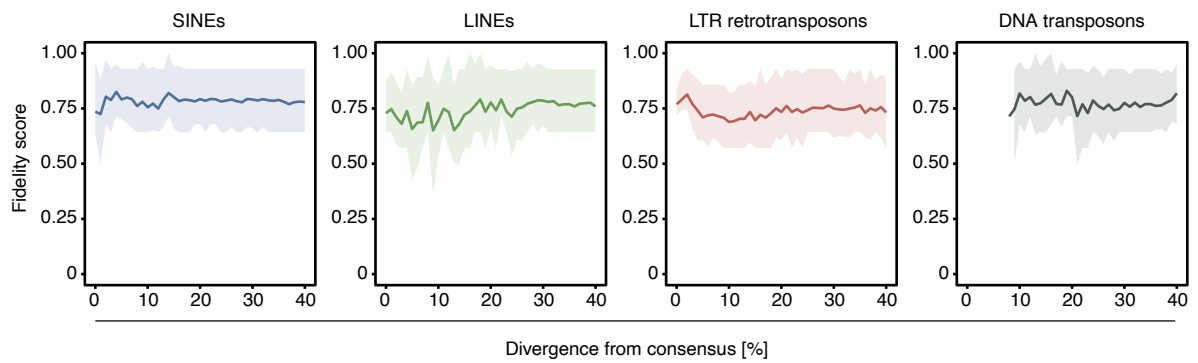**D**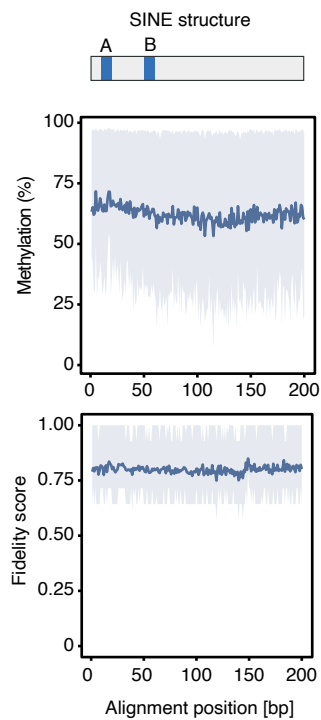

**Supplementary Fig. 23: Methylation fidelity at transposable elements.** (A) Plots showing base pair counts for TEs in the whole genome (left), TEs represented by the tcBS-seq data (middle), and the CpGs within TEs represented by the tcBS-seq data, with varying percent divergences from the consensus sequence. TE types are represented by colour: SINEs in blue; LINEs in green; LTR retrotransposons (LTR) in red; DNA transposons (DNA) in grey. (B and C) Plots of methylation level (B) or fidelity score (C) versus percent divergence from the consensus sequence for different TE types. (D) Plots of methylation level and fidelity score versus the position of a CpG within a SINE. Top bar shows the archetypal SINE structure relative to the alignment position on the x-axis of the plots below, with A- and B-block promoter regions coloured in blue. For all plots, methylation levels and fidelity score are calculated as averages across CpGs in each TE; lines represent mean values, while ribbons show the interquartile range.

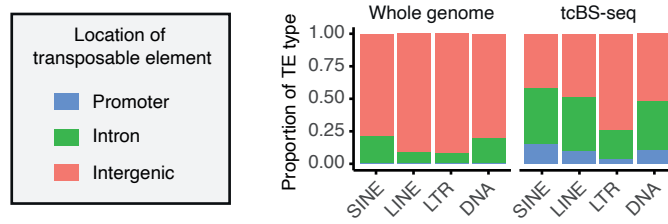

**Supplementary Fig. 24: Enrichment of genically located transposable elements in tcBS-seq.** Proportion of TE types across three different genomic locations (intergenic, intron, and promoter) both genome-wide (left) and in the tcBS-seq data (right). Genomic locations are represented by colour: promoter in blue; intron in green; intergenic in orange.

**A**

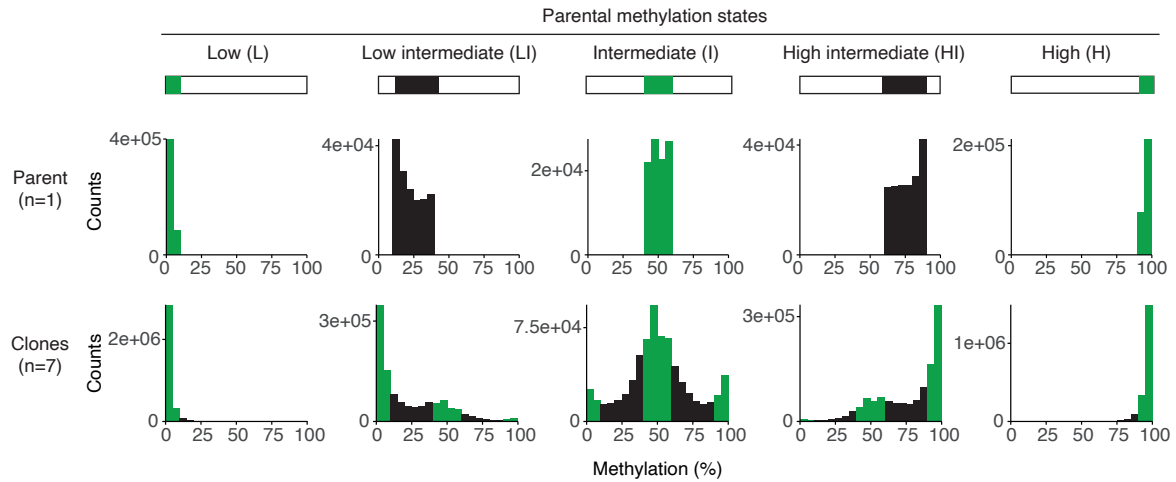

**B**

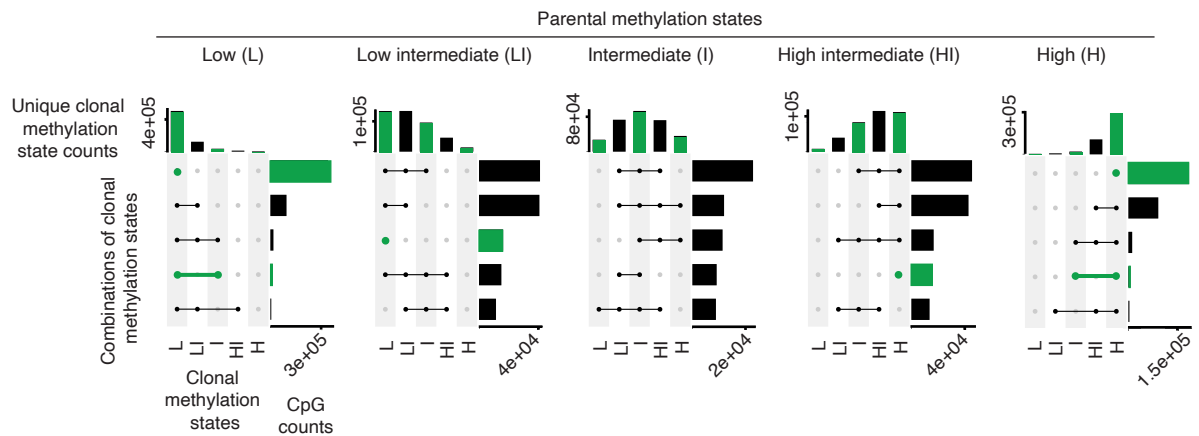

**Supplementary Fig. 25: Intermediately methylated CpGs are prone to probabilistic inheritance through clonal expansion in MEF-2 cell lines.** (A) Clonal line methylation distributions from different parental line methylation states for the MEF-2 cell lines. (B) UpSet plots of clonal line methylation states per CpG from different parental line methylation states for the MEF-2 cell lines. In each panel, the top bar plots show the number of unique clonal methylation states represented per CpG. The horizontal bar plots show the CpG counts that exhibit a certain combination of clonal methylation states. Only the five most representative clonal methylation state combinations are shown. Green bars represent cases of potential faithful methylation inheritance because this kind of methylation inheritance will only result in 0%, 50%, or 100% methylation states in the clonal lines. Similarly, green dots and lines in the UpSet plots represent cases and combinations of potential faithful methylation inheritance. Methylation states are defined quantitatively as the following: Low = 0-10%, Low intermediate = 10-40%, Intermediate = 40-60%, High intermediate = 60-90%, High = 90-100% methylation.

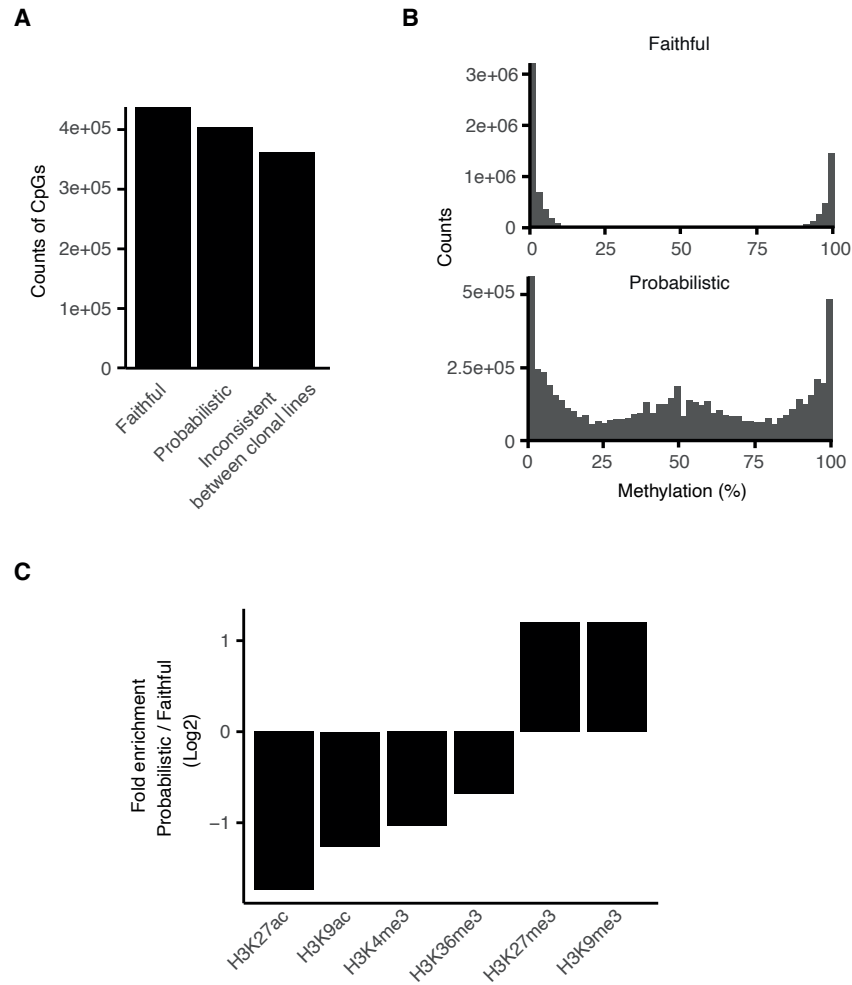

**Supplementary Fig. 26: Probabilistically methylated CpGs associate with repressive histone tail modifications H3K27me3 and H3K9me3.** A) Counts of faithfully and probabilistically methylated CpGs. CpGs are defined as faithful if all clonal lines exhibit [0-10], (40-60), or (90-100) % methylation. If at least one clonal line exhibits (10-40] or (60-90) % methylation in both MEF-1 and MEF-2, we define the CpGs as probabilistically methylated. CpGs that are inconsistently characterised as faithful or probabilistic between MEF-1 and MEF-2 are not considered for further analyses. (B) Methylation distributions of faithful and probabilistic CpGs across all MEF-1 and MEF-2 cell lines. (C) Enrichment of histone tail modification peak overlap with probabilistic versus faithful CpGs.

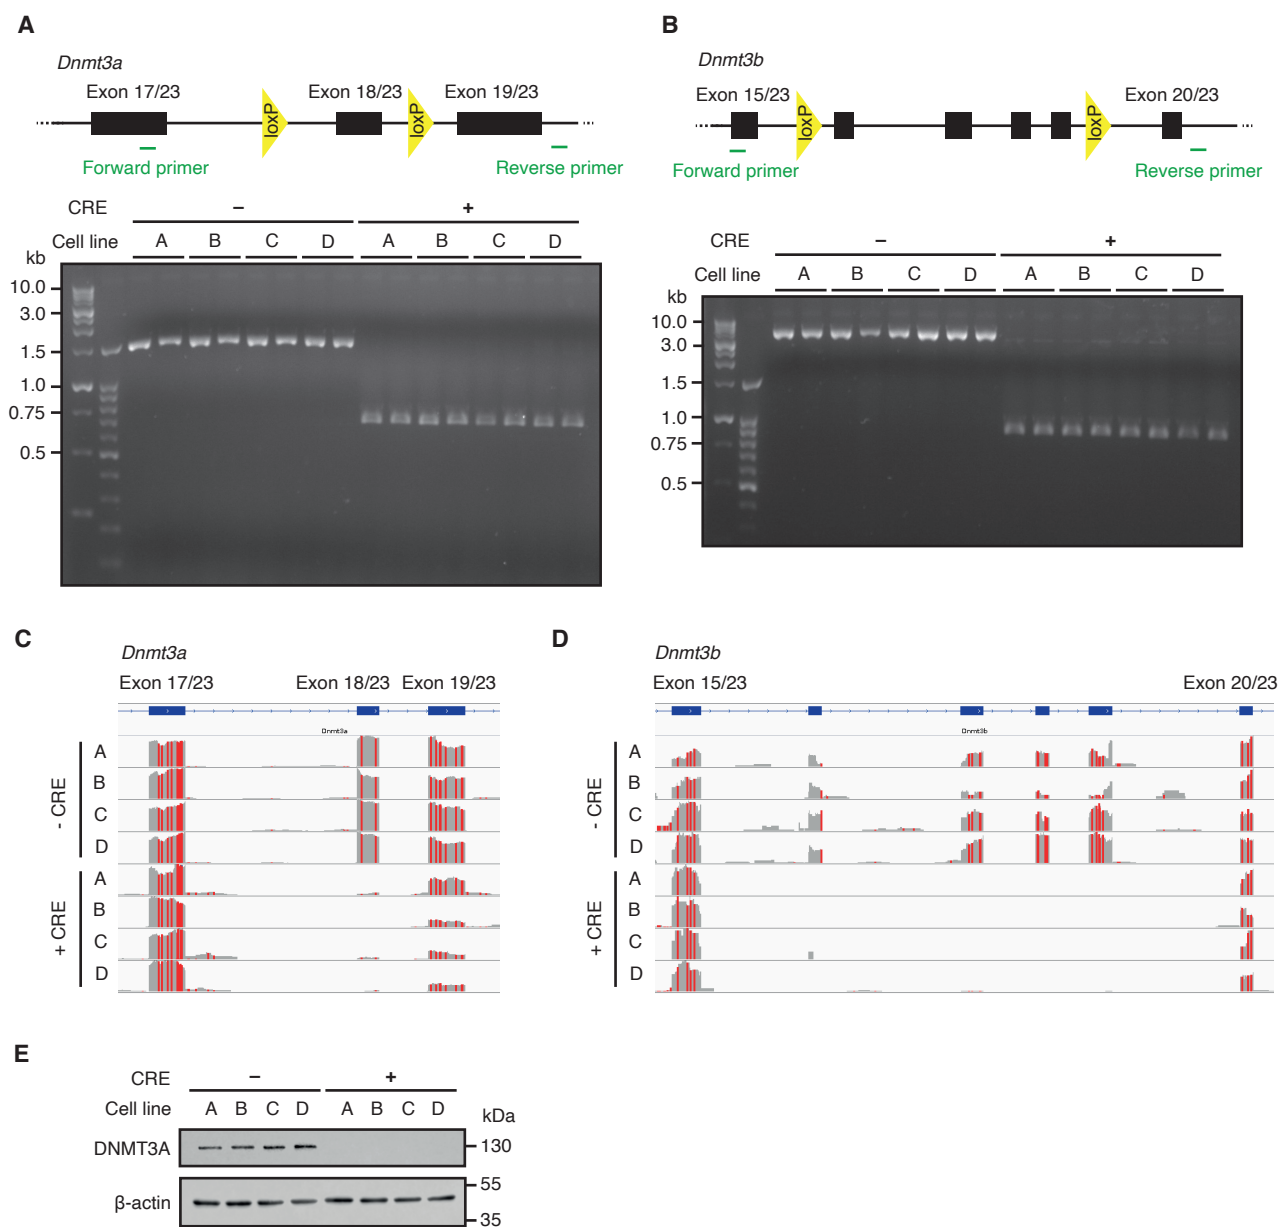

**Supplementary Fig. 27: Confirmation of induced Dnmt3a/3b DKO in primary MEFs.** (A) Top: diagram showing the location of the loxP sites flanking exon 18 of *Dnmt3a*, as well as the location of the primers used to confirm the knockout (KO). Bottom: agarose gel image of a PCR to confirm the TAT-CRE induced KO of *Dnmt3a* in the DNA. (B) Top: diagram showing the location of the loxP sites flanking exons 16-19 of *Dnmt3b*, as well as the location of the primers used to confirm the KO. Bottom: agarose gel image of a PCR to confirm the TAT-CRE induced KO of *Dnmt3b* in the DNA. (C and D) IGV screenshots of RNA-seq data showing the absence of transcripts that include the loxP flanked exons for both *Dnmt3a* and *Dnmt3b*. (E) Western blots of untreated and TAT-CRE-treated cell lines for DNMT3A and loading control  $\beta$ -actin. PCR gel images from (A) and (B) were each performed with four biological replicates (labelled as A, B, C, and D) and two technical replicates; the western blot from (E) was performed with four biological replicates (labelled as A, B, C, and D).

## Supplementary Figure 28

Uncropped western blots corresponding to Supplementary Fig. 27E.

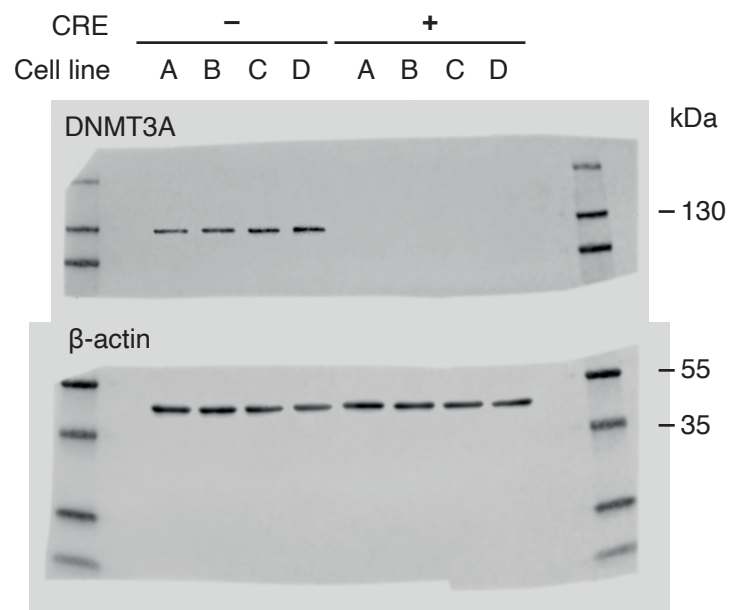

**Supplementary Table 1: Target capture bisulfite sequencing (tcBS-seq) coverage by CpG.**

| Region Type          | Annotation / Dataset         | Region                          | Number of CpGs in the genome<br>(Total = 21,353,092) | Percentage of CpGs in the genome<br>(Column 4 / 21,353,092) | Number of CpGs represented by tcBS-seq<br>(Total = 1,203,687) | Percentage of CpGs represented by tcBS-seq<br>(Column 6 / 1,203,687) | Percentage of CpGs represented by tcBS-seq by region<br>(Column 6 / Column 4) |
|----------------------|------------------------------|---------------------------------|------------------------------------------------------|-------------------------------------------------------------|---------------------------------------------------------------|----------------------------------------------------------------------|-------------------------------------------------------------------------------|
| Genic                | GENCODE (M20)                | Promoters<br>(1kb prior to TSS) | 1,536,326                                            | 7.2%                                                        | 320,221                                                       | 26.6%                                                                | 20.84%                                                                        |
|                      |                              | Exons                           | 2,396,981                                            | 11.2%                                                       | 334,342                                                       | 27.8%                                                                | 13.95%                                                                        |
|                      |                              | Introns                         | 10,005,524                                           | 46.9%                                                       | 621,419                                                       | 51.6%                                                                | 6.21%                                                                         |
| Transposable element | RepeatMasker                 | SINEs                           | 1,908,515                                            | 8.9%                                                        | 23,982                                                        | 2.0%                                                                 | 1.26%                                                                         |
|                      |                              | LINEs                           | 3,153,540                                            | 14.8%                                                       | 6,268                                                         | 0.5%                                                                 | 0.20%                                                                         |
|                      |                              | LTRs                            | 2,606,533                                            | 12.2%                                                       | 22,043                                                        | 1.8%                                                                 | 0.85%                                                                         |
|                      |                              | DNA transposons                 | 205,354                                              | 1.0%                                                        | 3,367                                                         | 0.3%                                                                 | 1.64%                                                                         |
| CpG island           | UCSC                         | CpG islands                     | 1,076,260                                            | 5.0%                                                        | 280,479                                                       | 23.3%                                                                | 26.06%                                                                        |
| Replication timing   | Repliseq (MEFs)<br>GSE196749 | Early fraction                  | 11,990,691                                           | 56.2%                                                       | 956,368                                                       | 79.5%                                                                | 7.98%                                                                         |
|                      |                              | Late fraction                   | 8,407,912                                            | 39.4%                                                       | 203,226                                                       | 16.9%                                                                | 2.42%                                                                         |

Supplementary Table 2: Target capture bisulfite sequencing (tcBS-seq) coverage by region.

| Region Type          | Annotation    | Region                       | Total number of regions with at least one CpG in the mm10 genome | Number of regions with tcBS-seq methylation data | Regions with tcBS-seq methylation data (%) |
|----------------------|---------------|------------------------------|------------------------------------------------------------------|--------------------------------------------------|--------------------------------------------|
| Genic                | GENCODE (M20) | Promoters (1kb prior to TSS) | 74,392                                                           | 20,273                                           | 27.3%                                      |
|                      |               | Exons                        | 240,736                                                          | 33,321                                           | 13.8%                                      |
|                      |               | Introns                      | 173,791                                                          | 39,879                                           | 22.9%                                      |
| Transposable element | RepeatMasker  | SINEs                        | 1,008,782                                                        | 19,287                                           | 1.9%                                       |
|                      |               | LINEs                        | 617,830                                                          | 7,098                                            | 1.1%                                       |
|                      |               | LTRs                         | 618,058                                                          | 13,443                                           | 2.2%                                       |
|                      |               | DNA transposons              | 112,711                                                          | 2,851                                            | 2.5%                                       |
| CpG island           | UCSC          | CpG islands                  | 15,997                                                           | 11,360                                           | 71.0%                                      |

**Supplementary Table 3: Publicly available bisulfite-sequencing and RNA-sequencing datasets.**

| Cell type             | Library Prep Type | GEO / ENCODE accession             | ENCODE (Bed file)        |
|-----------------------|-------------------|------------------------------------|--------------------------|
| Primary MEFs          | WGBS              | GSM2648457                         | -                        |
| 3T3 immortalised MEFs | WGBS              | GSM4942823, GSM4942824, GSM4942825 | -                        |
| E13.5 mouse limb      | WGBS              | ENCSR700FCF                        | ENCFF556ENA, ENCFF834PXN |
| E14.5 mouse limb      | WGBS              | ENCSR099RYD                        | ENCFF176VLZ, ENCFF038IVS |

Supplementary Data Table 4: Number of genes and genic regions represented in methylation data.

| Genic region                              | Cell type | Promoter | 1st exon | 1st intron | 2nd exon | 2nd intron | 3rd exon | 3rd intron | Rest of exons (number of exons) | Rest of introns (number of introns) | Last intron | Last exon |
|-------------------------------------------|-----------|----------|----------|------------|----------|------------|----------|------------|---------------------------------|-------------------------------------|-------------|-----------|
| Genes represented in methylation data (#) | MEF       | 9,583    | 6,327    | 8,797      | 2,194    | 3,227      | 1,109    | 1,980      | 2,391 (3,421)                   | 4,511 (8,677)                       | 2,395       | 2,668     |

**Supplementary Table 5: Counts and ratios of faithful and probabilistic CpG overlap with various histone tail modification peaks.**

| <b>Histone tail modification</b> | <b>Faithful<br/>Total # CpGs= 437,834<br/># overlapped CpGs<br/>(% overlapped CpGs)</b> | <b>Probabilistic<br/>Total # CpGs = 403,672<br/># overlapped CpGs<br/>(% overlapped CpGs)</b> | <b>ENCODE (Bed file)<br/>E13.5 Limb</b> | <b>ENCODE (Accession)<br/>E13.5 Limb</b> |
|----------------------------------|-----------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|-----------------------------------------|------------------------------------------|
| H3K27ac                          | 167,886                                                                                 | 46,448                                                                                        | ENCFF283BKX                             | ENCSR905FFU                              |
|                                  | (38.3%)                                                                                 | (11.5%)                                                                                       |                                         |                                          |
| H3K9ac                           | 230,562                                                                                 | 88,587                                                                                        | ENCFF733UCO                             | ENCSR462BZP                              |
|                                  | (52.7%)                                                                                 | (21.9%)                                                                                       |                                         |                                          |
| H3K4me3                          | 266,086                                                                                 | 119,898                                                                                       | ENCFF829LEB                             | ENCSR416OYH                              |
|                                  | (60.8%)                                                                                 | (29.7%)                                                                                       |                                         |                                          |
| H3K36me3                         | 36,409                                                                                  | 20,871                                                                                        | ENCFF404DJU                             | ENCSR639IQR                              |
|                                  | (8.3%)                                                                                  | (5.2%)                                                                                        |                                         |                                          |
| H3K27me3                         | 37,070                                                                                  | 78,360                                                                                        | ENCFF223KSJ                             | ENCSR709CLU                              |
|                                  | (8.5%)                                                                                  | (19.4%)                                                                                       |                                         |                                          |
| H3K9me3                          | 3,019                                                                                   | 6,407                                                                                         | ENCFF293BQI                             | ENCSR022DED                              |
|                                  | (0.7%)                                                                                  | (1.6%)                                                                                        |                                         |                                          |

# Supplementary material for: Epigenetic inheritance is unfaithful at intermediately methylated CpG sites
**Source:** Nat Commun. 2023 Sep 2;14:5336. doi: 10.1038/s41467-023-40845-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

## Data analysis

All code used to perform the analyses is available on GitHub ([https://github.com/AFS-lab/methylation\\_fidelity](https://github.com/AFS-lab/methylation_fidelity)).

Trim Galore (v0.6.0)  
 Bismark (v0.22.3)  
 R (v3.6.1)  
 Salmon (v1.5.2)  
 DESeq2 (v1.24.0)  
 SeqPlots (v3.0.12)  
 ggplot2 (v3.3.5)  
 readr (v2.0.1)  
 dplyr (v1.0.7)  
 Python (v3.5.3)  
 GNU bash (v4.4.12)  
 GNU Awk (v4.1.4)  
 GenomicRanges (v1.36.1)  
 UpSetR (v1.4.0)  
 RColorBrewer (v1.1-2)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE234695 (parental/clonal tcBS-seq and total RNA-seq; Dnmt3a/3b DKO tcBS-seq) and to the Sequence Read Archive (SRA, <https://www.ncbi.nlm.nih.gov/sra>) under accession number PRJNA980423 (Dnmt3a/3b DKO RNA-seq).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Not applicable

Population characteristics

Not applicable

Recruitment

Not applicable

Ethics oversight

Not applicable

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample size. Information about sample collection and replication is presented in the Methods section. We performed methylation and RNA sequencing experiments on 14 clones derived from 2 parental cell lines with the intention to maximise the number of experiments while keeping costs reasonable. Additionally, we performed methylation and RNA sequencing experiments on 4 biological replicates of double knockout and corresponding control cell lines.

Data exclusions

Methylation data with fewer than 10 reads per CpG site were excluded because they may not accurately reflect methylation statuses. Methylation data at aneuploidic chromosomes were excluded because they do not fall within the framework of the study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

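Total RNA was sequenced from 16 immortalised mouse embryonic fibroblast lines, the parental lines MEF-1 and MEF-2 and 7 clonal lines of each, with 1 library per line. The authors trimmed the reads, quantified transcripts with Salmon against mm10, and deposited log2 values made with the regularised log (rlog) transformation of DESeq2, 1 per gene and line, divided by library size factors and shrunken towards the average of the gene. How transcripts were brought together into genes, and whether the transformation was blind to the groups, is not named in the paper's text. The mapping of libraries to lines was taken from the sample labels and the clone numbers used in the paper, and all names in the table had a sample (0 without one).

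The tests had been planned for counts, with log2 values as the stated fallback. As the deposited values are on the log2 scale and hold no counts, differences between clonal lines were fitted with limma on the rlog values, chromosome medians were taken from the rlog values without a pseudocount, and a gene was taken as varying between the clonal lines of one parental line when its rlog values covered a range of 4 or more, a limit set after the data had been seen. Alternatives that need counts were not run. The number of reads per line is unknown. The level given to genes without reads orders the lines by size factor but gives no number of reads, so no interval or floor from counting is given. A low value on its own cannot be told from the absence of reads, and only a comparison with that level bears on this.

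Genes were matched by Ensembl identifier to GENCODE mouse release 21, the annotation at hand, which corresponds to Ensembl release 96 and has the coordinates of mm10. Coordinates are 1-based. The 5 expression groups follow Supplementary Fig. 20, with an average of 0 or lower as none and the 40th, 60th and 80th percentiles as the other bounds. Genes with an average above 0 entered the fit of 7 MEF-1 against 7 MEF-2 clonal lines (15285 genes), with a trended variance prior and Benjamini-Hochberg adjusted p-values under 0.05 as calls. The pairing of clones by number comes from the sample labels only, as same-numbered clones of MEF-1 and MEF-2 are different cells.

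For each chromosome, the median over its genes above the 40th percentile of the average (13099 genes) of the value minus the mean of the 14 clonal lines was taken per line, each line centred on its median over autosomal genes. MEF-1 and MEF-2 clonal lines were compared with exact permutation tests, two-sided, adjusted over 20 chromosomes. Changes of coverage in single clonal lines were read by eye from Supplementary Fig. 1B before the data were examined and compared with the RNA by permuting clone numbers within each parental line (100000 draws). Gene lists (Hox genes and imprinted genes, the latter written from general knowledge) were compared with 10000 random lists matched on average expression.

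Genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names, the sex-linked genes, 8 genes of DNA methylation and demethylation, the gene with the highest average, the gene closest to the median of each expression group, the 3 autosomal genes with the largest difference in each direction without overlap between the clonal lines of MEF-1 and MEF-2, and the 3 varying genes with the highest value in each set of clonal lines. Genes outside this rule are named as chosen later.

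Each computation over many genes was tested on simulated data. Of 200 genes shifted by 1 on the log2 scale among 15285, limma called 172, and 11 of the unshifted genes were called. Of 20 simulated chromosomes, the 1 shifted by 0.2 was called, but so were 11 others, by at most 0.024, since the centring of a line moves with a shifted chromosome. With each line centred on the median of the medians of the autosomes, 0 others were called. The number of chromosomes called is for this reason not interpreted, and chromosome differences are given by size. A list of 40 genes raised by 1 lay at percentile 100 of random lists, and 2 of 20 random lists lay above the 95th.

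The work was done with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1). Target capture bisulfite sequencing, the Dnmt3a/3b knockout lines and the public datasets of the paper were not analysed here.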

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

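The tests of Y-linked genes in MEF-1 clonal line 5, of reads of Bcl11a in MEF-1 and of windows along a chromosome were chosen only after the result was seen, and the other tests of this part after the pattern but before their own result.

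Each named gene and each chromosome median was examined among the 7 clonal lines of MEF-1 and among the 7 of MEF-2, in 114 sets of 7 values. In 22 of them, the highest or lowest line was far from the others, with a gap to the nearest line that takes up most of the whole range (Dixon's test). By chance this happens in about 1 of 20 sets, or 5.7 of 114. The count was 11 of 74 sets for genes, where chance gives 3.7, and 11 of 40 for chromosomes, where chance gives 2.

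Among the genes, the widest gap was that of Tmem132e in MEF-2 clonal line 5, at 4.66 when the nearest other MEF-2 clonal line was at 9.56 and the median of the other 6 was 10.33. The MEF-1 clonal lines had no more than 4.33. Penk in MEF-2 clonal line 3 was at 11.46 with the nearest line at 10.32. The others were narrow: Tet3 in MEF-2 clonal line 3 at 13.61 (nearest 13.81), Dnah2 in MEF-1 clonal line 5 at 11.93 (nearest 12.11), Kcnq1 in MEF-2 clonal line 4 at 1.68 (nearest 1.35) and Thbs1 in MEF-1 clonal line 7 at 21.05 (nearest 21.33). A shift of the whole chromosome in that line was tested by taking each line's chromosome median away. After this, 5 of the 6 genes were still as far from the other lines. Thbs1, on chromosome 2, was not, with the gap at 0.381 of the range. Chromosome 2 of MEF-1 clonal line 7 was at −0.12 against the median of the other 6, which is less than the drop of Thbs1 from their median of 21.44, so that the chromosome covers a part of it. Slc16a8 was at −2.07 in MEF-1 clonal line 1 and at −2.07 in MEF-2 clonal line 6, with every other clonal line at −2.10 or lower, and so close to the level of genes without reads that the difference is not interpreted. Kcnq1 overlaps Kcnq1ot1 on the other strand, and reads shared between such genes were not tested. The design gives no condition that separates single clonal lines, and no biological explanation was tested.

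In MEF-1 clonal line 5, Eif2s3y was at 8.63 with the nearest line at 9.97, and Uty at 8.84 with the nearest at 9.95. Ddx3y and Kdm5d were also lowest in this line. Against the median of the other 6 MEF-1 clonal lines, the differences of the 4 genes were −1.56 (Uty), −1.69 (Ddx3y), −1.79 (Kdm5d) and −1.92 (Eif2s3y). Cells of a MEF-2 line mixed into this line would add Xist, but Xist was lower there, at 8.75 with the nearest line at 8.80, and −0.063 against the median of the other 6. That gap in Xist was itself far from the other lines by the same measure, in a range of 0.07. Loss of the Y chromosome in part of the cells is a candidate explanation, since all 4 genes fell by similar amounts, but the genes tested are those in which the pattern was seen, so that this test cannot tell it from other explanations. The coverage of the Y chromosome was not analysed here.

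The chromosome medians were each given relative to the autosomal median of the line and the mean of the 14 clonal lines. In MEF-1, chromosomes 8 and 17 of clonal line 1 (−0.13 and −0.23), chromosome 14 of line 2 (−0.19), chromosome 15 of line 5 (0.19), chromosome 11 of line 6 (−0.12) and chromosome 5 of line 7 (0.25) were far from the other lines. In MEF-2 the same held for chromosomes 2, 5, 7 and 14 of clonal line 3 (−0.25, −0.028, 0.089 and −0.23) and chromosome 10 of line 4 (0.12). Of these 11, 9 had been read as a change of DNA coverage in the same line from Supplementary Fig. 1B beforehand. The other two, chromosomes 5 and 7 of MEF-2 clonal line 3, were tested for an effect of centring, as this line has lower chromosomes 2 and 14. With each line centred on the median of the autosomes' medians, 0 of them were still as far from the other lines (gaps of 0.0693 and 0.391 of the range), so that centring is a sufficient explanation for both. A change of part of a chromosome was tested in windows of 10 Mb. Among the changes read as clear, the median had 100% of its windows in the direction of the chromosome, and all windows moved this way in 13 of 16. Of the 9 changes, chromosome 11 of MEF-1 clonal line 6 and chromosome 10 of MEF-2 clonal line 4 had been read as slight, with 11 of 13 and 13 of 13 windows in the direction, and chromosome 5 of MEF-1 clonal line 7 had 15 of 16. The lowest share of all 22 changes read was that of chromosome 7 of MEF-1 clonal line 6, read as slight and not among the 9, with 6 of 15 windows and a median of −0.018 against the other 6 lines. Gains and losses of whole chromosomes in single lines may therefore underlie the 9 changes, which remains a hypothesis, as GC content was not tested.

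Bcl11a and chromosome 12 moved in opposite directions from the parental line in the 2 sets. All 7 MEF-1 clonal lines were below their parental line in Bcl11a (mean −0.26) and all 7 MEF-2 clonal lines above theirs (mean 0.86). For chromosome 12 the means were −0.25 in MEF-1 and 0.049 in MEF-2. The difference between the sets was not tested, and each parental line has 1 library, which alone can give such a pattern. Values of Bcl11a in MEF-1 did not follow the level of genes without reads over the 8 lines (Pearson's r = 0.420, exact permutation p = 0.310; Spearman's rho = 0.333, exact permutation p = 0.428; r = 0.365 without the 2 lines farthest from the median level; adjusted p = 0.372 over 6 relations). For chromosome 12, centring each line on the median of the autosomes' medians left all 7 MEF-2 clonal lines above their parental line, the closest by 0.013, and all 7 MEF-1 clonal lines below theirs, the closest at −0.25. The mean move in MEF-2 is smaller than that in MEF-1, and both are larger than the SD between the clonal lines of the set (0.017 and 0.021).

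The paper analysed protein-coding genes. Of the other annotated genes, 74 had an average above the lower bound of the group “high”. They include 14 processed pseudogenes, 10 long intergenic RNAs, 7 small nuclear RNAs and 6 small nucleolar RNAs. The highest average, 22.47, was that of Rn7s1, above that of any protein-coding gene, and Malat1 was at 18.77. These genes were chosen after their values were seen. Reads shared with the parent genes of pseudogenes were not tested, and no explanation is offered.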

How the results depend on the processing

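No test in this part was chosen after its result, but the alternatives named as added were chosen after seeing the data. The other alternatives, the planned designs and the rule for the named genes were set before the data were examined, apart from the limit for varying genes in that rule, and Gm49486, Dst and Inpp5b were named after their values were seen.

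The number of genes without expression ran from 6573 to 6633 over the choices of lines and of mean or median, against 6587, and was 5580 of the autosomal genes outside chromosomes 12, 18 and 19. The lower bound of the group “high” stayed between 11.96 and 11.98 under all 6 alternatives. The upper bound of the 2nd group, 3.75, was 3.49 with the 8 MEF-2 lines alone, a move larger than the SD between lines, and between 3.63 and 3.89 under the other 5. The share of genes with the same group in MEF-1 and MEF-2 rose from 90.6% to 91.1% on autosomal genes outside chromosomes 12, 18 and 19. In both cases the cause was not tested. The number of genes that cover 3 or more groups in single lines was 179, 173 with the clonal lines alone and 149 on those autosomal genes.

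Between the clonal lines of MEF-1 and MEF-2, limma called 8573 genes. With the clone number as a replicate block it called 8226, 8039 of them shared. Same-numbered clones did not deviate together, with a median correlation of 0.046 over 7 pairs, so the block is not a pairing of samples. The 4 sex-linked genes and the 6 genes of DNA methylation and demethylation called were also called with the block. With parental lines included there were 8480 calls, and on autosomal genes outside chromosomes 12, 18 and 19 there were 7187. Among the added alternatives, a filter at the 60th percentile of the average gave 5099 calls among 8749 genes tested, against 8573 among 15285, with 5063 of them shared and 56.5% of them higher in MEF-2, and the other 4 gave from 7760 to 8573. Of the calls, 49.1% were higher in MEF-2, and 44.7% with each line centred on its autosomal median.

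For 32 named genes in the fit there were 234 values under other settings, of which 230 kept their direction and their side of an adjusted p of 0.05. Tet2 changed sign with the parental lines included, from −0.03 to 0.00118, both within the error (limma's adjusted p = 0.821 and 0.991, range over alternatives 0.631 to 0.991). Dnmt1 was no longer called there (0.24, limma's adjusted p = 0.0629, range over alternatives 0.0293 to 0.0629). Thbs1, at the upper end of expression, was called only with a filter at the 60th percentile or without the trend in the variance prior, both added (limma's adjusted p = 0.0238 and 0.00813, range 0.00813 to 0.581). An exact permutation test of its 7 against 7 clonal lines gave p = 0.00816, not adjusted over genes. In the main fit its standard error was 0.28, beside SDs of 0.15 in MEF-1 and 0.17 in MEF-2 clonal lines. The cause was not tested in these cases.

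The number of chromosomes with an adjusted p under 0.05 was 9, and 14 when each line was centred on the median of the autosomes' medians, an added alternative. It was 11 with chromosomes 12, 18 and 19 left out of the centring and 12 with genes above the 60th percentile. Chromosomes 12, 18 and 19 and the X chromosome kept their direction and an adjusted p under 0.05 in all of these, with chromosome 18 between −0.29 and −0.26. Of the changes of coverage read from Supplementary Fig. 1B, 22 of 22 had the same direction in RNA, 16 of 16 of the clear ones, and 21 of 22 above the 60th percentile.

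The number of genes with a range of 4 or more depends on that limit, which was itself set after seeing the data. It was 87 in the MEF-1 and 56 in the MEF-2 clonal lines, 227 and 190 with a range of 3 or more, 42 and 20 with a range of 5 or more, and 77 and 42 on autosomal genes outside chromosomes 12, 18 and 19. MEF-1 had more such genes than MEF-2 in each case.

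The following were not run because they need counts: DESeq2's Wald test, upper-quartile normalization and DESeq2's size factors in the fit, filters on counts, limma on log2(CPM + pseudocount), classification from log2 of normalized counts or by a maximum of counts, other limits on CPM and other pseudocounts in the chromosome medians, and limits on CPM or counts for genes on in one clonal line and off in another. The fit on rlog values, listed as an alternative, became the one reported. As the depth is unknown, low values in the 2nd group and below are limited by it to an unknown extent.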

Differences from the paper's values

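No test in this part was chosen after its result. The values the paper states in its text for the classification were within 1.5 times of those found here. The table held 21872 protein-coding genes against the paper's 21835, and 20614 with more than 1 exon against the paper's 20273. The shares without expression and with high expression, 30.1% and 20.0%, stand beside the paper's approximate 30% and 20%. The number of genes without expression, 6587, is about 6600 in Supplementary Fig. 20, read by eye, and the bounds 3.75 and 11.96 are about 3.8 and about 12 there.

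The legend of Supplementary Fig. 1 gives a higher DNA coverage of chromosome 19 in the MEF-1 lines and, in the same sentence, assigns an additional copy to the MEF-2 lines. In RNA, the median of chromosome 19 was higher in MEF-1, at 0.19 ± 0.026 (SD, n = 7 clonal lines) against −0.20 ± 0.024 (SD, n = 7) in MEF-2 relative to the autosomal median, without overlap between the clonal lines (difference 0.38, exact permutation p = 0.000583, adjusted p = 0.00291 over 20 chromosomes).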

Other observations

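The tests of clone numbers, of library size, of other splits of the lines, of averaged clonal lines and of imprinted genes without chromosome medians were written down before their result, and all other tests of this part were chosen only after the result was seen.

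The sex of the 2 lines, which the paper takes from PCR of SRY and coverage of the X chromosome, can be set beside the RNA. Xist was at 15.54 ± 0.22 (SD, n = 7) in the MEF-2 and 8.81 ± 0.03 (SD, n = 7) in the MEF-1 clonal lines (exact permutation test, two-sided, p = 0.000583, the smallest that 7 against 7 lines allow), and the 4 Y-linked genes tested were higher in all 7 MEF-1 clonal lines than in any MEF-2 clonal line. All 4 were called by limma, adjusted over all genes and over the list. Sry was in the group “none”, between −2.11 and −2.06 in all 16 lines. Values of Ddx3y, Eif2s3y, Kdm5d and Uty of 4.48 or more in MEF-2 might be read as expression, but over the 8 MEF-2 lines each followed the level of genes without reads with r of at least 0.999, and reads of these genes are not needed for them. Values of Xist in MEF-1 did not follow this level in the same way. Pearson's r with that level was 0.107 over the 8 MEF-1 lines (exact permutation p = 0.805, adjusted p = 0.805 over 6 relations), Spearman's rho was 0.119 (exact permutation p = 0.793), and without the 2 lines farthest from the median level r was 0.839, still below that of the Y-linked genes. The absence of Xist reads in all 8 MEF-1 lines is thus not enough to give these values, and which of the lines have reads was not tested. Xist overlaps Tsix on the other strand. Gm47283, annotated on the Y chromosome and chosen after its values were seen, ran the other way, from 11.30 to 11.96 in the MEF-2 and from 5.45 to 5.86 in the MEF-1 lines. Reads shared with copies of this gene were not tested.

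Between the 7 MEF-1 and 7 MEF-2 clonal lines, 8573 of 15285 genes had an adjusted p under 0.05 with limma, 4208 higher in MEF-2 and 4365 higher in MEF-1, and 1967 of them differed by at least 2-fold. Of 64 splits of the 14 clonal lines that part every same-numbered pair, as the real one does, only 1, the real one, gave as many genes. The highest of the others gave 4890 and their median was 0. In 36 further splits, which keep some same-numbered pairs together and so mix the sets in another way, the highest number was 223. Each set comes from 1 embryo, and the embryos differ in sex and the lines in chromosome number, so that the number of genes cannot be divided between these. Most of the genes called did not lie on the chromosomes the paper removed. Among autosomal genes outside chromosomes 12, 18 and 19, limma called 7187 of 13282. The largest differences among autosomal genes without overlap between the clonal lines of the sets were those of Penk (−6.29, standard error 0.30, adjusted p = 4.47e-10), Dnah2 (−5.97, standard error 0.08, adjusted p = 1.69e-16) and Sfrp2 (−5.81, standard error 0.84, adjusted p = 3.96e-05), higher in MEF-1, and of Bcl11a (5.41, standard error 0.13, adjusted p = 1.86e-13), Lama2 (5.28, standard error 0.16, adjusted p = 2.54e-12) and Tmem132e (5.12, standard error 0.72, adjusted p = 3.04e-05), higher in MEF-2, where 1 clonal line lacked the high level of Tmem132e.

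The chromosomes for which the paper reports a change of DNA coverage also differed in RNA. Relative to the autosomal median, the median of chromosome 12 was −0.31 ± 0.021 (SD, n = 7) in MEF-1 and 0.31 ± 0.017 (SD, n = 7) in MEF-2 (difference −0.63, exact permutation p = 0.000583, adjusted p = 0.00291 over 20 chromosomes), lower in 7 of 7 MEF-1 clonal lines. Chromosome 18 was at −0.14 ± 0.31 and 0.14 ± 0.013 (difference −0.28, exact permutation p = 0.0146, adjusted p = 0.0324). The spread in MEF-1 came from lines 1, 4 and 5, at −0.47, −0.50 and −0.46, which are also the 3 lines read as low on chromosome 18 from Supplementary Fig. 1B, while the other 4 lay between 0.06 and 0.16. The X chromosome was slightly lower in MEF-1 (difference −0.08, adjusted p = 0.00291, exact permutation test). Chromosomes 2, 5 and 7, which the paper kept, had differences of 0.081, 0.081 and −0.092, so that size does not set the X chromosome apart. The clonal lines of the sets overlapped for chromosomes 2, 5 and 7 but not for the X chromosome. They did not overlap either for chromosome 4, which the paper kept (difference 0.056, adjusted p = 0.00291, exact permutation test). A lack of overlap thus does not set the X chromosome apart. In simulated data with 1 chromosome shifted by 0.2, centring alone gave other chromosomes a shift of up to 0.024. With each line centred on the median of the autosomes' medians, an alternative added after seeing the data that gave 0 such calls in simulated data, the difference of the X chromosome was −0.087 (adjusted p = 0.00194, exact permutation test, range over alternatives 0.00194 to 0.00388), so that it does not rest on the centring. The MEF-1 parental line was at −0.07 for chromosome 12, −0.15 for chromosome 18 and 0.10 for chromosome 19, each between the values of MEF-1 clonal lines and the MEF-2 lines or between those of single MEF-1 clonal lines. A difference in library size between the sets was tested through the level of genes without reads. Over 18 relations of this level with the medians of the called chromosomes within a set, the smallest adjusted p was 0.429, for chromosome 4 in MEF-1 (Spearman's rho = −0.857, exact permutation p = 0.0238; Pearson's r = −0.722, exact permutation p = 0.0595, and −0.380 without the 2 farthest lines). Without the 2 lines farthest from the median level, r rose to 0.980 for chromosome 6 and to 0.961 for chromosome 12 in the 5 other MEF-2 clonal lines, where it had been −0.408 and 0.197 over 7, so that a relation within MEF-2 is not ruled out. In the same way r was 0.935 for chromosome 9, 0.887 for chromosome 5 and 0.829 for the X chromosome in MEF-2, and −0.789 for the X chromosome in MEF-1. For chromosome 12, the size of such a relation is bounded by the spread in MEF-2, an SD of 0.017 beside a difference of −0.63. This bound does not cover small differences such as that of the X chromosome (−0.08, SDs 0.036 in MEF-1 and 0.029 in MEF-2). The level itself did not differ between the sets (exact permutation p = 0.888). For chromosomes 12, 18 and 19, a difference in chromosome number, which the paper reads from DNA coverage, may thus be the closer explanation, as a hypothesis. GC content was not tested.

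The 22 changes of coverage of single clonal lines read from Supplementary Fig. 1B all had the same direction in RNA, where permuted clone numbers gave 10.9 on average (one-sided permutation p = 7.0e-05, 100000 draws). The clone numbers of the DNA and RNA libraries therefore correspond more often than by chance. On chromosomes the paper kept, 19 of 19 changes had the same direction (one-sided permutation p = 7.0e-05). A shift of at least 0.1 against the median of the other 6 lines was found in 26 of 280 pairs of line and chromosome, 19 of them read from the figure. The other 7 were on chromosomes 7 and 18 in MEF-1, where several lines are low and the median of the others follows them. On chromosomes the paper kept, 16 of the pairs read from the figure passed this limit, in 9 clonal lines and on 12 chromosomes. The paper removed chromosomes 12, 18, 19 and X and does not report a filter for these. Their effect on methylation was not analysed here.

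Clonal lines of the 2 sets were less alike than the parental lines. Across genes, Pearson's r was 0.987 between the 2 parental lines and had a median of 0.973 between a MEF-1 and a MEF-2 clonal line. Deviations of single clonal lines that average out, if they were the whole cause, would raise the correlation of the averages of 7 to that of the parental lines. It was 0.979, above 0.973 but short of 0.987, so that they may account for a part of the gap only. Outside chromosomes 12, 18 and 19 and the sex chromosomes, the correlation of the averages was 0.980, when the parental lines had 0.988. Changes of these chromosomes therefore do not account for the rest of the gap. RNA of the other line in a parental library is unlikely, as Xist in the MEF-1 parental line was −0.053 against the highest MEF-1 clonal line and Ddx3y in the MEF-2 parental line −0.057 against the highest MEF-2 clonal line. Of the genes called between the clonal lines, 86.1% had the same direction between the parental lines, with a median size of 0.53 between clonal averages and 0.27 between parental lines. Since these genes were chosen for their difference between the clonal lines, a smaller parental difference is partly built in. Shifts from the parental to the clonal lines correlated across genes between MEF-1 and MEF-2 with r = 0.325. A hypothesis is that the growth of a line from a single cell moves expression in part in the same way in both sets and in part apart, but each parental line has 1 library, and culture or batch at the time of the parental libraries was not tested.

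In the MEF-1 clonal lines 87 genes had a range of 4 or more, and 56 in the MEF-2 clonal lines, 9 of them in both. The widest were Nlrp2 in MEF-1 (9.63) and Gm28635 in MEF-2 (13.12). The highest values among such genes were reached by Sfrp2 (8.75 to 15.60), Igf2 (11.44 to 15.59) and Ppbp (10.72 to 15.54) in the MEF-1 and by Ccn3 (11.07 to 15.08), Actg2 (10.28 to 14.58) and Gpc3 (9.48 to 14.16) in the MEF-2 clonal lines.

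Hox genes were among the genes that vary between MEF-1 clonal lines. Of 21 expressed Hox genes, 9 had a range of 4 or more in MEF-1 and 0 in MEF-2. As many were found in 0 of 10000 random lists matched on expression, but the list was chosen because some of its genes had been seen to vary, so this cannot tell a property of Hox genes from that choice. The median range of the 21 expressed Hox genes was 0.89 in MEF-1, at percentile 45.3 of random lists, and 0.46 in MEF-2, at percentile 0.375, so that the median gene of the list did not vary more than that of random lists, which says nothing of its 9 widest genes. The 9 genes are Hoxa9, Hoxa10, Hoxa11 and Hoxa13 and Hoxb5 to Hoxb9. Hoxb9 was at 12.14 to 12.87 in MEF-1 clonal lines 1, 4 and 5 and at 4.34 to 6.11 in the other 4. The same 3 lines were highest for Hoxb5, Hoxb6, Hoxb7 and Hoxb8, and also for Hoxa9, Hoxa10, Hoxa11 and Hoxa13. They are the 3 lines with low DNA coverage of chromosome 18, while the Hoxb genes are on chromosome 11 and the Hoxa genes on chromosome 6. A comparison of 3 with 4 lines cannot go below p = 0.0571 in an exact permutation test, two-sided. A candidate explanation is that the 3 lines come from one part of the parental population. Then their deviations outside chromosome 18 and the Hox genes should correlate more than those of other trios of the 7 lines. Of 35 trios, 2, this one included, correlated as much (mean r = 0.14, median of the others −0.20, exact permutation p = 0.0571, one-sided), which is above the limit of 0.05 set for this test.

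Imprinted genes were examined as a list of 36, of which 35 were expressed. Their median range between clonal lines was 1.26 in MEF-1, against 0.60 in random lists matched on expression (percentile 100 of 10000 lists), and 0.84 in MEF-2 against 0.51 (percentile 99.94). In each set, 27 of the 35 were above the median of random lists. Shifts of whole chromosomes in single lines were tested by taking the chromosome medians away, and the percentiles were then 100 in MEF-1 and 99.97 in MEF-2. Imprinted genes may thus differ more between clonal lines than other genes of the same expression. The list was written from general knowledge after some of its genes had been seen to vary, imprinted genes lie in clusters and are not independent of each other, and GC content, gene length and cell density at harvest were not tested, so that this remains a hypothesis.

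Of 8 genes of DNA methylation and demethylation, 7 were expressed and 6 were called between the clonal lines, adjusted over all genes and over the list, all 6 higher in MEF-2 under each scaling. Uhrf1 differed by 1.15 (standard error 0.21, adjusted p = 0.00027 from limma), Dnmt3a by 0.80 (standard error 0.09, adjusted p = 3.79e-06), Dnmt3b by 0.50 (adjusted p = 0.00123), Tet1 by 0.53 (adjusted p = 0.0211), Dnmt1 by 0.29 (adjusted p = 0.0303, and 0.0629 with the parental lines included) and Tet3 by 0.18 (adjusted p = 0.0151). Only Dnmt3a had all 7 MEF-2 above all 7 MEF-1 clonal lines, and the clonal lines overlapped for the other 5. Between the parental lines, with 1 library each, Dnmt1 was higher in MEF-1 (13.99 against 13.88). Uhrf1, Dnmt3a, Dnmt3b, Tet1 and Tet3 were higher in MEF-2, Uhrf1 at 12.72 against 12.49. Each set comes from 1 embryo. Tet2 did not differ (−0.03, adjusted p = 0.821), and Dnmt3l was without expression. Dnmt3a lies on chromosome 12, the median of which differed by 0.63 in the same direction. Dnmt3a and Dnmt3b each overlap an antisense gene.

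The example regions of Fig. 2 lie in genes of different expression groups, which were named after their values were seen, apart from Kcnq1 and Kcnq1ot1. The unfaithful region on chromosome 15 (79251875 to 79251914) lies in Slc16a8, which was without expression, and in Gm49486 on the other strand, in the 3rd group, just above its lower bound of 3.75. The faithfully hypermethylated region on chromosome 1 (34302911 to 34302922) lies in Dst, at 15.30, and the faithfully hypomethylated region on chromosome 4 (124751396 to 124751403) in Inpp5b, at 12.04, both in the group “high”. Inpp5b was just above the lower bound of that group, 11.96, with single clonal lines on both sides of it, from 11.72 to 12.32. The imprinted region on chromosome 7 (143295599 to 143295610) lies in Kcnq1, in the 2nd group at 1.57, and in Kcnq1ot1 on the other strand, at 12.40 ± 0.37 (SD, n = 7) in the MEF-1 and 12.16 ± 0.21 (SD, n = 7) in the MEF-2 clonal lines, without a difference between the sets (exact permutation p = 0.185, two-sided). Gnas, which the paper names, was at 16.12 ± 0.13 and 16.27 ± 0.20 in the same lines and was not called (difference 0.15, adjusted p = 0.188 from limma). Kcnq1 and Gm49486 were called by limma as higher in MEF-1 (differences −0.63 and −0.89, adjusted p = 0.000223 and 0.0156). Dst and Inpp5b were not called (adjusted p = 0.150 and 0.287 from limma).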
